# The microbiota and T cells non-genetically modulate inherited phenotypes transgenerationally

**DOI:** 10.1016/j.celrep.2024.114029

**Published:** 2024-04-04

**Authors:** Jordan C. Harris, Natalie A. Trigg, Bruktawit Goshu, Yuichi Yokoyama, Lenka Dohnalová, Ellen K. White, Adele Harman, Sofía M. Murga-Garrido, Jamie Ting-Chun Pan, Preeti Bhanap, Christoph A. Thaiss, Elizabeth A. Grice, Colin C. Conine, Taku Kambayashi

## Abstract

The host-microbiota relationship has evolved to shape mammalian physiology, including immunity, metabolism, and development. Germ-free models are widely used to study microbial effects on host processes such as immunity. Here, we find that both germ-free and T cell-deficient mice exhibit a robust sebum secretion defect persisting across multiple generations despite microbial colonization and T cell repletion. These phenotypes are inherited by progeny conceived during *in vitro* fertilization using germ-free sperm and eggs, demonstrating that non-genetic information in the gametes is required for microbial-dependent phenotypic transmission. Accordingly, gene expression in early embryos derived from gametes from germ-free or T cell-deficient mice is strikingly and similarly altered. Our findings demonstrate that microbial- and immune-dependent regulation of non-genetic information in the gametes can transmit inherited phenotypes transgenerationally in mice. This mechanism could rapidly generate phenotypic diversity to enhance host adaptation to environmental perturbations.

## In brief

Harris et al. describe phenotypic abnormalities in germ-free and T cell-deficient mice that are not acutely correctable and are non-genetically transmitted to progeny. The parental microbe and immune environment impact gametes to alter early embryonic gene expression, thereby influencing barrier and metabolic tissue of progeny through transgenerational non-genetic inheritance.

## INTRODUCTION

Barrier sites including skin, gut, and lung are responsible for responding to a wide variety of environmental perturbations, including exposure to pathogens, physical disruption, and altered nutrient homeostasis.^1–6^ The ability of these tissues to adapt to changing environments is a key component of organismal viability. In the long term, natural selection and evolution allow for optimal adaptation to many of these environmental shifts, while more severe and abrupt changes, such as infection, garner more acute responses. Just as a stratified, keratinized layer of skin has evolved over long periods to provide a permanent external barrier, the presence of skin commensal bacteria and the mechanisms by which they prevent pathogenic invasion allows for a more short-term form of cutaneous defense.^7,8^

Phenotypic diversity induced by genetic mutations, which are randomly introduced and accrue slowly over time, may not efficiently allow acute adaptation to changing environmental conditions. In contrast, environmentally regulated non-genetic (i.e., cross-generational information transfer not explainable by genetic inheritance) gene regulation could serve as a more rapid adaptive mechanism to induce phenotypic changes. Organisms may “fine-tune” phenotypes in response to environmental factors, which in some cases can be transmitted to their offspring. Indeed, recent work in *C. elegans* demonstrated the transmission of environmentally regulated, persistent phenotypes across generations even in the absence of the initial environmental perturbation.^9,10^ Although it has been recently established that mammalian phenotypes affected by parental diet can be transmitted to F_1_ progeny intergenerationally,^11,12^ whether non-genetic or epigenetically inherited information regulated by the environment can transmit phenotypes transgenerationally, i.e., to the F_2_ generation and beyond, remains controversial. Most skepticism toward transgenerational epigenetic inheritance occurring in mammals emerges from a dearth of a mechanistic explanation. Mechanistic studies require robust readouts, but while examples of parental exposures to chemicals have demonstrated transgenerationally inherited phenotypes in rodents,^13–15^ the few examples of transgenerational epigenetic inheritance of environmentally modulated phenotypes, such as stress and diet, are more variable.^16–18^ Thus, a robust and reliable readout to study these inheritance mechanisms will advance the field by allowing mechanistic transgenerational studies.

In *C. elegans*, several described examples of transgenerational epigenetic inheritance occur by environmental stimuli that are initiated at the gut barrier, which regulate epigenetic information in the germline to transmit phenotypes to subsequent generations of progeny. However, in mammals, it has yet to be examined whether the environment can modulate information communicated between the germline and barrier surfaces and, further, whether this communication can modulate offspring phenotypes. One potential candidate that could allow transmission of environmental information from barrier surfaces to the host is the microbiome. Host microbiota are exquisitely sensitive to large environmental or host-specific shifts including changes to diet, pollution, immune cell populations, and stress.^19–22^ Importantly, the microbiota is in direct communication with both the external world and host tissue, which makes it optimally poised to rapidly respond to the environment and promote adaptation. Interestingly, germ-free (GF) mice display some phenotypic changes that are not restorable by acute microbial colonization, suggesting that the change is not caused by an acute loss of microbes in the host.^23^ Thus, although not reported thus far, it is possible that certain phenotypes of GF mice persist across generations despite microbial colonization.

We recently described a cutaneous immune-sebum circuit whereby thymic stromal lymphopoietin (TSLP)-stimulated T cells can influence the ability of sebaceous glands (SGs) to secrete sebum, an oily substance that promotes skin hydration, acidification, and anti-microbial defense.^24–26^ Since T cells can be activated by microbial antigens and TSLP can be released from skin keratinocytes with stimulation by microbial products,^27–29^ we hypothesized that the skin microbiota could trigger T cell activation and TSLP expression to induce sebum secretion, which would in turn control skin commensals. This feedback mechanism could maintain a delicately balanced skin ecosystem, which is essential for optimal barrier function.^23,30^ In this study, we found that skin microbiota does indeed control sebum secretion, albeit not in an acute manner as originally hypothesized. Instead, we found that commensal microbes influence SG function, as well as the transcriptional profiles in multiple organs by transgenerational non-genetic inheritance. Further, we find that T cells additionally regulate analogous transgenerationally inherited phenotypes, including defective sebum secretion. Both the microbiota and T cells strikingly influence gene expression of early embryos, which has the potential to modulate development, thereby programming non-genetically inherited phenotypes. Our results reveal that the microbiome and immune system control epigenetic information in the gametes to modulate the phenotypes of succeeding generations of progeny.

## RESULTS

### GF mice possess a dysfunctional cutaneous immune-sebum circuit

We have previously shown that GF mice display abnormal epidermal structure and barrier function.^23,31^ To determine if the skin barrier defect carries to SG function, we examined an RNA sequencing (RNA-seq) dataset generated by our lab (GEO: GSE162925) and found that GF epidermis showed reduced expression of lipid metabolism and anti-microbial peptide genes, processes that are both important in SG biology (Figure S1A). To test SG function and measure sebum secretion, a standardized area of fur was shaved from conventionally raised (CR) control and GF mice, and fur lipids were then extracted and separated via thin-layer chromatography (Figure S1B). Consistent with the skin transcriptomic findings, the amount of sebum present on the fur of GF mice was significantly reduced compared to CR mice (Figure 1A). 

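The sebaceous gland (SG) data comprise RNA-seq libraries from 3 GF and 3 CR mice, each made from glands captured by laser from fixed, paraffin-embedded back skin and depleted of ribosomal RNA before sequencing. The authors assigned reads to Ensembl genes with Kallisto, kept genes at 1 CPM or more in at least as many samples as the smallest group holds, scaled the samples with the trimmed mean of M-values and tested them with limma after the voom transformation. The deposited SG table lists 29956 genes in CPM (counts scaled to a common total for each sample). The smallest step between low values gives an approximate depth of 4.4 to 4.7 M reads for the CR samples (median 4.4) and 3.7 to 4.8 M for the GF samples (median 4.6). At that depth a gene at 1 CPM rests on a few reads, so a value of 0 is reported as listed at 0 and not as absence of expression. From these values, log2(CPM + 0.5) was tested with limma for the 14889 genes at 1 CPM or more in at least 3 of the 6 samples, with p-values adjusted by the Benjamini-Hochberg method. Fold changes are given on that scale, which understates the change of genes with low values. The median log2 fold change over all tested genes was 0.14, and 0.01 after the samples were scaled by median ratios.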

To interrogate whether the SGs themselves were defective, we isolated SGs from formalin-fixed, paraffin-embedded CR and GF skin using laser capture microdissection (LCM; Figure S1C),^32^ extracted RNA, and performed RNA-seq to identify any transcriptomic abnormalities present. This investigation revealed a distinct transcriptional signature in SGs of GF mice (Figures 1B and S1D), with 45 genes significantly upregulated and 127 genes significantly downregulated in GF SGs (Figure 1C). 

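In GF glands the histone gene Hist1h4m was at 26.7, 14.5 and 14.8 CPM and was listed at 0 in all 3 CR samples (adjusted p = 0.00219, limma, Benjamini-Hochberg). Hamp, which encodes the iron-regulating peptide hepcidin, was 15.4 ± 3.99 CPM (SD, n = 3) in GF and 0.770 ± 0.769 CPM (n = 3) in CR glands, a log2 fold change of 3.78 (standard error 0.46, adjusted p = 0.00849, limma, Benjamini-Hochberg). The interferon-induced gene Oas1f rose from 1.94 ± 0.723 to 19.0 ± 1.79 CPM (log2 fold change 3.04, standard error 0.32, adjusted p = 0.0061, limma, Benjamini-Hochberg), and Sod3, an extracellular superoxide dismutase, rose from 1.68 ± 1.59 to 17.9 ± 5.89 CPM (log2 fold change 3.28, adjusted p = 0.0228 in the same test). Among the genes that fell, Etnppl went from 56.1 ± 31.3 CPM in CR to 3.01 ± 0.631 CPM in GF glands (log2 fold change -3.89, standard error 0.37, adjusted p = 0.00436, limma, Benjamini-Hochberg), the adhesion molecule Ceacam3 from 66.2 ± 24.7 to 6.02 ± 0.460 CPM (-3.28, adjusted p = 0.00364 in the same test) and the homeobox gene Pitx3 from 18.9 ± 5.73 to 1.74 ± 0.337 CPM (-3.08, adjusted p = 0.0061 in the same test). The cytokine gene Il20 was listed at 0 in all 3 GF samples and was 4.74, 7.80 and 3.33 CPM in the CR samples. Colec12 (10.5, 17.4 and 2.43 CPM), Cyp39a1 (7.63, 3.39 and 4.31 CPM) and Thyn1 (5.82, 3.10 and 3.10 CPM) were listed at 0 in every CR sample, and Antxr1, Csmd1 and Rasl11a also rose, with log2 fold changes of 2.93, 2.87 and 2.52 and adjusted p-values of 0.0194, 0.0356 and 0.0234 (limma, Benjamini-Hochberg). Sh3gl3 (-3.58), Serpinb6d (-3.37), Papl (-2.83) and Kbtbd12 (-2.80) also fell, at adjusted p-values of 0.0247, 0.0304, 0.0061 and 0.0334 in the same test. Scd1, the stearoyl-CoA desaturase of sebocytes, was 19490 ± 2389 CPM in GF and 23970 ± 2982 CPM in CR glands (log2 fold change -0.30, adjusted p = 0.35, limma, Benjamini-Hochberg). Tslp, the cytokine that drives sebum secretion in this circuit, did not exceed 0.453 CPM in any of the 6 samples and was below the filter. Markers of fibroblasts and dermal matrix lay higher in the GF samples, with a median log2 fold change of 0.76 over the 12 genes, and none of them passed alone (9 passed when adjusted over the list alone); Dcn was 318 ± 104 CPM in GF and 126 ± 43.5 CPM in CR samples (adjusted p = 0.0555, limma, Benjamini-Hochberg). Markers of the epidermis lay lower, with Hrnr (-1.19), Sprr1a (-1.07) and Sbsn (-0.68) below and Krt5 (0.79) above the CR level among 20 genes, at adjusted p-values of 0.00835, 0.0382, 0.0365 and 0.0365 (3 lower and 1 higher also when adjusted over the list alone). With the preset correlation of limma's camera both sets passed (adjusted p = 0.000165 for each), and with an estimated correlation neither did (p = 0.224 and p = 0.0707 with an estimated correlation). In total 165 genes had an adjusted p under 0.05 and a log2 fold change beyond 1 in size, 80 higher and 85 lower in GF glands, and 327 genes passed without the fold limit (128 higher, 199 lower). After scaling by median ratios, 60 genes were higher and 132 lower at the same thresholds, and without a filter on low values 17 and 32. With Y-linked genes as a covariate no gene passed in limma, and 1652 had an unadjusted p under 0.05. There the median log2 fold change of the 128 higher genes went from 1.20 to 1.00 and that of the 199 lower genes from -0.94 to -0.82, while the median standard errors rose from 0.21 to 0.30 and from 0.15 to 0.21, so the calls ended more with wider errors than with smaller folds; the covariate correlated with the group (r = 0.77 over 6 samples). The count of 165 was 38 and 99 without CR replicates 1 and 3, 46 and 55 without GF replicates 1 and 2, and 412 without GF replicate 3 (287 higher, 125 lower).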

Gene Ontology (GO) and gene set enrichment analysis (GSEA) revealed that GF SGs displayed downregulation of lipid metabolism and cell death pathways, processes important in SG lipogenesis and holocrine (cell-death-mediated) sebum secretion (Figures 1D and S1E).^33,34^

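Wax ester, sterol ester and triglyceride synthesis, the part of lipid metabolism that makes sebum, had 4 members lower and 1 higher, and fatty acid synthesis 1 higher and 1 lower. Far1, which makes the fatty alcohols of wax esters, fell from 891 ± 270 CPM in CR to 174 ± 29.8 CPM in GF glands (SD, n = 3 each, log2 fold change -2.33, standard error 0.21, adjusted p = 0.00364, limma, Benjamini-Hochberg). The acyltransferase gene Dgat2l6 fell from 2225 ± 220 to 1188 ± 76.6 CPM and the lipid droplet gene Plin2 from 1857 ± 220 to 1075 ± 70.7 CPM (log2 fold changes -0.90 and -0.78, adjusted p = 0.0094 and 0.0172, limma, Benjamini-Hochberg), whereas the wax synthase gene Awat2 rose from 414 ± 13.2 to 890 ± 153 CPM (1.09, adjusted p = 0.00849 in the same test). Of the 15 genes of this list, 1 rose and 4 fell (1 and 4 when adjusted over the list alone), with a median log2 fold change of -0.20 (camera with a preset correlation, adjusted p = 0.00177, p = 0.132 with an estimated correlation). Of 21 genes of fatty acid synthesis, the elongase gene Elovl6 rose from 4974 ± 1022 to 9423 ± 1695 CPM (log2 fold change 0.93, standard error 0.19, adjusted p = 0.0464, limma, Benjamini-Hochberg) and Elovl3 fell from 283 ± 104 to 92.1 ± 17.6 CPM (-1.56, standard error 0.26, adjusted p = 0.0267 in the same test), and the other 19 did not pass (3 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.687). The median log2 fold change of 23 genes of cholesterol synthesis was 0.17 (camera adjusted p = 0.807, p = 0.841 with an estimated correlation). Of 28 genes of fatty acid oxidation, Acaa2 rose (0.66, adjusted p = 0.0345) and Acox2 fell from 677 ± 45.8 to 392 ± 49.3 CPM (-0.79, adjusted p = 0.0149, limma, Benjamini-Hochberg, 2 higher and 1 lower when adjusted over the list alone). Of 30 genes of cell death, Gsdma, which encodes the pore-forming gasdermin A, fell from 351 ± 69.0 to 153 ± 5.52 CPM (log2 fold change -1.18, standard error 0.14, adjusted p = 0.00846, limma, Benjamini-Hochberg). Casp14, the caspase of keratinocyte differentiation, was listed at 0 in all 3 GF samples and was 3.61, 5.52 and 3.36 CPM in the CR samples, and the other 28 genes of cell death did not pass (5 lower when adjusted over the list alone, median log2 fold change 0.21, camera adjusted p = 0.0564, p = 0.204 with an estimated correlation). The set test for cell death ran toward lower values while the median of its members lay above 0. Of 15 markers of sebocyte identity, Prdm1 fell from 200 ± 29.5 to 121 ± 9.70 CPM (log2 fold change -0.72, adjusted p = 0.0323, limma, Benjamini-Hochberg), 1 marker was higher and 3 were lower in all (2 higher and 4 lower when adjusted over the list alone), and the set was lower with the preset correlation (adjusted p = 0.00445, p = 0.0354 with an estimated correlation, not past 0.05 after adjustment over the lists). The gene lists were fixed before the data were examined, and the GO and GSEA terms of Figure 1D were not rerun. The paper ties the pathways lower in GF glands to the making of sebum lipids and to the release of sebum by dying cells.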

We previously defined a cutaneous immune-sebum circuit whereby TSLP-stimulated T cells control SG function.^24^ To test whether the sebum secretion defect in GF mice was related to the immune-sebum circuit, we examined T cell numbers and expression of *Tslp* in skin of GF mice. We found that GF skin exhibited significantly reduced T cell numbers, as well as a trend toward reduced TSLP expression, compared to CR skin (Figures 1E and S1F). As we have previously shown that TSLP overexpression leads to sebum hypersecretion and SG size reduction (due to increased holocrine secretion),^24^ we tested whether TSLP overexpression could restore sebum secretion in GF mice. GF mice treated with TSLP showed unaltered sebum secretion and a less profound change in SG size compared to TSLP-treated CR mice (Figures 1F and 1G). Together, these data suggest that GF mice harbor a defect in homeostatic sebum secretion that cannot be overcome by TSLP overexpression.

### Many cutaneous GF phenotypes persist despite microbial colonization

To begin to understand how the absence of microbes in GF mice affects the immune-sebum circuit, we attempted to rescue the sebum secretion defect in GF mice. Since many phenotypic alterations in GF mice can be corrected by microbial colonization, 8-week-old adult GF mice were transferred to our conventional facility and housed in cages with added bedding and other cage materials from CR mice, as previously described (Figure S2A).^23^ After 8 weeks of colonization, we still found that sebum secretion remained defective in the transferred adult GF mice (Figure 2A) despite adequate restoration of skin commensals (Figure S2B). Since colonization during the neonatal period is critical for rescuing certain phenotypes in adult GF mice,^35–37^ we tested if the sebum secretion defect in GF mice could only be corrected if microbially colonized from birth. We thus conventionally colonized pregnant GF dames and measured adult sebum secretion in the pups that were colonized from birth (Figure S2C). Surprisingly, conventionalization of pregnant GF dames still gave rise to adult progeny with a sebum secretion defect (Figure 2B). These data suggest that the GF sebum secretion defect is more complex than simply the presence or absence of microbes.

To determine if the persistence of GF sebum secretion after conventionalization extended to other GF immune-sebum circuit defects (such as those observed in Figures 1D, 1E, and S1D), we examined T cell numbers and *Tslp* expression in the skin of mice born from a GF dame conventionalized (CONV) during pregnancy (Figure S2C). Similar to the sebum secretion defect, reduced cutaneous *Tslp* expression and T cell numbers also persisted in adult GF mice CONV from birth (Figures 2C and 2D). 

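SGs of F1 mice were captured and sequenced in the same way from 3 GF×GF mice, born to GF parents in a conventional facility and colonized from birth, and from 2 CR×CR mice. The approximate depth was 5.9 and 7.4 M reads for the CR×CR samples and 8.8 to 18.3 M (median 10.2) for the GF×GF samples. Their values stand in a table of their own, in CPM, and 15058 genes at 1 CPM or more in at least 2 of the 5 samples were tested with limma on log2(CPM + 0.5). With 2 control mice, the spread of the control group rests on the difference of a single pair, and an exact permutation test of any gene cannot go below a p of 0.1. The methods define changed genes of these samples by the adjusted p alone, and the statistics section adds a log2 fold change beyond 1 for SG data, so counts are given for both. The median log2 fold change over all tested genes was -0.03.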

Further, to corroborate the persistent defective sebum secretion findings, we performed RNA-seq of LCM-isolated SGs from the CONV GF mice compared to CR control mice. Lipid-metabolism-related pathways that were downregulated in the SGs of GF mice were also downregulated in the GF mice CONV from birth (Figure 2E). These data confirm that not only sebum secretion but also other defects in the immune-sebum pathway remain defective in CONV GF mice.

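In SGs of GF×GF F1 mice the genes of lipid synthesis moved both ways. Sc5d, the sterol desaturase of the last steps of cholesterol synthesis, rose from 14.7 ± 12.7 CPM (SD, n = 2) in CR×CR to 325 ± 88.3 CPM (n = 3) in GF×GF glands (log2 fold change 4.70, standard error 0.50, adjusted p = 0.0101, limma, Benjamini-Hochberg). The elongase genes Elovl1 (89.2 ± 25.1 to 343 ± 103 CPM, log2 fold change 1.92) and Elovl6 (4061 ± 668 to 8079 ± 827 CPM, 1.00) and the acyltransferase gene Agpat2 (58.2 ± 5.00 to 161 ± 38.1 CPM, 1.43) rose, and Far1 fell from 297 ± 42.4 to 144 ± 22.3 CPM (-1.05), at adjusted p-values of 0.0252, 0.0408, 0.0303 and 0.0405 (limma, Benjamini-Hochberg). Far1 was thus lower and Elovl6 higher in both generations of glands from the GF line, while the F0 calls for Elovl3, Dgat2l6, Plin2 and Acox2 were not made here. Of 21 genes of fatty acid synthesis 2 rose and none fell (3 and 1 when adjusted over the list alone, median log2 fold change -0.09), of 15 genes of wax ester, sterol ester and triglyceride synthesis 1 rose and 1 fell (3 and 2, -0.02), and of 23 genes of cholesterol synthesis 1 rose and none fell (1 and 2, -0.22). None of 27 genes of fatty acid oxidation and none of 33 genes of cell death passed in limma, over all genes or when adjusted over the list alone. None of these 5 sets passed camera with the preset correlation (adjusted p from 0.353 to 0.835), and Scd1 was 24010 ± 2794 CPM in GF×GF and 26460 ± 2520 CPM in CR×CR glands (log2 fold change -0.14, adjusted p = 0.788, limma, Benjamini-Hochberg). Ceacam3 fell from 15.7 ± 2.54 to 1.70 ± 1.04 CPM and Kbtbd12 from 22.2 ± 11.2 to 2.05 ± 1.23 CPM (log2 fold changes -2.99 and -3.19, adjusted p = 0.0397 and 0.0405, limma, Benjamini-Hochberg), the direction seen in F0 glands, and Hist1h4m was at 24.3, 17.2 and 29.7 CPM in GF×GF and listed at 0 in both CR×CR samples (adjusted p = 0.00115 in the same test). Colec12, listed at 0 in every F0 CR sample, ran the other way, near 0 in GF×GF and at 5.60 ± 3.55 CPM in CR×CR glands (log2 fold change -3.46, adjusted p = 0.0415, limma, Benjamini-Hochberg). The guidance receptor gene Robo1 was listed at 0 in all 3 GF×GF samples and was 20.7 and 18.9 CPM in the CR×CR samples, and Rsc1a1 was listed at 0 against 4.52 and 13.0 CPM. Tmem229a fell from 152 ± 33.4 to 26.6 ± 3.02 CPM, and Podxl (-2.11), the Notch ligand gene Dll1 (-1.93), Ttc9 (-3.14) and Nolc1 (-3.87) also fell, at adjusted p-values of 0.0025, 0.015, 0.0414, 0.0341 and 0.0403 (limma, Benjamini-Hochberg). The transcription factor gene Maz was at 51.4, 24.1 and 42.9 CPM in GF×GF and near 0 in CR×CR glands; Sarnp, Btbd7, Tlr3, TTC14 and Sdr39u1 were listed at 0 in both CR×CR samples and lay between 3.27 and 15.4 CPM in the GF×GF samples. Nars rose from 0.691 ± 0.977 to 22.6 ± 6.84 CPM and Espl1 by a log2 fold change of 3.85 (adjusted p = 0.0174 and 0.0396, limma, Benjamini-Hochberg). Transcripts of the mitochondrial genome were higher in GF×GF glands, with 8 of 13 up (11 when adjusted over the list alone), among them mt-Nd3 (31.2 ± 10.3 to 326 ± 10.4 CPM, log2 fold change 3.40, adjusted p = 0.000663, limma, Benjamini-Hochberg), and so were genes of ribosomal proteins (12 of 82 higher and 1 lower, 35 and 3 when adjusted over the list alone). Both sets passed camera with the preset correlation (adjusted p = 3.43e-54 and 3.9e-22, p = 0.014 and p = 0.0555 with an estimated correlation, neither past 0.05 after adjustment over the lists). In all 108 genes had an adjusted p under 0.05 (85 higher, 23 lower), 96 of them with a log2 fold change beyond 1 in size (75 higher, 21 lower); this count was 2 without CR×CR replicate 1, 27 without CR×CR replicate 2, and 53, 13 and 7 without GF×GF replicates 1, 2 and 3. Without a filter on low values it was 5, and with Y-linked genes as a covariate no gene passed in limma and 1034 had an unadjusted p under 0.05: the median log2 fold change of the 85 higher genes went from 1.46 to 1.35 and that of the 23 lower genes from -1.93 to -2.34, with median standard errors from 0.20 to 0.43 and from 0.26 to 0.60. The covariate correlated with the group at r = -0.89 over 5 samples, opposite in sign to F0 glands (r = 0.77). Y-linked values and group can thus hardly be parted here, also for genes that run opposite ways in F0 and F1 glands.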

Lastly, to examine the persistence of GF phenotypes beyond the immune-sebum circuit, we used a full epidermis bulk mRNA-seq gene expression dataset derived from CR, GF, and CONV adult mice^23^ (GEO: GSE162925) to interrogate the propensity of genes to continue displaying altered expression after microbial conventionalization. In our previous work, we found a total of 6,396 differentially expressed genes (DEGs) in the epidermis of CR compared to GF mice and only 427 DEGs in the skin of CONV compared to GF mice.^23^ Thus, the vast majority of DEGs (~6,000 DEGs) seen in the epidermis of GF compared to CR mice are persistently altered in GF mice and unaffected by microbial colonization (Figure 2F). We extracted this list of genes that were not rescued by microbial colonization and performed GO analysis and GSEA on the subset of genes that were persistently downregulated in the epidermis of GF mice. We found that there were many processes related to skin barrier development that remained downregulated in GF mice after colonization, including those related to cornification, keratinization, and epidermal development (Figures 2G and 2H). Additionally, we found that many downregulated lipid metabolism terms in GF skin remain downregulated after colonization (Figures 2G and 2H). Overall, these data suggest that many GF phenotypes persist despite colonization of GF mice from birth, raising the possibility that there may be an inherited factor leading to persistent phenotypic changes.

### The reduced sebum secretion phenotype of GF mice is transmitted to progeny transgenerationally

One possibility for why SG activity was not restorable in the colonized offspring of GF mice (C57BL/6 strain) in our gnotobiotic facility (University of Pennsylvania) could be that this colony had allopatrically acquired a genetic mutation that was responsible for preventing physiologic sebum secretion through genetic drift.^38^ To test this, we examined sebum secretion in GF C57BL/6 mice from another gnotobiotic facility (University of North Carolina [UNC]) and in another GF strain (Swiss-Webster) from our facility. Both the GF C57BL/6 strain from UNC and the GF Swiss-Webster mice displayed a secretion sebum defect similar to GF C57BL/6 mice from our colony (Figures 3A and 3B). Together, these data argued against a randomly acquired genetic mutation in GF mice as the cause of the sebum secretion defect.

To test if the sebum secretion defect was heritable, we bred CR mice with GF mice in a conventional animal facility in all four combinations: CR male × CR female (CR×CR), GF male × CR female (GF×CR), CR male × GF female (CR×GF), and GF male × GF female (GF×GF) (Figure 3C). The F_1_ progeny with at least one GF parent displayed a sebum secretion defect comparable to that of parental GF mice (Figure 3D), suggesting that the GF sebum secretion phenotype is dominantly inherited (100% of mice in all groups with a GF parent inherited the defective phenotype). This was despite similar skin and gut microbiota as measured by culturable colony-forming units and alpha diversity metrics via 16S rRNA gene amplicon sequencing (Figures S3A and S3B). In some experiments, a small minority (16 of 148) of F_1_ mice with a GF parent displayed normal sebum secretion. To test whether the phenotype persisted in the F_2_ generation, CR×CR and GF×CR F_1_ female mice were bred with new CR male mice, while female mice from the GF×GF group were bred with new GF male mice as a negative control (Figure 3C). Approximately half of the GF×CR group in the F_2_ generation remained defective, portraying a stochastic “restored-or-defective” phenotype of sebum secretion despite being from the same litter (Figure 3E, ~59% of the GF×CR group and 100% of the GF×GF group inherited the defective phenotype). This heritable sebum secretion defect is unlikely a result of transmission of an intrinsic SG defect, as we measured sebum secretion of F_1_ heterozygous mice derived from breeding *Scd1*^−/−^ mice (which develop atrophic and dysfunctional SGs^39^) with wild-type (WT) mice. There was not a deficiency of sebum secretion in F_1_ heterozygous progeny (Figure S3C), supporting our hypothesis that this defect is related to the ancestral lack of a microbiome. Overall, this pattern of inheritance suggested that the sebum secretion defect was transgenerationally inherited, as both males and non-pregnant females transmit the phenotype to the F_2_ generation.

As an alternative approach to confirm the transgenerational non-genetic inheritance pattern, we carried out a similar breeding strategy but bred littermates of each generation and measured sebum secretion in the F_1_, F_2_, and F_3_ generations (Figure S3D). Here, we find similarly that F_1_ mice with at least one GF parent retain a sebum secretion defect despite similar microbial colonization (Figure S3E, 100% of mice in all groups with a GF parent inherited the defective phenotype). Males and females from the F_1_ generation were then bred together, resulting in an F_2_ generation, which showed a similar pattern of stochasticity in the GF×CR group with half of the mice displaying a CR sebum secretion phenotype and half displaying a GF sebum secretion phenotype (Figure S3F, 50% of the GF×CR group and 100% of the CR×GF and GF×GF groups inherited the defective phenotype). Finally, F_2_ males and female mice were bred, generating an F_3_ cohort, of which all groups originating from a GF F_0_ ancestor had a subset of offspring with defective sebum secretion and portrayed stochasticity seen in the GF–GF and CR×GF groups, though the effect size was reduced compared to previous experiments (Figure S3G, 50% of the GF×GF and CR×GF groups and 100% of the GF×CR group inherited the defective phenotype).

Finally, to ensure that the phenotype can be transmitted by the gametes of GF mice in the absence of potentially confounding environmental factors, such as microbiome transfer or maternal care, *in vitro* fertilization (IVF) with subsequent implantation into surrogate mothers was performed. Similar to results obtained with natural breeding, sebum secretion was defective in F_1_ progeny when eggs or sperm were of GF origin (Figure 3F, 100% of mice in the CR×GF IVF group inherited the defective phenotype). In the F_2_ generation, the sebum secretion defect persisted in approximately one-third of F_2_ offspring of CR×GF IVF mice mated to CR mice (Figure 3G, ~73% of mice in the CR×GF IVF group inherited the defective phenotype). Thus, we have demonstrated in two natural breeding schemes as well as in IVF that the sebum secretion defect of GF mice is transmitted to at least the F_2_ generation. These results demonstrate that the sebum secretion phenotype of GF mice is transmitted transgenerationally after removal of the environmental perturbation (in this case, the lack of microbiota) but is restored sporadically over time.

### Transgenerational epigenetic inheritance from GF mice is not restricted to sebum secretion

We next tested whether the transgenerational epigenetic inheritance of phenotypes induced by the lack of microbes also extended to the regulation of other biological processes. 

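Back skin of F1 and F2 progeny was sequenced as total RNA depleted of ribosomal RNA, with 5 CR×CR, 3 GF×GF and 3 GF×CR mice in F1 and 5 CR×CR, 3 GF×GF and 6 GF×CR mice in F2; the father stands first in each cross. For F2, CR×CR and GF×CR F1 females were bred with new CR males, and GF×GF F1 females with new GF males. Reads were assigned and normalized as for the SGs, and each deposited table lists 38632 genes in CPM. The CR×CR mice of each generation occur in a separate table for each comparison; the median ratio of their values between these tables was 0.996 to 1.003, and 1225 to 1327 genes per mouse differed by more than 5 percent, so every test stayed within a table. The approximate depth was 11.3 to 21.9 M reads for F1 CR×CR (median 21.4), 22.4 to 24.7 M for GF×GF (24.1) and 19.7 to 22.1 M for GF×CR (20.6), and in F2 16.8 to 23.7 M for CR×CR (21.1), 15.2 to 18.1 M for GF×GF (17.7) and 15.9 to 21.6 M for GF×CR mice (18.9). Genes at 1 CPM or more in at least as many samples as the smaller group holds were tested with limma on log2(CPM + 0.5), and fold changes are on that scale. The study's threshold for skin was an unadjusted p under 0.05 with a log2 fold change beyond 1 in size, and counts are given at that threshold and at an adjusted p under 0.05. Permutations of 3 mice against 5 cannot give a p below 0.0179. Litters and breeding pairs were not part of any test of mice, so littermates would be treated as independent and p-values may be too small.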

We first performed RNA-seq of the skin of progeny of CR×CR, GF×GF, and GF×CR mice. Similar to the GF F_0_ mice, we found DEGs in the skin transcriptomic profile of GF×GF (139 DEGs) and GF×CR (174 DEGs) F_1_ mice compared to CR×CR F_1_ mice, suggesting that mice derived from even a single GF parent maintain altered cutaneous gene expression (Figures 4A and S4A). 

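Among genes without a predicted name, the largest rises in GF×GF skin were of Hist1h4m, a histone H4 gene, from 0.0627 ± 0.140 CPM (SD, n = 5) in CR×CR to 15.0 ± 2.12 CPM (n = 3, log2 fold change 4.80, standard error 0.24, adjusted p = 2.59e-06, limma, Benjamini-Hochberg), and of Erdr1, a gene at the tip of the X chromosome, from 1.92 ± 0.693 to 34.9 ± 17.3 CPM (3.77, standard error 0.36, adjusted p = 0.00107 in the same test, 3.95e-06 to 0.0777 over its alternatives). With Y-linked genes as a covariate Erdr1 no longer passed in GF×GF skin (3.39, standard error 0.47, adjusted p = 0.0777, limma, Benjamini-Hochberg), as its fold was smaller and its error wider. In GF×CR skin, where the father alone was GF, Hist1h4m was 9.57 ± 1.08 CPM (log2 fold change 4.19, standard error 0.23, adjusted p = 2.48e-05, limma, Benjamini-Hochberg) and Erdr1 9.38 ± 0.919 CPM (2.09, standard error 0.25, adjusted p = 0.0105 in the same test, 8.87e-07 to 0.097 over its alternatives). Erdr1 no longer passed in GF×CR skin when no filter on low values was applied (2.09, standard error 0.26, adjusted p = 0.097, limma, Benjamini-Hochberg, with 28747 genes tested in place of 16761), nor without GF×CR replicate 1 (2.02), 2 (2.12) or 3 (2.13), with adjusted p from 0.0834 to 0.0873 in the same test on fewer mice. The vomeronasal receptor gene Vmn2r96 rose in GF×GF skin from 0.0373 ± 0.0532 to 5.61 ± 2.81 CPM (log2 fold change 3.42, adjusted p = 0.000327, limma, Benjamini-Hochberg). The cell cycle kinase gene Wee1 (20.1 ± 3.81 to 7.46 ± 0.555 CPM, -1.35) and the clock gene Per2 (7.48 ± 1.02 to 2.87 ± 0.136 CPM, -1.24) fell in GF×GF skin (adjusted p = 0.0233 and 0.0244, limma, Benjamini-Hochberg), and in GF×CR skin Gtse1 was near 0 in all 3 mice against 0.747 to 1.33 CPM in the CR×CR mice (adjusted p = 0.0164 in the same test). Other genes met the study's threshold and not the adjusted one: in GF×GF skin the glucocorticoid-responsive genes Ddit4 (41.5 ± 12.6 in CR×CR, 13.1 ± 3.11 CPM in GF×GF) and Tsc22d3 (179 ± 37.0 and 68.3 ± 22.9 CPM), Spsb1, Serpina3j, Cebpd, Kcna5, the mast cell tryptase gene Tpsab1, the myosin gene Myh1 (1951 ± 127 and 871 ± 224 CPM) and the fatty acid synthase gene Fasn (165 ± 77.7 and 330 ± 89.0 CPM), with log2 fold changes from -1.60 to 1.13 and adjusted p-values from 0.0635 to 0.542 (limma, Benjamini-Hochberg). In GF×CR skin Ddit4 (-1.29), Serpina3j (-1.03), Kcna5 (-1.02), Hif3a (-1.65), Dnah8 (-2.27), Dennd6b (-1.44) and Adamts17 (-1.23) lay lower and Lat2 (1.21), Pla1a (1.36) and Pydc3 (1.52) higher, at adjusted p-values from 0.108 to 0.477 (limma, Benjamini-Hochberg). None of the 22 genes of fatty acid synthesis passed in either group (2 lower in GF×CR skin when adjusted over the list alone, Acacb and Mlxipl), nor did any of 23 genes of cholesterol synthesis (2 lower in GF×CR skin when adjusted over the list alone, Mvd and Lss), and Scd1 had log2 fold changes of 0.52 and -0.11. In GF×CR skin cholesterol synthesis (median log2 fold change -0.50), epidermal differentiation (-0.65), fatty acid synthesis (-0.45), mitochondrially encoded genes (-0.45), skeletal muscle (-0.38), wax ester and triglyceride synthesis (-0.44) and nuclear genes of oxidative phosphorylation (-0.23) passed as lower sets, and interferon-stimulated genes (0.53), fibroblast markers (0.29), MHC class II genes (0.34), ribosomal proteins (0.01) and histones (-0.02) as higher sets, in camera with the preset correlation (adjusted p from 6.23e-09 to 0.0279), and none did with an estimated correlation (p from 0.0978 to p = 0.57 with an estimated correlation). Of the members of these lists Hist1h4m alone passed over all genes, and Myh1 was the 1 muscle gene that passed when adjusted over the list alone. In GF×GF skin the sets that passed with the preset correlation, all toward higher values, were fatty acid synthesis (median -0.07, adjusted p = 0.00145, p = 0.219 with an estimated correlation), fatty acid oxidation (-0.04, 0.00824, p = 0.279), adipocyte markers (0.14, 0.000707, p = 0.177), heat shock and immediate early genes (-0.01, 0.000292, p = 0.0876) and ribosomal proteins (-0.04, 0.000292, p = 0.356); no member of them passed alone, and their medians, all but 1 below 0, stand beside a median of -0.20 over all tested genes. At the study's threshold 125 genes differed in GF×GF skin (33 higher, 92 lower) and 124 in GF×CR skin (49 higher, 75 lower), and at an adjusted p under 0.05 in limma 15 (10 higher, 5 lower) and 9 (8 higher, 1 lower). Without GF×GF replicate 2 the count of 125 was 318 (37 higher, 281 lower), and that of 124 was 275 (94 higher, 181 lower) without GF×CR replicate 1 and 191 (67 higher, 124 lower) without GF×CR replicate 2. Scaling by median ratios brought the median of GF×GF skin to 0.01 and gave 43 higher and 38 lower genes in GF×GF and 62 and 51 in GF×CR skin, and leaving out 1 mouse gave 8 to 16 adjusted calls in GF×GF (8 without CR×CR replicate 5, GF×GF replicate 1 or GF×GF replicate 3, 9 without CR×CR replicate 4) and 2 to 10 in GF×CR skin (3, 2 and 2 without GF×CR replicates 1, 2 and 3). Both comparisons share the CR×CR mice: 31 genes met the threshold in both with the same sign, against 8.3 on average in simulated groups without an effect, 0.475 for independent lists and a median of 24 (19 to 28) when the control mice were split between the comparisons. The simulated lists averaged 31 higher and 29 lower genes for GF×GF and 28 and 28 for GF×CR skin. The observed lists, over the genes tested in both, held 25 and 92, and 42 and 74, so the 8.3 is no like measure for the 31. The covariance of the log2 fold changes across genes was 0.039, against 0.025 in the simulation (r = 0.47 and 0.37, genes are not independent replicates). The paper proposes from these genes that a single GF parent is enough for gene expression in the skin to stay altered.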

18 DEGs from the F_1_ generation persisted to the F_2_ generation of the GF×GF group (Figures 4B and S4B). Some of these DEGs persisted but lost significance in the GF×CR F_2_ mice (Figures 4B and S4B) because the gene expression pattern in the F_2_ generation was bimodally distributed due to sporadic reversion of gene expression in a proportion of the progeny, mimicking the pattern of sebum inheritance. 

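Of the genes that met the study's threshold in F1 GF×GF skin, 16 also met it in F2 GF×GF skin with the same sign, 13 higher and 3 lower, and 3 did so with opposite signs. Hist1h4m was 24.3 ± 8.65 CPM in F2 GF×GF (SD, n = 3) and 0.0695 ± 0.155 CPM in F2 CR×CR skin (n = 5, log2 fold change 5.42, standard error 0.30, adjusted p = 1.07e-06, limma, Benjamini-Hochberg), and Erdr1 18.6 ± 5.01 and 0.747 ± 0.6 CPM (4.02, standard error 0.36, adjusted p = 0.000233 in the same test). Gm21451, a transcript beside Entpd4 on chromosome 14, had log2 fold changes of 4.34 in F1 and 3.76 in F2 (adjusted p = 0.00093 and 0.000371, limma, Benjamini-Hochberg), and Gm28438 ran lower in both, at -6.00 and -5.17 (adjusted p = 2.02e-08 and 2.76e-07 in the same test), as did 3300005D01Rik on chromosome 17 (-2.06 in each generation). These 5 genes passed the adjusted threshold in both generations. The others were Gm13301 (2.42 in F1 and 2.17 in F2), Gm17081 (2.40 and 2.22), Gm5859 (2.36 and 2.17), Gm28049 (2.37 and 2.25), Gm21887 (2.19 and 2.85), Gm17167 (1.08 and 1.47), Pydc3 (1.41 and 1.26), Zgrf1 (1.37 and 1.32), Fam133b (1.30 and 1.09), the cytokine gene Flt3l (1.16 and 1.30) and Ssbp4 (-1.14 and -1.54), as log2 fold changes. Gm5859 and Gm17081 are neighbours on chromosome 4 in the RefSeq annotation of GRCm38.p6, which was used for neighbours and names only. In F2 the transport factor gene Nutf2 also rose (0.143 ± 0.245 to 2.17 ± 0.514 CPM, log2 fold change 2.10, adjusted p = 0.0469, limma, Benjamini-Hochberg) and Hist1h4n, a further histone H4 gene on chromosome 13, fell from 53.3 ± 9.20 to 15.9 ± 6.77 CPM (-1.77, adjusted p = 0.0414 in the same test). Hist1h4m and Hist1h4n encode the same histone and may share reads; their sum differed by a log2 fold change of 0.30 in F1 and -0.45 in F2 GF×GF skin. Fech, the last enzyme of heme synthesis, was near 0 in the 3 F2 GF×GF mice and 0.904 to 5.57 CPM in the CR×CR mice, which did not pass (adjusted p = 0.0604, limma, Benjamini-Hochberg), nor did Wnt10b (1.60), Cntfr (1.37), Gpr174 (1.29), the hair follicle gene Tchh (1.29), Gzma (-1.25) or Brca1 (-1.26), each with an adjusted p of 1 in the same test. By camera with the preset correlation nuclear genes of oxidative phosphorylation (median log2 fold change -0.25), interferon-stimulated genes (-0.56), histones (-0.31), skeletal muscle (-0.31) and B cell genes (-0.21) were lower sets, and mitochondrially encoded genes (0.37), hair shaft (0.37), epidermis (0.28), wax ester and triglyceride synthesis (0.19), sebocyte identity (0.18) and fatty acid synthesis (0.15) higher sets in F2 GF×GF skin (adjusted p from 3.78e-16 to 0.0271), and none passed after adjustment with an estimated correlation (p from 0.0481 for hair shaft to p = 0.267 with an estimated correlation). Of the members of these lists, Hist1h4m and Hist1h4n alone passed over all genes, and Tchh was the 1 of 7 hair shaft genes that passed when adjusted over the list alone. In all 19 genes met the threshold in both generations in either direction, against 0.57 expected for independent lists (Fisher's exact test, p = 2.91e-24). That test takes genes as independent replicates, which they are not, so its p does not measure the spread between mice. The 16 with the same sign compare with 0.253, and leaving out 1 mouse of either generation gave 14 to 22 of these. In F2 GF×GF skin 90 genes met the study's threshold (54 higher, 36 lower) and 7 an adjusted p under 0.05 in limma (4 higher, 3 lower, 4 without CR×CR replicate 3 or 4). Without 1 mouse the count of 90 was 196 (128 higher, 68 lower) without GF×GF replicate 2 and 215 (74 higher, 141 lower) without GF×GF replicate 3, and without CR×CR replicate 2, at 109, more genes were lower (60) than higher (49).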

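In F2 GF×CR skin no gene passed an adjusted p under 0.05 in limma among 16430 tested, and 365 had an unadjusted p under 0.05 where 822 are expected by chance. At the study's threshold 38 genes differed, 19 higher and 19 lower (61, 38 higher and 23 lower, without CR×CR replicate 3 and 65, 23 higher and 42 lower, without CR×CR replicate 5). Erdr1 was 3.10 ± 5.39 CPM (SD, n = 6) in GF×CR and 0.746 ± 0.6 CPM (n = 5) in CR×CR skin (log2 fold change 0.74, standard error 0.60, adjusted p = 1, limma, Benjamini-Hochberg, exact permutation test, p = 0.416), and for Hist1h4m the exact permutation test gave p = 0.303, where 0.00216 is the smallest p that 6 mice against 5 allow. Of the 16 genes shared by F1 and F2 GF×GF skin, Gm17081 (log2 fold change 1.27) and Gm5859 (1.14) still met the study's threshold in F2 GF×CR skin, each with an adjusted p of 1 (limma, Benjamini-Hochberg). Different genes stood out in different mice: Gm5859, Gm17081 and Gm13301 were above 2 times the highest CR×CR value in mice 1, 3 and 4, Erdr1 and Gm21887 in mouse 4, Hist1h4m in mice 4 and 5, Gm21451 in mouse 6 and Gm28049 in mouse 5. The orphan receptor gene Nr4a2 (8.95 ± 3.80 and 3.45 ± 0.623 CPM, log2 fold change 1.19), the complement receptor gene Cr2 (1.03), Btbd7 (1.52), Mtpap (1.99) and Fam25c (1.01) lay higher in GF×CR skin and Arhgap9 (-2.12), Sprr2a2 (-1.48) and P2ry14 (-1.17) lower, all with an adjusted p of 1 (limma, Benjamini-Hochberg). Histone genes (median log2 fold change -0.36), interferon-stimulated genes (-0.51), myeloid markers (-0.39) and cell death genes (-0.09) were lower sets and epidermis (0.41), heat shock and immediate early genes (0.24), fatty acid synthesis (0.26) and clock genes (0.18) higher sets in camera with the preset correlation (adjusted p from 3.52e-24 to 0.0333), none of their members passed over all genes or when adjusted over the list alone, and no set passed with an estimated correlation (p from 0.0785 to p = 0.494 with an estimated correlation). Without GF×CR replicate 5, 1 gene passed the adjusted threshold. The paper puts the loss of significance in this group down to a reversion of expression in part of the mice.

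**Figure D1:**
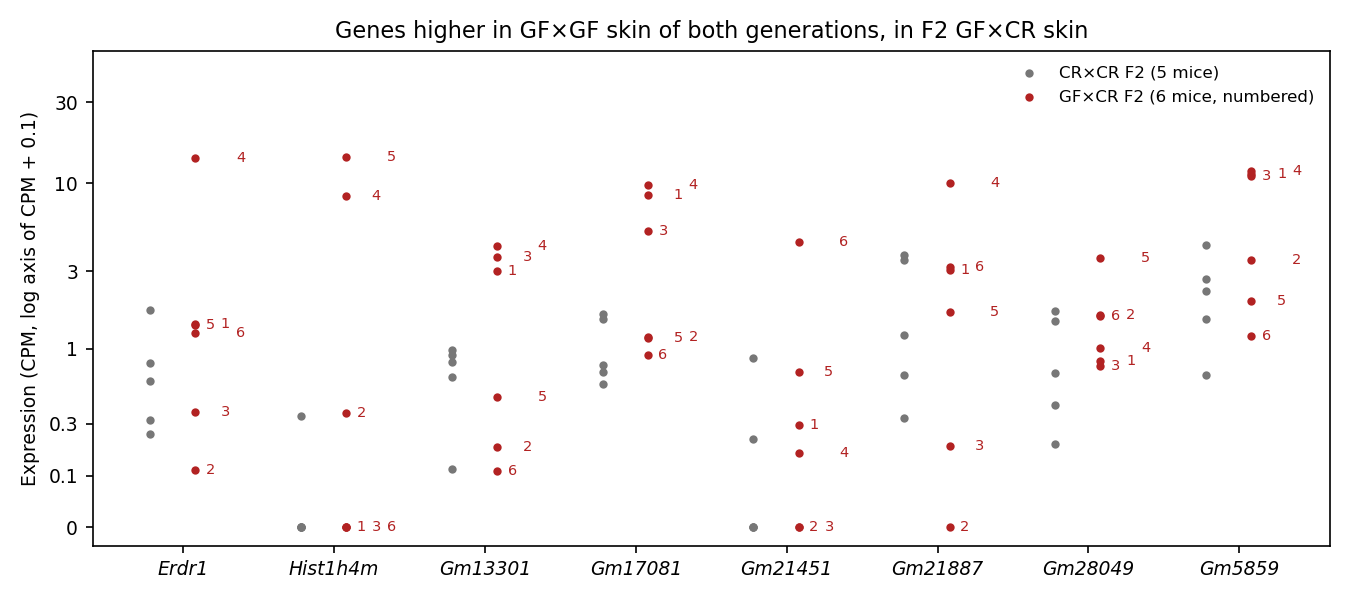
Expression in CPM, on a log axis of CPM + 0.1, of 8 genes in skin of 5 CR×CR mice (gray) and 6 GF×CR mice (red, with the mouse number) of the F2 generation; each point is 1 mouse. The genes are those higher in GF×GF skin of both generations at the study's threshold and at an adjusted p under 0.05 in F1. Mouse 4 carries the highest Erdr1 value, 14.0 CPM, mouse 5 the highest Hist1h4m value, 14.3 CPM, and mouse 6 the highest value of Gm21451.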

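Erdr1 and Hist1h4m were compared mouse by mouse over both generations of skin. In F2 GF×CR skin Erdr1 was at 1.43, 0.116, 0.369, 14.0, 1.42 and 1.25 CPM in mice 1 to 6, and at 0.321, 0.805, 0.613, 0.249 and 1.74 CPM in the 5 CR×CR mice. Hist1h4m was listed at 0 in GF×CR mice 1, 3 and 6 and was 0.363 CPM in mouse 2, 8.43 CPM in mouse 4 and 14.3 CPM in mouse 5, while 4 of the CR×CR mice were listed at 0 and 1 was at 0.345 CPM. Mouse 4 was the one with both genes above 2 times the highest control value, and mouse 5 had Hist1h4m alone. All 3 F2 GF×GF mice had high values of both, 23.1, 19.5 and 13.2 CPM for Erdr1 and 20.7, 34.1 and 18.0 CPM for Hist1h4m, and so had the 3 F1 GF×CR mice, at 10.4, 8.92 and 8.79 CPM and at 10.1, 10.3 and 8.32 CPM (exact permutation test of each gene in each of these groups, two-sided, p = 0.0179, the smallest p that 3 mice against 5 allow). The rise over the CR×CR mean in F1 GF×CR skin, in CPM, was 0.23 of that in F1 GF×GF skin for Erdr1 and 0.64 for Hist1h4m. No test of bimodality was made on 6 mice, and the values are given singly for that reason.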

Two examples (*Erdr1* and *Hist1h4m*) are shown in the GF×CR F_2_ group, where the mice displayed a dichotomous “on-or-off” level of expression (Figure 4C). Interestingly, the recovery of gene expression levels of *Erdr1* and *Hist1h4m* in the GF×CR F_2_ group did not correlate with sebum secretion recovery in the same mice, suggesting that these genes may not be involved with transgenerational sebum secretion recovery but may be important in other non-genetically inherited biologic processes (Figure S4C).

It is known that GF mice have a dysregulated transcriptome in many tissues, including many barrier defense and metabolic sites.^31,40–46^ Thus, to determine whether the transgenerational epigenetic inheritance process in GF mice extended to transcriptomes of a broad range of body sites, we collected small intestine and liver from the progeny of CR×CR, GF×GF, and GF×CR mice. 

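From the F1 mice, distal ileum of 3 GF×CR and 4 CR×CR mice and liver of 3 GF×CR and 4 CR×CR mice were analysed; the CR×CR ileum samples carry the numbers 1, 2, 3 and 5. Both libraries were made from stranded poly(A) RNA, with single-end reads for ileum and paired-end reads for liver. The ileum table lists 35799 genes and the liver table 23818 genes, both in CPM; the methods give TPM from RSEM for liver, but the deposited liver values do not depend on gene length in the way such values do, and their low values rise in equal steps as CPM do. The approximate depth was 3.8 to 14.2 M reads for CR×CR ileum (median 5.95) and 2.6 to 8.3 M for GF×CR ileum (median 3.0), and 3.4 to 5.9 M for CR×CR liver (4.9) and 4.6 to 7.3 M for GF×CR liver (6.1). Genes at 1 CPM or more in at least 3 samples of a tissue (14802 in ileum, 11663 in liver) were tested with limma on log2(CPM + 0.5), and fold changes are on that scale. In ileum, mice with the same number in both groups deviated together (correlations of 0.21 to 0.27 over 3 pairs), so a fit with the number as a block is given beside the ileum results. That fit leaves out CR×CR mouse 5, which has no partner, and the labels give no pairing. Permutations of 3 mice against 4 cannot give a p below 0.0286.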

The small intestine is another barrier site and the liver is a metabolic tissue, and both have been shown to be transcriptionally dysregulated in GF mice.^42,44,46–48^ In the small intestine of GF×CR F_1_ mice, immune activity related to innate bacterial defense pathways was downregulated, while adaptive and lymphocytic immune pathways were upregulated, compared to CR×CR F_1_ mice (Figure 4D), suggesting an alteration in immune response to microbes, though these trends were not statistically significant with multiple comparison correction (Figure S4D). 

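B cell and lymphoid follicle genes lay higher in GF×CR ileum and antimicrobial Paneth cell genes lower, and no gene of either kind passed an adjusted p under 0.05. The B cell gene Ms4a1 was 48.3 ± 50.7 CPM (SD, n = 3) in GF×CR and 35.7 ± 70.1 CPM (n = 4) in CR×CR ileum (log2 fold change 2.67), and the follicle chemokine gene Cxcl13 35.1 ± 39.7 and 24.7 ± 47.6 CPM (2.34), with an SD larger than the mean in both groups. The light chain genes Iglc1 (129 ± 49.6 and 39.4 ± 18.3 CPM, log2 fold change 1.73) and Iglv1 (20.5 ± 7.83 and 6.12 ± 2.50 CPM, 1.66) and the mast cell protease genes Mcpt1 (1.90) and Mcpt2 (2.10) were higher in every GF×CR mouse than in any CR×CR mouse, each at an adjusted p of 0.943 (limma, Benjamini-Hochberg). Of 18 B cell and plasma cell genes none passed, over all genes or when adjusted over the list alone (median log2 fold change 1.84, camera with the preset correlation, adjusted p = 4.98e-06, p = 0.231 with an estimated correlation), and the same held for 13 lymphoid follicle genes (1.65, adjusted p = 0.000131, p = 0.253 with an estimated correlation). The 18 T cell genes, among them Cd3d (9.21 ± 6.15 and 11.4 ± 3.87 CPM) and Cd8b1 (log2 fold change -0.42), had a median of -0.06 while the set test ran toward higher values (adjusted p = 0.747, p = 0.907 with an estimated correlation). Of 22 genes of innate bacterial defense none passed (none when adjusted over the list alone, median -0.23, camera adjusted p = 0.157, p = 0.436 with an estimated correlation); Lypd8, which keeps bacteria from the epithelium, was 1025 ± 290 CPM in GF×CR and 2170 ± 678 CPM in CR×CR ileum (log2 fold change -1.07), and Il18 18.6 ± 11.0 and 42.8 ± 6.17 CPM (-1.38). Of 29 Paneth cell and antimicrobial genes none passed over all genes and 6 were lower when adjusted over the list alone, among them the defensin genes Defa34 (1.25 ± 2.14 and 23.6 ± 22.4 CPM, -3.80) and Defa36 (1.83 ± 1.58 and 9.36 ± 5.37 CPM, -2.37), the defensin-processing protease gene Mmp7 (3.66 ± 0.895 and 17.4 ± 11.8 CPM, -1.88) and Reg3a (49.0 ± 8.30 and 102 ± 20.7 CPM, -1.04); the set was lower with the preset correlation (median -1.12, adjusted p = 1.42e-13) and not with an estimated one (p = 0.127 with an estimated correlation). Other cell types moved with these groups: goblet cell genes lay lower (9 genes, median -0.48, adjusted p = 0.005, p = 0.249 with an estimated correlation, 1 lower when adjusted over the list alone, Spink4, at 80.4 ± 34.6 and 249 ± 129 CPM), as did smooth muscle genes (10 genes, -0.87, adjusted p = 0.00206, p = 0.299 with an estimated correlation), and enterocyte genes lay higher (16 genes, 0.22, adjusted p = 0.00569, p = 0.193 with an estimated correlation, 1 higher when adjusted over the list alone, Cubn, at 634 ± 114 and 270 ± 68.2 CPM). Nuclear genes of oxidative phosphorylation (77 genes, -0.54) and ribosomal protein genes (84 genes, -0.43) were lower and mitochondrially encoded genes (12 genes, mean 1.12), interferon-stimulated genes (0.18) and clock genes (0.18) higher with the preset correlation (adjusted p from 7.88e-26 to 0.0337), with no member past the adjusted threshold, and p from 0.0566 to p = 0.395 with an estimated correlation. The glycosyltransferase genes B3gnt7 (48.6 ± 11.2 and 210 ± 70.0 CPM, log2 fold change -2.07, standard error 0.29, adjusted p = 0.475, limma, Benjamini-Hochberg) and B3galt5 (-2.22) lay lower in every GF×CR mouse than in any CR×CR mouse, and neither passed. At the study's threshold 281 genes differed (122 higher, 159 lower), none had an adjusted p under 0.05 in limma, and 666 had an unadjusted p under 0.05 where 740 are expected by chance; without 1 mouse the count of 281 was 179 without GF×CR replicate 1 or CR×CR replicate 2, 569 without CR×CR replicate 1 and 935 without GF×CR replicate 3. More genes were higher than lower without GF×CR replicate 2 (183 and 69) or CR×CR replicate 2 (94 and 85), 3 (110 and 81) or 5 (267 and 139). The fit with the mouse number as a block holds the 3 pairs and leaves out CR×CR replicate 5, which had the highest mean of B cell genes. Its results therefore do not part the pairing from the loss of this mouse. With the block 722 genes met the study's threshold (447 higher, 275 lower), and 1536 had an unadjusted p under 0.05 in limma, where 740 are expected by chance. In that fit 1 gene, Gm48128, met the adjusted threshold (log2 fold change 5.66, adjusted p = 0.038, limma, Benjamini-Hochberg). The median log2 fold change was 3.16 for B cell genes (p = 0.139 with an estimated correlation) and -1.20 for Paneth cell genes (p = 0.165 with an estimated correlation). From the pathways lower and higher in these mice the paper proposes an altered immune response to microbes in GF×CR F1 ileum.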

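In liver of GF×CR F1 mice, 4 genes passed an adjusted p under 0.05 in limma, and 1846 had an unadjusted p under 0.05 where 583 are expected by chance. Erdr1 was at 46.1, 24.8 and 56.7 CPM in the GF×CR livers and listed at 0 in all 4 CR×CR livers (adjusted p = 3.44e-06, limma, Benjamini-Hochberg, exact permutation test, two-sided, p = 0.0286, the smallest p that 3 mice against 4 allow). The cytochrome P450 gene Cyp2a22 rose from 1.01 ± 0.639 CPM (SD, n = 4) to 36.5 ± 4.38 CPM (n = 3, log2 fold change 4.69, standard error 0.34, adjusted p = 2.14e-05, limma, Benjamini-Hochberg), Arrdc3, a negative regulator of energy expenditure, from 12.3 ± 2.68 to 69.4 ± 11.1 CPM (2.46, standard error 0.23, adjusted p = 0.000297 in the same test), and Adam11 fell from 69.1 ± 13.6 to 19.1 ± 6.71 CPM (-1.86, standard error 0.26, adjusted p = 0.022 in the same test). Genes of fatty acid oxidation lay higher without passing singly: Cyp4a10 was 1189 ± 323 CPM in GF×CR and 511 ± 80.5 CPM in CR×CR liver (log2 fold change 1.20), the acyl-CoA thioesterase gene Acot3 44.5 ± 11.1 and 12.2 ± 9.94 CPM (2.13), their regulator Ppara 115 ± 30.7 and 60.0 ± 14.5 CPM (0.93) and Acadm 186 ± 19.8 and 112 ± 19.9 CPM (0.74), at adjusted p-values from 0.121 to 0.173 (limma, Benjamini-Hochberg). Of 32 genes of this list none passed over all genes, 8 were higher and 1 lower when adjusted over the list alone, and the set was higher with the preset correlation (median log2 fold change 0.43, camera adjusted p = 8.98e-08) and not with an estimated one (p = 0.138 with an estimated correlation). Of 18 genes of fatty acid synthesis none passed (2 higher when adjusted over the list alone, Me1 at 119 ± 1.60 and 64.1 ± 16.5 CPM and Elovl5 at 308 ± 26.1 and 186 ± 51.9 CPM), Mlxipl, their carbohydrate-responsive regulator, lay lower (478 ± 125 and 893 ± 363 CPM, log2 fold change -0.86), and the set, with a median of -0.10, a mean of 0.02 and a test toward higher values, did not pass (camera adjusted p = 0.811, p = 0.877 with an estimated correlation). Of 23 genes of cholesterol synthesis none passed in either adjustment (median 0.09, camera adjusted p = 0.752, p = 0.738 with an estimated correlation), with Sc5d at 379 ± 41.3 and 258 ± 71.7 CPM, and Scd1 was 1523 ± 287 and 1721 ± 339 CPM. Genes of bile acid synthesis and transport lay higher (15 genes, median 0.36, camera adjusted p = 0.00089, p = 0.165 with an estimated correlation, none over all genes and 3 higher when adjusted over the list alone), among them Cyp8b1 at 695 ± 14.6 and 329 ± 127 CPM and the bile acid importer gene Slc10a1 at 448 ± 47.2 and 230 ± 102 CPM. Genes with higher expression in female liver also lay higher, with 13 of 15 higher when adjusted over the list alone and none over all genes (median 2.35, camera adjusted p = 2.34e-20, p = 0.0104 with an estimated correlation, not past 0.05 after adjustment over the lists), among them Sult3a1 (34.7 ± 8.70 and 7.24 ± 5.62 CPM), A1bg (276 ± 134 and 54.2 ± 36.9 CPM) and Cux2 (21.9 ± 1.66 and 6.00 ± 3.48 CPM). Xist was expressed and Ddx3y listed at 0 in all 7 livers. The clock gene Per1 (4.79 ± 4.06 and 36.6 ± 18.2 CPM, log2 fold change -3.04), Eci3 (2.55), Jak3 (-1.63), Camk2b (-1.61), Plk3 (-1.33), Mapk15 (-1.19), Cyp2c69 (1.54), Cyp2c40 (1.17) and the ribosomal RNA precursor Rn45s (386 ± 82.2 and 2316 ± 1274 CPM, -2.41) met the study's threshold at adjusted p-values from 0.0778 to 0.128 (limma, Benjamini-Hochberg). At that threshold 454 genes differed, 151 higher and 303 lower; without CR×CR replicate 1, 11 genes passed the adjusted threshold and without CR×CR replicate 4, 7. The paper reads its liver pathway terms as a rise of lipid synthesis and breakdown alike, and proposes an altered processing of lipids in these mice.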

In the liver, GF×CR F_1_ tissue displayed a change in metabolic function, with both lipid biosynthetic and catabolic processes upregulated, suggesting differential processing of lipid species in the GF×CR F_1_ mice (Figures 4E and S4E). Taken together, these results suggest that the epigenetic inheritance pattern is not limited to SGs; multiple tissues in F_1_ mice derived from a GF parent are dysregulated even after colonization, suggesting that this process could represent a pervasive mechanism for controlling gene expression and phenotypes across generations of progeny.

### The microbiome of parents regulates early embryonic gene expression through gametes

To determine whether the observed transgenerational phenotypes and gene expression in adult tissue could be traced to early development, we determined whether IVF with GF gametes caused altered gene expression in the early embryo. 

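Single embryos made by in vitro fertilization (IVF) were sequenced from poly(A) RNA at the 4-cell stage, after 46 h of culture, and as morulae, after 72 h. The 4-cell data comprise 25 CR×CR, 15 GF×CR (sperm of GF and eggs of CR mice), 9 CR×GF and 21 RAG×WT embryos, and the morula data 43 CR×CR, 17 GF×CR and 28 RAG×WT embryos. The authors mapped reads to mm10 with RSEM, and the deposited tables list 23845 genes in TPM, with 2 decimals and a sum of 1000000 for each embryo, so they keep no depth; their number of genes at 1 TPM or more stands in for it. That number was 9169 ± 760 in CR×CR (SD, n = 25), 9105 ± 991 in GF×CR (n = 15), 9312 ± 646 in CR×GF (n = 9) and 9373 ± 497 in RAG×WT 4-cell embryos (n = 21), and 10052 ± 533 in CR×CR (n = 43), 9219 ± 833 in GF×CR (n = 17) and 10084 ± 578 in RAG×WT morulae (n = 28). Genes at 1 TPM or more in at least as many embryos as the smaller group holds were tested with limma on log2(TPM + 0.5), and fold changes are on that scale. The figure legends give 3 replicates of IVF for the 4-cell embryos, and no number was found for morulae. The sample labels do not name the experiments, so embryos of 1 experiment are treated as independent and the p-values may be too small. In part of the embryos the values of Marchf2, on chromosome 17 from 33685692 to 33718677 of mm10, and Mtarc2, on chromosome 1 from 184813066 to 184846451, stand exchanged, which divides them into 2 sets; what separates the sets was not tested. Set 1 holds 19 CR×CR, all GF×CR and all CR×GF 4-cell embryos and 21 CR×CR and all GF×CR morulae; set 2 holds 6 CR×CR and all RAG×WT 4-cell embryos and 22 CR×CR and all RAG×WT morulae. Between the CR×CR embryos of set 2 and set 1, apart from these genes, 1076 genes differed at the morula stage at an adjusted p under 0.05 (838 higher and 238 lower in set 2, limma with Benjamini-Hochberg adjustment) and 1 at the 4-cell stage. Each comparison is therefore given against all CR×CR embryos, as planned, and against those of its own set, which was chosen after the data were seen.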

Single-embryo mRNA-seq was performed at the 4-cell and morula stages after IVF with the sperm or eggs from GF or CR mice combined with the reciprocal gamete in GF or CR mice for a result of CR×CR, GF×CR, and CR×GF 4-cell embryos as well as CR×CR and GF×CR morulae. 

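In 4-cell embryos from GF sperm, Erdr1 alone passed the adjusted test: it was 44.5 ± 21.6 TPM in GF×CR (SD, n = 15) and 1.45 ± 2.27 TPM in CR×CR embryos (n = 25), a log2 fold change of 4.91 (standard error 0.44, adjusted p = 1.98e-10, limma, Benjamini-Hochberg). Embryos from GF eggs differed in more genes, with higher Lgals1, which encodes galectin-1 (20.4 ± 16.5 TPM in CR×GF, n = 9, and 1.48 ± 2.31 TPM in CR×CR, 3.98, adjusted p = 5.91e-05), Derl3, a factor of protein degradation at the endoplasmic reticulum (19.6 ± 16.5 and 1.90 ± 4.20 TPM, 3.85, adjusted p = 0.000325), and Erdr1 (27.3 ± 16.4 TPM, 4.26, adjusted p = 3.51e-06, all limma, Benjamini-Hochberg). Of 16 glycolysis genes 2 rose in CR×GF embryos and none fell: Gapdh rose from 14.9 ± 10.5 to 57.8 ± 32.3 TPM and Pkm, a pyruvate kinase gene, from 42.9 ± 34.5 to 139 ± 94.5 TPM (log2 fold changes 2.05 and 1.73, adjusted p = 0.0137 and 0.0294, limma, Benjamini-Hochberg, 3 higher when adjusted over the list alone, median 0.87, camera adjusted p = 0.000138, p = 0.0119 with an estimated correlation and not past 0.05 after adjustment over the lists), and against the CR×CR embryos of set 1 Gapdh alone passed (median over the list 0.64). Trophectoderm genes lay lower as a set (14 genes, median -0.34, camera adjusted p = 0.00376, p = 0.024 with an estimated correlation, not past 0.05 after adjustment over the lists, and median -0.14 and adjusted p = 0.0209 against set 1): none passed over all genes and 4 were lower when adjusted over the list alone, among them Gata3 (0.201 ± 0.331 and 5.09 ± 6.05 TPM, log2 fold change -2.27) and the claudin gene Cldn6 (43.3 ± 29.4 and 106 ± 61.2 TPM, -1.52). Ribosomal protein genes also passed the set test in CR×GF embryos (adjusted p = 0.00376, p = 0.437 with an estimated correlation), as did ribosomal protein and maternal oocyte genes in GF×CR embryos (adjusted p = 0.0228 and 0.0311, p = 0.469 and p = 0.127 with an estimated correlation), with no member past the adjusted threshold, and against set 1 neither of the 2 sets of GF×CR embryos passed (adjusted p = 0.571 and 0.339). Further genes that rose in CR×GF embryos were Trap1a (3.43), Nrn1l (3.25), the proteasome activator gene Psme2 (2.67), Jam3 (2.57), Usp11 (2.56), Ccdc120 (2.42) and B3gnt4 (2.27), and genes that fell were the germline gene Tdrd5 (12.3 ± 9.94 to 1.10 ± 2.14 TPM, -2.99), Dio1 (-2.68), the mitochondrial creatine kinase gene Ckmt1 (-2.35), Chmp4c (-2.33), Cyba (-2.21), Rnf170 (-2.00), the isocitrate dehydrogenase gene Idh1 (102 ± 52.7 to 33.6 ± 27.9 TPM, -2.00), Dzank1 (-1.77), Mylpf (-1.62) and Btg1 (-1.58), as log2 fold changes at adjusted p-values from 0.00346 to 0.0499 (limma, Benjamini-Hochberg). In GF×CR embryos Idh1 was 47.8 ± 34.8 TPM (log2 fold change -1.41, adjusted p = 0.874, limma, Benjamini-Hochberg), Desi2 4.74 ± 4.02 and 0.998 ± 1.22 TPM (1.74, adjusted p = 0.321 in the same test), Zfand2b 21.5 ± 11.8 and 52.0 ± 30.7 TPM (-1.19, adjusted p = 0.5 in the same test), the cholesterol synthesis gene Dhcr7 11.6 ± 6.97 and 5.42 ± 5.56 TPM (1.29), Sprr2e 7.09 ± 8.97 and 1.51 ± 3.48 TPM (2.02) and Tslp 5.04 ± 5.85 and 5.34 ± 5.41 TPM. At the study's threshold, an unadjusted p under 0.05 with a log2 fold change beyond 1 in size, 207 genes differed in GF×CR embryos (80 higher, 127 lower) and 672 in CR×GF embryos (404 higher, 268 lower). At an adjusted p under 0.05 in limma, 1 gene and 36 genes did (19 higher and 17 lower in CR×GF). In the same test 508 and 1214 genes had an unadjusted p under 0.05, where 489 and 534 are expected by chance. Against set 1 these counts were 353 and 1087, where 466 and 510 are expected. Against the 19 CR×CR embryos of set 1, 182 genes met the study's threshold in GF×CR (96 higher, 86 lower) and 637 in CR×GF embryos (426 higher, 211 lower), and at the adjusted threshold Erdr1 remained in GF×CR and 13 genes passed in CR×GF embryos, 12 of them among the 36: Erdr1, Lgals1, Derl3, B3gnt4, Zfp658, Dhcr7, Gapdh, Dxo and Mrpl38 higher, and Rnf170, Mylpf, Prr13 and Vamp8 lower. Of the 36, 18 higher and 17 lower genes were tested in both ways and kept their sign, with median log2 fold changes of 2.26 and -1.62 against all CR×CR embryos (median standard errors 0.50 and 0.34) and 2.41 and -1.67 against set 1 (0.48 and 0.37), so the calls ended without smaller folds.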

We found transcriptional changes in embryos at both stages, with 79 upregulated and 48 downregulated genes in GF×CR 4-cell embryos and 223 upregulated and 179 downregulated genes in CR×GF 4-cell embryos compared to CR×CR 4-cell embryos (Figure 5). Additionally, we found 19 upregulated and 158 downregulated genes in GF×CR morulae compared to CR×CR morulae (Figure S4F). Of these genes, notably significant was *Erdr1*, which was also seen as a commonly dysregulated gene in adult somatic tissues (Figure 4). 

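On the deposited scale, most genes that differed in GF×CR morulae were lower and few were higher. Ribonuclease P RNA, Rpph1, rose from 55.6 ± 76.7 TPM (SD, n = 43) in CR×CR to 215 ± 200 TPM (n = 17) in GF×CR morulae (log2 fold change 2.93, standard error 0.69, adjusted p = 0.00149, limma, Benjamini-Hochberg, 1.70 and adjusted p = 0.0758 against the CR×CR morulae of set 1), and Rhox9 (1.55), the orexin gene Hcrt (1.32), Hist1h2bf (1.18), Trappc6a (1.08) and Edn2 (1.02) were also higher (adjusted p from 0.0144 to 0.0489 in the same test). The basement membrane gene Nid2 fell from 11.8 ± 7.50 to 3.62 ± 3.95 TPM (log2 fold change -1.92, standard error 0.35, adjusted p = 0.000151, limma, Benjamini-Hochberg), Zfp87 from 6.63 ± 4.04 to 1.74 ± 1.86 TPM (-1.96) and Wfdc15a from 76.4 ± 37.9 to 40.2 ± 34.1 TPM (-2.02), and Spsb4, Fam129b, Slc27a3, Epn1 and Slc31a2 fell by 1.90 to 1.94 on the log2 scale (adjusted p from 6.29e-05 to 0.00326 in the same test). Against set 1, Trappc6a still passed (1.13, adjusted p = 0.0481, limma, Benjamini-Hochberg), while Rhox9 (1.24, standard error 0.58, before 0.49, adjusted p = 0.133), Hcrt (1.26, standard error 0.52, before 0.48, adjusted p = 0.0908) and Fam129b (-1.05, standard error 0.40 as before, adjusted p = 0.0702) did not in the same test, Rhox9 and Hcrt with somewhat smaller folds and wider errors and Fam129b with a smaller fold. Ddx3y, on the Y chromosome, was 4.32 ± 8.03 TPM in GF×CR and 15.7 ± 14.2 TPM in CR×CR morulae (log2 fold change -2.02, adjusted p = 0.0247, limma, Benjamini-Hochberg), so the share of male embryos may differ between the groups. Of 14 genes of the p53 response and apoptosis, 9 fell and none rose (9 and none when adjusted over the list alone), among them the stress sensor gene Sesn2 (106 ± 44.9 to 50.1 ± 34.3 TPM, -1.36), Zmat3 (6.36 ± 3.66 to 2.40 ± 1.92 TPM, -1.26), Trp53inp1 (-1.10) and Ccng1 (-0.89, adjusted p from 9.32e-05 to 0.00111, limma, Benjamini-Hochberg), with a median of -0.92 and a set test that passed with the preset correlation only (adjusted p = 0.0174, p = 0.198 with an estimated correlation); against the CR×CR morulae of set 1, 5 fell, the median was -0.60 and the set did not pass (adjusted p = 0.342, p = 0.554 with an estimated correlation). Nuclear genes of oxidative phosphorylation moved both ways, 13 of 78 higher and 8 lower, with Ndufb10 (0.62), Ndufa12 (0.57) and Uqcr11 (0.54) higher and Atp5b (-0.38) lower, as did ribosomal protein genes (9 higher and 5 lower, 4 and 4 when adjusted over the list alone, Rpl35 0.47 and Rps4l -0.50); their medians of 0.06 and 0.01 lay above the median of -0.33 over all genes, and their sets passed with the preset correlation (adjusted p = 2e-11 and 4.93e-07, p = 0.0235 and p = 0.225 with an estimated correlation, neither past 0.05 after adjustment over the lists). Against set 1 the ribosomal protein genes turned the other way, 2 higher and 22 lower with a median of -0.17 (adjusted p = 0.0315 toward lower values, p = 0.496 with an estimated correlation), and of the genes of oxidative phosphorylation 8 were higher and 7 lower (median 0.00, adjusted p = 0.0181, p = 0.215 with an estimated correlation). At the study's threshold 906 genes differed (10 higher, 896 lower), and 3287 had an adjusted p under 0.05 (318 higher, 2969 lower). The median log2 fold change over all genes was -0.33, and -0.17 after scaling by median ratios, where 22 genes were higher and 518 lower at the study's threshold; with quantile normalization it was 0.02, with 68 higher and 103 lower (557 and 705 at an adjusted p under 0.05). GF×CR morulae also had fewer genes at 1 TPM or more than CR×CR morulae, and with that number as a covariate against all CR×CR morulae, which was chosen after the data were seen, 2 genes passed the adjusted threshold and 134 the study's, 73 higher and 61 lower. The median log2 fold change of the 3287 genes went from -0.78 to -0.29 (median standard error 0.23 and 0.24). The number is counted from the tested values themselves, so this covariate can also take up a true fall of many genes. Against the 21 CR×CR morulae of set 1, 633 genes met the study's threshold (24 higher, 609 lower) and 1271 the adjusted one (244 higher, 1027 lower), of which 1119 were among the 3287.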

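Erdr1 was the gene with the largest rise in every embryo group but RAG×WT 4-cell embryos, where Snhg9 and the exchanged Mtarc2 exceeded it. It lies in the pseudoautosomal part of the X chromosome, from 170010526 to 170018797 of mm10, where RefSeq annotates it as a transcribed pseudogene, so reads may be shared with copies that the reference lacks or holds elsewhere. In GF×CR morulae it was 115 ± 70.9 TPM (SD, n = 17) and in CR×CR morulae 0.947 ± 1.15 TPM (n = 43), a log2 fold change of 5.97 (standard error 0.40, adjusted p = 1.55e-18, limma, Benjamini-Hochberg), and 15 of the 17 lay above the highest CR×CR morula. Among the 15 GF×CR 4-cell embryos, 14 lay above the highest CR×CR embryo (permutation test with 100000 resamples, two-sided, p = 1e-05, the smallest p they can give, at both stages). Within set 1, CR×CR embryos had 0.757 ± 0.911 TPM at the 4-cell stage (n = 19, 10 of them listed at 0) and 0.571 ± 0.741 TPM as morulae (n = 21, 11 listed at 0), and the log2 fold change was 5.23 in GF×CR 4-cell embryos, 4.58 in CR×GF 4-cell embryos, where all 9 lay above the highest control (exact permutation test, p = 1.45e-07), and 6.31 in GF×CR morulae (16 of 17 above). Against all CR×CR embryos, the exact permutation test for CR×GF gave p = 5.72e-08. The embryo values, in TPM, are not on one scale with the CPM of adult skin and liver. The paper states that Erdr1 is shared with adult tissues as a changed gene.

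**Figure D2:**
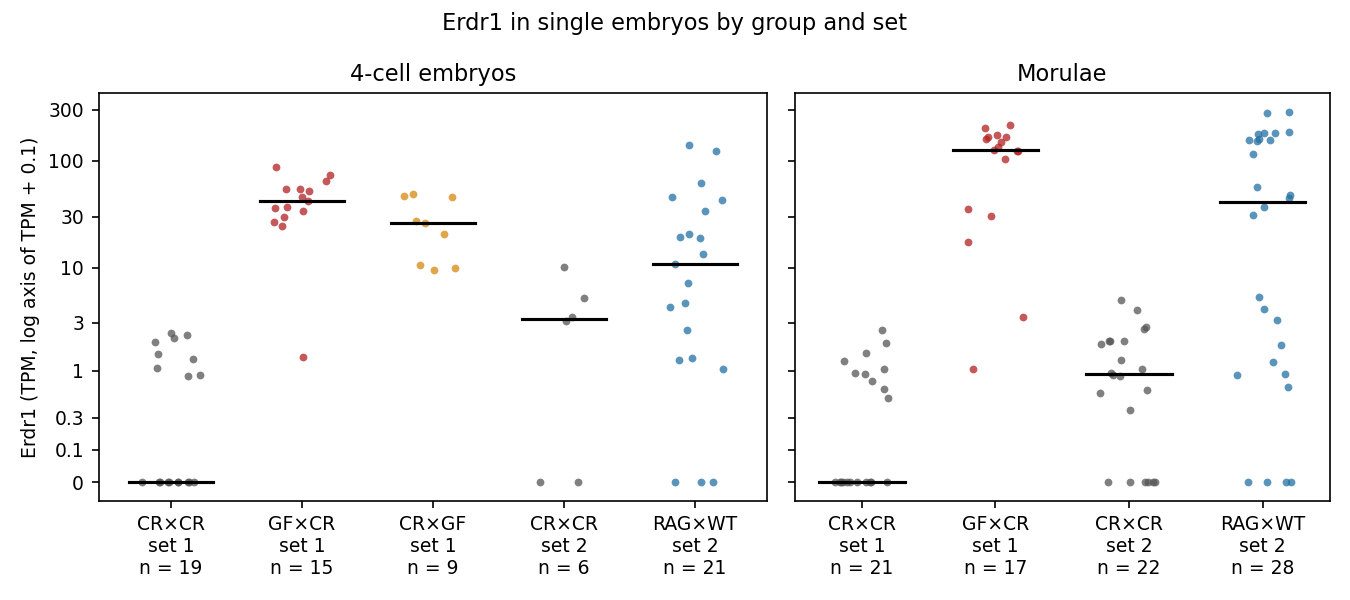
Erdr1 in TPM, on a log axis of TPM + 0.1, in single 4-cell embryos (left) and morulae (right), by group and by set of embryos; each point is 1 embryo and the bar is the median. GF×CR and CR×GF embryos lie above the CR×CR embryos of set 1 but for 1 GF×CR embryo at each stage, while RAG×WT embryos reach from 0 to values above 100 TPM.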

The function of *Erdr1* is thought to be related to regulation of cell death, proliferation, and migration; thus, extreme changes in *Erdr1* expression could lead to significant alterations in embryonic development.^49–51^ Overall, these data suggest that the presence or absence of microbiota leads to alterations in gametes, which correspond to downstream gene expression changes in early embryos.

### The lack of adaptive immune cells causes a transgenerational non-genetically inherited sebum secretion defect

Similar to GF mice, we have previously reported that homeostatic sebum secretion is reduced in *Rag2*^−/−^ (which lack T and B cells) and *TCRβ*^−/−^ (which lack αβ T cells) mice.^24^ To test whether this defect was acutely restorable, we adoptively transferred T cells into *Rag2*^−/−^ mice. Similar to colonization of GF mice, homeostatic sebum secretion was not restored (Figure 6A). To determine if the sebum secretion defect was transmissible to progeny, we crossed *Rag2*^−/−^ males or females to WT females or males to create F_1_ *Rag2*^+/−^ heterozygous mice, which have a normal T cell compartment.^52^ Similar to GF mice crossed to CR mice, we found that sebum secretion was defective in F_1_ *Rag2*^+/−^ mice (33 of 36 mice across 4 experiments) (Figure 6B, 100% of mice in the *Rag2*^+/−^ group from a male *Rag2*^−/−^ parent inherited the defective phenotype; Figure S5A, 100% of male and female mice in the *Rag2*^+/−^ group from a female *Rag2*^−/−^ parent inherited the defective phenotype). We next crossed the F_1_ *Rag2*^+/−^ heterozygous mice against each other to generate progeny of all 3 genotypes (*Rag2*^−/−^, *Rag2*^+/−^, and *Rag2*^+/+^). There was a mix of F_2_ progeny with either normal or defective sebum secretion, regardless of genotype; a fraction of genotypically WT mice showed defective sebum secretion, while *Rag2*^−/−^ mice showed normal sebum secretion, indicating that the phenotype of sebum secretion is not correlated with genotypes but rather with parental immune status (Figure 6C, 67% of the WT group, 60% of the *Rag2*^+/−^ group, and 0% of the *Rag2*^−/−^ group inherited the defective phenotype in the F_2_ generation; Figure S5B demonstrates confirmatory experiments, 67% [females] or 40% [males] of the WT group, 60% [females] or 75% [males] of the *Rag2*^+/−^ group, and 100% [females] or 80% [males] of the *Rag2*^−/−^ group inherited the defective phenotype in the F_2_ generation). Similar to *Rag2*^−/−^ mice, the F_1_ progeny of *TCRβ*^−/−^ mice crossed to WT mice also showed defective sebum secretion (Figure 6D, 100% of mice in the *TCRβ*^+/−^ group inherited the defective phenotype), suggesting that the absence of T cells in the F_0_ generation was responsible for the sebum secretion defect present in subsequent generations of progeny of *Rag2*^−/−^ crossed to WT mice, despite normal T cell development in these mice.

To determine whether *Rag2*^−/−^ embryos follow a similar concordance in gene expression to phenotypic change, we performed single-embryo RNA-seq on embryos generated by sperm of *Rag2*^−/−^ mice and eggs of WT mice (RAG×WT). 

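Rag2, the gene disrupted in the fathers, checks no label here: its TPM was listed at 0 in 20 of 21 RAG×WT and 24 of 25 CR×CR 4-cell embryos (highest values 0.22 and 0.67), and in all 28 RAG×WT and 41 of 43 CR×CR morulae (highest 2.54). RAG×WT embryos, made with sperm of Rag2-deficient and eggs of WT mice, were sequenced as the other single embryos, 21 at the 4-cell stage and 28 as morulae. Their controls are the 25 CR×CR 4-cell embryos and 43 CR×CR morulae that also serve GF×CR embryos; the 6 CR×CR 4-cell embryos and 22 CR×CR morulae of set 2 are those that share the set of the RAG×WT embryos. Values are in TPM, 9313 genes were tested at the 4-cell stage and 10477 in morulae with limma on log2(TPM + 0.5), and the sets were recognized after the data were seen. The median log2 fold change over all 4-cell genes was 0.18, and 0.05 after scaling by median ratios.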

We observed many DEGs in RAG×WT 4-cell- and morula-stage embryos, with 167 significantly changed genes shared between GF×WT and RAG×WT 4-cell embryos (Figures 6E and S4G). However, there were both commonly shared and distinct DEGs identified between GF×WT and RAG×WT 4-cell embryos, suggesting that there may be both interdependent and independent contributions of the microbiota and the adaptive immune system in controlling paternal non-genetic inheritance patterns (Figure 6F). 

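Against all CR×CR embryos, 4-cell RAG×WT embryos had higher values of Snhg9 (64.4 ± 65.4 and 22.0 ± 37.5 TPM, SD, n = 21 and 25), the GTPase gene Rac1 (80.2 ± 31.8 and 27.4 ± 31.7 TPM), Dapk3 (15.0 ± 12.6 and 3.05 ± 4.99 TPM), Usp49 (17.8 ± 12.5 and 4.29 ± 5.17 TPM) and Erdr1 (26.5 ± 39.5 and 1.45 ± 2.27 TPM), with log2 fold changes of 2.93, 2.44, 2.50, 2.28 and 2.82 and adjusted p-values of 0.0369, 0.000177, 0.000448, 0.000527 and 0.00177 (limma, Benjamini-Hochberg). The valine catabolism gene Hibch (8.77 ± 12.0 and 21.7 ± 14.5 TPM, log2 fold change -2.35), Abhd11os (-2.35), Nudt16l1 (-1.92), Defb42 (-1.86), Amn1 (-1.76), Chmp4c (-1.66), Spa17 (-1.65), Plp2 (-1.63) and the complement regulator gene Cd55 (-1.61) were lower, and Gpat2 (2.08), the oocyte linker histone gene H1foo (2.07), Pdxp (2.07) and Acy3 (2.03) higher, at adjusted p-values from 0.00824 to 0.046 in the same test. Genes of ribosomal proteins and of oxidative phosphorylation fell in part: 12 of 85 ribosomal protein genes, among them Rps27l (log2 fold change -0.67), Rpl39l (-0.77), Rpl36al (-0.48) and Rpl7 (-0.36), with none higher (25 lower when adjusted over the list alone), and 11 of 78 nuclear genes of oxidative phosphorylation, among them Cox6c (619 ± 194 to 347 ± 124 TPM, -0.87), with 1 higher, Ndufs8 (12 and 1 when adjusted over the list alone). Both sets passed with the preset correlation (medians -0.20 and -0.15, adjusted p = 3.44e-24 and 1.74e-09, p = 0.0362 and p = 0.024 with an estimated correlation, not past 0.05 after adjustment over the lists). Cox6c also lay lower in the CR×CR embryos of set 2, where all RAG×WT embryos stand, than in those of set 1 (396 and 689 TPM, log2 fold change -0.78), without passing (adjusted p = 0.0771, limma, Benjamini-Hochberg). Against the CR×CR embryos of set 2 no member of either list passed, the set of oxidative phosphorylation did not pass (median -0.10, adjusted p = 0.214, p = 0.48 with an estimated correlation), and that of ribosomal proteins passed with the preset correlation alone (-0.13, adjusted p = 3.41e-07, p = 0.273 with an estimated correlation). In all 515 genes had an adjusted p under 0.05 (401 higher, 114 lower) and 551 met the study's threshold (453 higher and 98 lower, or 315 and 141 after scaling by median ratios). Against the 6 CR×CR embryos of set 2 none of 11350 genes passed in limma, none of the 515 among them, 388 had an unadjusted p under 0.05 where 568 are expected by chance, and 269 met the study's threshold (133 higher, 136 lower). There Rac1 was 64.7 ± 32.6 TPM in the controls (log2 fold change 0.45), Dapk3 8.86 ± 7.68 TPM (0.72), Usp49 7.93 ± 8.10 TPM (1.17), Hibch 16.1 ± 7.98 TPM (-2.23) and Erdr1 3.63 ± 3.77 TPM (1.81, standard error 1.04, 11 of 21 embryos above the highest control, exact permutation test, two-sided, p = 0.121), each with an adjusted p of 1 (limma, Benjamini-Hochberg). Of the called genes, 400 higher ones went from a median log2 fold change of 1.05 to 0.44 (median standard error 0.26 and 0.35) and 113 lower ones from -0.52 to -0.25 (0.14 and 0.22), so the calls ended with smaller folds and wider errors, while 20 draws of 6 CR×CR embryos from set 1 gave 34 to 880 calls (median 137). In morulae Erdr1 (81.6 ± 92.8 and 0.947 ± 1.15 TPM, n = 28 and 43), Klrg2 (15.4 ± 11.8 and 6.61 ± 7.71 TPM), Prl3b1, the germ cell helicase gene Ddx4, Crlf2, which encodes the TSLP receptor, Dmrtb1, Gpc4, Snai1 and Abcb5 were higher, by log2 fold changes of 3.99 for Erdr1 and 1.23 to 1.64 for the others, and Cox20 (12.6 ± 10.2 and 35.2 ± 16.4 TPM, -1.97), Rfx4 (-1.63), the immunoproteasome gene Psmb9 (-1.59), Sbp, Phykpl, Xpa, Eva1b, Jade1 and Dbi lower (adjusted p from 1.57e-06 to 0.0481, limma, Benjamini-Hochberg). Of 78 nuclear genes of oxidative phosphorylation 8 fell and none rose in morulae (22 lower when adjusted over the list alone, Atp5k -0.37, Ndufb4 -0.42), and of 36 histone genes 1 fell, Hist1h2ae (168 ± 80.7 to 86.9 ± 64.0 TPM, 3 lower when adjusted over the list alone), with set tests at adjusted p = 1.39e-11 and 0.00357 (p = 0.0253 and p = 0.0703 with an estimated correlation, neither past 0.05 after adjustment over the lists). Imprinted genes (21 genes, 1 lower, Jade1, 1 higher and 8 lower when adjusted over the list alone, median -0.25), ribosomal proteins (1 higher, Rpl10l, and 2 lower, Rps18 and Rps28) and p53 response genes (14 genes, none past the adjusted threshold and 4 higher when adjusted over the list alone, 0.15) passed with the preset correlation too (adjusted p from 0.00701 to 0.0103, p from 0.131 to p = 0.483 with an estimated correlation). Against the CR×CR morulae of set 2 no member of these 5 lists passed, and the sets of oxidative phosphorylation (median -0.05, adjusted p = 0.113), histones (-0.18, 0.127) and p53 response (0.02, 0.537) did not pass either; imprinted genes stayed lower with the preset correlation (-0.32, adjusted p = 0.0369, p = 0.17 with an estimated correlation), and ribosomal proteins turned from a lower to a higher set (0.11, adjusted p = 4.02e-23, p = 0.0242 with an estimated correlation, not past 0.05 after adjustment over the lists). Of 10477 morula genes 281 had an adjusted p under 0.05 (145 higher, 136 lower) and 88 met the study's threshold (42 higher, 46 lower). Against the 22 CR×CR morulae of set 2, 3 genes passed, Dhcr7 (15.1 ± 6.31 to 34.6 ± 14.3 TPM, 1.15, adjusted p = 0.00751), Erdr1 (3.66, adjusted p = 0.0241) and BC051019 (adjusted p = 0.0286, all limma, Benjamini-Hochberg). In that fit 987 genes had an unadjusted p under 0.05 in limma, where 516 are expected by chance, and 78 met the study's threshold. There the calls of Psmb9 (-1.59, standard error 0.38, to -1.62, 0.45) and Cox20 (-1.97, 0.31, to -1.66, 0.42) ended with wider errors, and those of Ddx4 (1.42, 0.42, to 0.73, 0.47), Xpa (-1.23, 0.29, to -0.73, 0.36) and Sbp (-1.34, 0.40, to -0.76, 0.48) with smaller folds (adjusted p from 0.155 to 0.635, limma, Benjamini-Hochberg). Over all called genes the median went from 0.56 to 0.31 (standard errors 0.15 and 0.16) for higher and from -0.43 to -0.35 (0.12 and 0.13) for lower genes.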

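At an unadjusted p under 0.05, 74 genes differed with the same sign in GF×CR and RAG×WT 4-cell embryos, 43 higher and 31 lower, and 18 with opposite signs. Among the 74 were Erdr1, Dhcr7 of cholesterol synthesis (log2 fold changes 1.29 in GF×CR and 1.85 in RAG×WT), the RNA-binding protein gene Ybx1 (0.51 and 1.52), Dapk3, Usp49, Rab24 and Bag1 on the higher side and Cd55, Spry2, Abhd11os and the claudin genes Cldn4 and Cldn6 on the lower. Both groups were set against the same 25 CR×CR embryos. In either direction 92 genes passed in both, against 104.03 expected for independent lists (Fisher's exact test, p = 0.925), and with the same sign independent lists would share 39.6. Simulated groups without an effect against those controls shared 70.8 genes on average and 84 at most. Their lists averaged 245 higher and 239 lower genes for GF×CR and 241 and 240 for RAG×WT. The observed lists held 133 and 347, and 1541 and 464, so the simulated counts are no like measure for the 74. With the controls split between the comparisons the median was 21 (13 to 34). Across genes the log2 fold changes correlated with r = 0.29 over all genes, 0.53 over genes past the threshold in GF×CR only, 0.34 over those in RAG×WT only and 0.71 over those in both, and the covariance over all genes was 0.059 against 0.062 in the simulation; genes are not independent replicates. With each group set against the CR×CR embryos of its own set, which share no embryo, 17 genes met the threshold in both in either direction, against 11.9 expected for independent lists (Fisher's exact test, p = 0.0905), 12 with the same sign (5.85 for independent lists) and 5 with opposite signs, 10 of the 12 being among the 74. They were Bag1, Cyp46a1, Lmna, Omt2b, Rab24, Sap30, Ubfd1, Usp49, Ybx1 and Zmynd19, higher in both, and Cd55 and Spry2, lower in both, and r over all genes was 0.17. Compared directly, GF×CR and RAG×WT 4-cell embryos differed in 359 genes at an adjusted p under 0.05 (57 higher and 302 lower in GF×CR, limma with Benjamini-Hochberg adjustment), and in none when each group was first set against the CR×CR embryos of its own set (333 at an unadjusted p under 0.05 in limma). There the 57 higher genes went from a median log2 fold change of 0.55 (median standard error 0.14) to 0.18 (0.23) and the 302 lower ones from -1.17 (0.31) to -0.38 (0.52), so the calls ended with smaller folds and wider errors, while Erdr1 went from 2.09 (standard error 0.59, adjusted p = 0.0339) to 3.42 (0.99, adjusted p = 1, both limma, Benjamini-Hochberg), with a wider error alone. From the shared and the distinct genes the paper proposes contributions of the microbiota and of adaptive immunity that are in part dependent on each other and in part separate.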

Overall, these data suggest that similarly to microbial-dependent transgenerational epigenetic inheritance as previously shown, there also exists an immune-dependent mechanism for the transmission of the sebum secretion phenotype to successive generations.

## DISCUSSION

The results presented here describe a microbial- and immune-dependent form of transgenerational epigenetic inheritance with the ability to influence the phenotypic diversity of future generations. Our data provide evidence that the commensal microbiota is not only important for acute changes in organ function but can also have a persistent effect on future generations. We also describe a unique and impactful role of the immune system in influencing gametes to alter the control of gene expression and phenotypes of succeeding generations of progeny.

There are many examples illustrating the importance of host-microbe interactions in regulating functional biological processes.^23,36,37^ As such, there are innumerable defects present in the tissues of GF mice ranging from barrier sites to internal organ systems.^23,46,53^ Reversal of these GF defects with bacterial colonization is a common experimental tool in microbiome research, though some GF phenotypes are not acutely reversible with colonization, for which there is no explanation. From the work we describe, we propose that the dichotomy in the reversal of GF phenotypes is due to an important distinction in acute phenotypic changes vs. persistent non-genetically inherited phenotypes. As we have demonstrated striking evidence that a dysregulated GF transcriptome in multiple tissues is passed across generations, it will be important to match the transcriptional changes to phenotypic function of these tissues to determine their effects. For example, the gut immune function of GF×CR F_1_ mice is likely to be perturbed given the reduction in transcriptional programs that control innate bacterial response in the small intestine of CONV GF-derived F_1_ mice.

While we hypothesized that microbes use T cells as messengers to communicate with reproductive tissues, we did not observe a perfect correlation between the gene expression changes in progeny resulting from the lack of microbiota and T cells, suggesting that there are independent effects of both systems in controlling transgenerational phenotypes. Yet, based on many similarities in the inheritance pattern and related inherited modulation of embryonic gene expression, we propose a model (Figure 7) whereby the microbial environment, at least in part, is detected by T cells, which then transfer this information, directly or indirectly, to the reproductive tissues, thereby altering epigenetic information in the gametes and transmitting phenotypic diversity to future generations.

It has been shown that the microbial composition of barrier sites is altered in response to the environment.^19,54^ Thus, environmental perturbations could be sensed by changes in commensal microbial composition, which are then provided as information to offspring to adapt more successfully to the environment. Moreover, previous reports in mice have described how diet alterations and stress program non-genetically inherited phenotypes in subsequent generations of progeny.^11,12,55^ The microbiome and the immune system have been independently linked to both changes in diet and stress.^16,22,56^ Thus, it is plausible that modifications in diet or the introduction of persistent stress and the resulting microbial and immune alterations are responsible for altering epigenetic information in the gametes and intergenerational information transfer. Teleologically, we believe our observations suggest that microbial presence can provide environmental context to offspring to allow for optimal use of energy and metabolism. As an example, we show that F_0_ and F_1_ GF mice have reduced sebum secretion and that F_1_ livers show altered metabolic lipid processing. It is enticing to speculate that because of the absence of microbes in GF mice, the host is shunting metabolic effort normally reserved for sebum secretion and barrier function to the liver to save energy.

Despite numerous examples in model organisms ranging from plants to *C. elegans*,^17^ the existence of transgenerational non-genetic inheritance in mammals has been controversial. This controversy is a result of weakly penetrant and expressive phenotypes that have been demonstrated to be transmitted by transgenerational epigenetic inheritance and undefined molecular mechanisms underlying the phenomenon. Only recently has evidence of this pattern of inheritance contributing to mammalian phenotypes been uncovered, although these studies have not completely resolved the controversy.^9,13–15,18,57–62^ For example, it has recently been discovered that changes in small non-coding RNA (ncRNA) in sperm can lead to alterations in embryonic gene regulation and phenotypes of future generations.^11,12,63–65^ In particular, the tRNA fragments (tRFs) Gly-GCC and Val-CAC and a subset of microRNAs (miRNAs) have been shown to be delivered to sperm by fusion with extracellular vesicles, called epididymosomes.^11^ Further, tRF-Gly-GCC and epididymally acquired miRNAs have been demonstrated to regulate embryonic gene expression post-fertilization, as well as to program offspring phenotypes.^12,66^ This phenomenon is an appealing method of transmission potentially related to our findings, as it would allow for immune cells influenced by microbial alterations to influence gametic RNA content based on the environment, promoting differential genotypes and phenotypes in offspring. However, multiple mechanisms of inheritance could contribute to these transgenerational findings. Additional possibilities include other modes of non-genetic influence including the idea that immune cells could alter chromatin architecture or DNA methylation characteristics in gametes, leading to persistent downstream effects in progeny.^67,68^ As such, future investigation will focus on uncovering the mechanism of epigenetic information transfer from the microbiome and immune cells to gametes, embryos, and adult tissue of progeny. To accomplish the goal of determining a mechanism of transgenerational epigenetic inheritance in mammals, we believe it is important that in this work, we describe a robust readout of the non-genetic inheritance patterns using sebum secretion, providing a sensitive model for groundbreaking studies to understand the molecular mechanisms underlying the transfer of epigenetic information between generations and throughout development.

From our studies, we observe that the gene *Erdr1* is strikingly upregulated in both GF-derived early embryos and adult somatic tissues. Interestingly we also find that *Erdr1* is regulated analogously in early embryos derived from eggs of WT mice fertilized by sperm of *Rag2*^−/−^ mice. While the significance of these observations is currently unknown, *Erdr1* poses as an intriguing target for future studies of microbial-dependent transgenerational phenotypes potentially acting as a common thread across generations.

As a result of the discovery of this microbial-immune-transgenerational phenotypic inheritance, we could contextualize events from the past, attempt to explain the state of human health in the present, and learn how our current decisions could affect the future. In the modern era, one of the most significant changes in human health is the explosive onset of atopic and autoimmune disease. The “hygiene hypothesis” is a popular idea to explain how the prevalence of atopy and autoimmunity have risen whereby human society has become more hygienic and less barraged by pathogens to train the immune system, leading to immune overactivation in the form of allergy and autoimmunity.^69,70^ We might consider that the effects of sanitation from industrialization have been passed down over multiple generations and are increasingly materializing in the modern day in the form of immune dysregulation. As a form of positive adaptation, this phenomenon may be a way for mammals to introduce phenotypic diversity into their offspring due to environmental change without the long-term necessity of genetic-mutation-based natural selection. In this way, animals would have an increased chance at quickly and persistently adapting to new environmental threats looming on the horizon.

### Limitations of the study

Our study describes a phenomenon whereby the murine microbial and immune environment can have a significant impact on the gene expression and phenotypic landscape of multiple organ systems in subsequent generations. Although our data suggest that the phenotypes are not transmitted genetically, we have not identified the epigenetic mechanism by which the information transfer occurs from the parental generation to the F_1_ progeny and beyond. Previous studies have suggested mechanisms of transgenerational inheritance via epigenetic means, including small ncRNAs, DNA methylation, or chromatin architecture.^11,67,68^ Follow-up studies will aim to elucidate the epigenetic mechanisms that control microbe and immune-mediated transgenerational epigenetic inheritance. Further, while analyzing the RNA-seq data of multiple tissues comparing CR×CR and GF×CR, we acknowledge that we performed gene detection on both multiple-comparison-corrected and uncorrected p values as an exploratory technique, as we are comparing tissue from unmanipulated mice reared in the same facility. We report these findings in the main and supplemental figures, although the patterns of gene transcription changes remain the same in both analyses. Lastly, our work mainly focuses on skin microbiota and skin phenotypes, as SG activity was found to be a robust readout to track the transgenerationally inherited phenotype. However, we also found gene expression alterations in other organ systems such as gut and liver, but currently, we do not know what phenotypes these transcriptional changes lead to. Thus, future studies will involve phenotypic readouts in multiple organ systems to further expand the evidence of microbial- and immune-mediated transgenerational epigenetic inheritance.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Taku Kambayashi ().

#### Materials availability

This study did not generate unique reagents.

#### Data and code availability

- All RNA sequencing data generated from this study have been deposited at GEO and are publicly available as of the date of publication from accession number GSE240797. Microscopy data reported in this paper will be shared by the lead contact upon request.
- Code used to analyze RNA sequencing data is derived from the pipeline reported by Berry et al.^80^ and freely available at https://diytranscriptomics.com/.
- Any additional information required to reanalyze the data reported in this work paper is available from the lead contact upon request.

### EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS

All specific pathogen-free (conventionally raised: CR) mice used in these studies were derived from C57BL/6 mice purchased from Charles River Laboratories (strain number 556) unless otherwise specified. Germ-free (GF) mice were obtained from the University of Pennsylvania Gnotobiotic Core, which houses C57BL/6 and Swiss-Webster colonies in sterile isolators. Additional GF mice were obtained from the Gnotobiotic Core at University of North Carolina at Chapel Hill for comparing colony phenotypes. CR and GF breeding pairs were established in a conventional mouse facility at the University of Pennsylvania. *Rag2*^−/−^ mice (Jackson Laboratories strain number 008449), *TCRβ*^−/−^ mice (Jackson Laboratories strain number 002116), and *Scd1*^−/−^ mice (Jackson Laboratories strain number 006201) were obtained from Jackson Laboratories and bred within our mouse facility. *Rag2*^+/−^, *TCRβ*^+/−^, and *Scd1*^+/−^ mice were derived in our animal facility by breeding the knockout strains to C57BL/6 wild-type mice (Charles River strain number 556). Unless otherwise specified, all mice used in these studies were 8 weeks old at the time of use. A combination of both male and female mice was used in the studies to ensure conclusions could be generalized to both sexes. All mice were housed in either specific pathogen-free or germ-free conditions and were handled under strict compliance with the University of Pennsylvania Institutional Animal Care and Use Committee regulations.

### METHOD DETAILS

#### Lipid extraction and thin-layer chromatography

To isolate sebum lipids from mouse fur, a standardized 3 cm × 3 cm area of fur was shaved from the back. Fur was submerged in 2 mL of 2:1 (v/v) chloroform:methanol (Sigma-Aldrich 288306 and Sigma-Aldrich 322415) followed by sonication in a water bath for 6 min to dislodge lipids, and syringe filtration to remove fur from solution. Fur was then submerged in 2 mL of acetone and sonication and filtration steps were repeated. The organic solution containing fur lipids was evaporated using nitrogen gas until completely dry and dissolved in 250 μL of 4:1 chloroform:methanol (v/v). 5 μL of lipid solution was then loaded onto a thin-layer chromatography plate (Sigma-Aldrich, 100390) and placed sequentially in (1) a shallow solution of 80:20:1 hexane (Sigma-Aldrich 296090):diisopropyl ether (Sigma-Aldrich 673803):acetic acid to migrate to a plate height of 50%, (2) a shallow solution of 1:1 hexane:benzene (Sigma-Aldrich 401765) to migrate to a plate height of 80%, and (3) a shallow solution of hexane to migrate to a plate height of 90%, with 15 min of drying time between each migration step. Plates were then uniformly coated with 10% copper (II) sulfate (Sigma-Aldrich 451657)/8% phosphoric acid (Sigma-Aldrich 345245) solution, allowed to dry, and baked at 120°C for 20 min to visualize lipid species. Adobe Photoshop was used to quantify the integrated density of the lipid bands. As a standard for lipid species identification, the TLC non-polar lipid mixture A (Cayman Chemical 29377) was used.

#### Skin RNA extraction and cDNA synthesis for qPCR

On the day of tissue harvest, fur was shaved, back skin was removed, minced, snap frozen and stored at −80°C until further processing. To isolate RNA from skin, frozen tissue was transferred to TissueTube TT05M XT tissue bags (Covaris 520140) and pulverized using a Covaris automated dry pulverizer (Covaris CP02) by submerging the tissue bag in liquid nitrogen for 10 s and immediately transferring for pulverization. Pulverized tissue was then transferred to 1 mL of TRIzol (ThermoFisher 15596026) and RNA extracted according to the TRIzol manufacturer’s protocols. Glycogen (ThermoFisher AM9510) was used as a carrier during extraction. A Nanodrop 1000 was used to quantify isolated RNA. Following RNA extraction, cDNA was synthesized using Superscript Vilo (ThermoFisher 11754050) according to the manufacturer’s instructions. Quantitative polymerase chain reaction (qPCR) was then performed using the Taqman Fast Advanced Master Mix (ThermoFisher 4444557) according to the manufacturer’s instructions, with the following primer from Taqman: *Tslp* (Mm01157588_m1). qPCR reactions were performed using a ViiA7 Real-Time PCR instrument (ThermoFisher).

#### Flow cytometry

To quantify T cells in ear skin, dermal sheets were separated, and finely minced in RPMI 1640 media (ThermoFisher 11875093) complemented with 10% fetal bovine serum (R&D Systems S11150) (cRPMI) containing 100 μg/mL of Liberase TL (Roche 5401020001) and 50 μg/mL of DNase I (Sigma-Aldrich DN25). Minced tissue was incubated with shaking at 37°C for 1 h and then strained through a 70 μm filter into a new tube containing 1 mL cRPMI. Cells were stained with cell surface stains and live-dead stain at 4°C for 15 min in PBS. Flow cytometry was then performed using an LSR II or LSR Fortessa instrument (BD Biosciences). Compensation was performed using compensation beads (BD Biosciences 552845). Flow cytometry data was analyzed using FlowJo software (BD Biosciences). Staining antibodies used included CD45.2 (mouse, PE fluorochrome, clone 104, BD Biosciences 560695, 1:200 dilution), TCRβ (mouse, PE-Cy7 fluorochrome, clone H57-597, BioLegend 109222, 1:200 dilution), CD4 (mouse, FITC fluorochrome, clone RM4-5, BioLegend 100510, 1:200 dilution), CD8a (mouse, PerCP-Cy5.5 fluorochrome, clone 53–6.7, BioLegend 100734, 1:200 dilution) and Live/Dead Near-IR (ThermoFisher L10119, 1:1000 dilution). CountBright beads were used for counting cells and normalization (ThermoFisher C36950).

#### Laser capture microdissection, RNA extraction, and sequencing

Mouse back skin from CR, GF, CR×CR F_1_, and GF×GF F_1_ was collected and fixed overnight in 4% paraformaldehyde (Fisher AAJ19943K2) at 4°C followed by paraffin embedding. Laser capture microdissection (LCM) was performed using the LMD 7000 system (Leica Microsystems). FFPE mouse skin was processed and cut onto a polyethylene naphthalate (PEN) slide designed for LCM processing (Leica 11505158). At least 1,000 SGs or 1,000,000 μm^2^ of tissue was isolated to obtain enough material for RNA extraction. SG RNA was extracted from post-LCM tissue using a Qiagen All Prep DNA/RNA FFPE Kit (Qiagen 80234). RNA concentration was measured by Qubit fluorometric quantification (ThermoFisher Qubit 2.0 Fluorometer) and RNA quality measured via BioAnalyzer (Agilent 2100 Bioanalyzer Instrument). cDNA libraries were prepared using Illumina Stranded Total RNA Prep with Ribo-Zero Plus Kit (Illumina 20040529) with IDT for Illumina RNA UD Indexes, Set A (Illumina 20040553). Libraries were assessed for cDNA quantity and library quality using Qubit and BioAnalyzer. As necessary, an extra bead wash step was performed to remove excess primer dimers in the library and purify samples further. Samples were then pooled and sequenced on a Nextseq 550 using a NextSeq 500/550 High Output Kit v2.5 (150 Cycles) (Illumina 20024907).

#### Somatic tissue RNA-seq analysis

Transcriptomic analysis of sebaceous glands, skin, small intestine, and liver was performed in the R statistical computing environment version 4.2 and RStudio version 2022.02.1 using a pipeline adopted from an open-source toolkit for RNA sequencing analysis.^80^ For pseudoalignment of reads to a reference genome, Kallisto was used in combination with the Ensembl species-specific database for gene annotation.^71^ A filtration cutoff was used of 1 count per million in the number of samples equal to the *n* of the smallest group. Data was normalized using the Trimmed Mean of M-values (TMM) method from the EdgeR package.^72^ Post-filtered, post-normalized data was then variance stabilized using the VOOM function from the Limma package.^73^ Limma was then used for differential gene expression (DGE) testing with multiple testing correction via the Benjamini-Hochberg method.^81^ For F_1_ SG samples, DGEs were defined as genes with BH-adjusted p value <0.05. For other somatic F_1_ and F_2_ samples a less stringent cut-off was used to define DGEs as genes with p value <0.05, as we were testing for broad similarities between cross-generational transcriptomic profiles. Gene ontology (GO) analysis was performed using the gprofiler2 R package^74^ with terms identified from the GO knowledgebase with FDR adj-p-value <0.05 and gene set enrichment analysis was performed using the msigdbr and clusterprofiler R packages.^75,76,82^

#### Bacterial colonization and culture

To colonize germ-free mice with a conventional microbiota, 8-week-old germ-free mice were transferred to a conventional specific pathogen-free mouse facility and were exposed to bedding and cage material from three other mature mouse cages three times in the first week of transfer. The conventionalized germ-free mice had weekly cage changes, thus allowing for further microbial exposure. These mice were housed in this manner for eight weeks prior to takedown at which point mice were swabbed for bacterial culture and confirmation of adequate colonization. Swabs (Puritan 25–1506) were dipped in PBS before deeply swabbing pre-shaved mouse back fur 10–15 times. Swabs were stored in PBS at RT for 30 min and then serially diluted for plating on blood agar (Thermo Scientific R01200). Colony forming units (CFUs) quantified by counting number of colonies on blood agar at a dilution with colony number between 10 and 100 and calculated based on dilution and volume used for plating.

#### Microbial 16S rRNA gene sequencing

##### Skin microbiome sample collection and DNA extraction

Skin microbiome samples were collected using individually wrapped sterile swabs (Puritan 25–1506) dipped in sterile PBS followed by deeply swabbing the back of mice 10–15 times. Swabs were then stored in individually wrapped, sterile Eppendorf Safe-Lock tubes (Eppendorf 022600044) at −80°C until DNA extraction. Genomic DNA was extracted from skin swabs as described in Meisel et al., 2016.^83^ Briefly, each swab was incubated at 37°C for 1 h continuously shaking in 300 μL yeast cell lysis solution (Biosearch Technologies MasterPure Yeast DNA Purification kit #MYP80200) in addition to 10,000 units of ReadyLyse Lysozyme solution (Biosearch Technologies #R1810M). Samples were processed using bead beating for 10 min at maximum speed on a vortex with 0.5 mm glass beads (Qiagen #13116-50). After a 30-min incubation at 65°C with shaking, protein precipitation reagent was added, and samples were spun at maximum speed. The supernatant was removed, mixed with isopropanol, and applied to a PureLink Genomic DNA Mini Kit column (Invitrogen #K182002). The columns were washed with Buffer 1 and 2 before eluting the DNA using 50 μL MilliQ sterile water. Swab control samples were prepared and sequenced exactly as the experimental samples.

##### Gut microbiome sample collection and DNA extraction

Gut microbiome samples were collected by isolating 1–2 individual fecal pellets from mice of interest. These pellets were stored in individually wrapped, sterile Eppendorf Safe-Lock tubes (Eppendorf 022600044) at −80°C until DNA extraction. Genomic DNA was extracted from fecal samples using a Qiagen DNeasy PowerSoil Pro kit as described by the manufacturer’s instructions (Qiagen 47014).

##### Fecal and skin swab samples 16S rRNA gene sequencing

The 35 samples were prepared using the automated amplification and sequencing system by Seq Center (Pittsburgh, PA). The amplification process was performed from DNA using Zymo Research’s Quick-16S kit with phased primers targeting the V3/V4 regions of the 16S rRNA gene. The specific sequences for the forward primers used were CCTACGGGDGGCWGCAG and CCTAYGGGG YGCWGCAG; and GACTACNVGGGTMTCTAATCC for the reverse primer. Following clean up and normalization, samples were sequenced on a P1 600cyc NextSeq2000 Flowcell to generate 2x301bp paired end (PE) reads. Quality control and adapter trimming was performed with bcl-convert1 (v4.2.4).

##### 16S rRNA amplicon sequencing analysis

Sequences were processed using QIIME 2 pipeline.^77^ A total of 1,919,298 and 996,260 demultiplexed 300 base PE reads from skin swabs and fecal samples respectively, were imported using Casava 1.8 format and denoised using DADA2 to obtain an amplicon sequence variant (ASV) table.^78,84^ Singletons (ASV present <2 times) and ASVs that are present in less than 10% of the samples were discarded. Greengenes reference sequences (clustered at 99% similarity) were used to train a naive Bayes taxonomy classifier to further annotate ASVs taxonomically.^79^ ASVs were then collapsed based on genus or lowest-level (i.e., family, order, class, phylum) taxonomy possible. An even sampling depth of 4323 and 1907 sequences per sample was used for assessing alpha- and beta-diversity measures in the skin swabs and fecal samples, respectively. Evenness diversity Index and Faith’s phylogenetic diversity (PD) was used to measure alpha diversity.

#### TSLP-AAV injections

Two adeno-associated virus vectors used in these studies were generated by the Penn Vector Core, including Control-AAV (AAV8.TBG.PI.eGFP.WPRE.bGH) and TSLP-AAV (AAV8.TBG.PI.mTSLP.IRES.eGFP.WPRE.bGH). Doses were previously optimized and mice were intravenously injected with 5×10^10^ genome copies of both Control- and TSLP-AAV for 14 days with serum TSLP levels confirmed using a murine specific ELISA (R&D Systems MTLP00).^24^

#### Histology

Skin tissue was isolated from mouse back and fixed at 4°C overnight in 4% paraformaldehyde (Fisher AAJ19943K2) prior to paraffin embedding. Processing and staining (H&E) was performed by the University of Pennsylvania’s Skin Biology and Disease Resource Center. For H&E skin sections, full section stitching at 40× magnification was performed to image one full section of skin per biological replicate. Within these sections, a total of 27–53 SGs were measured. For measurement of SG area, ImageJ (NIH) was used to draw circumscribing ellipses around SG edges. Samples were imaged using a Keyence VHX-6000 digital microscope system and were prepared for publication using ImageJ and Photoshop.

#### Adoptive transfers

T cell adoptive transfers were performed by isolating CR or GFT cells for intravenous injection into *Rag2*^−/−^ mice. Splenic T cells were isolated for transfer using a T cell negative selection kit (STEMCELL Technologies 19851) according to the manufacturer’s instructions. Intravenous injection of 5×10^6^ isolated T cells was then performed and six weeks later sebum secretion was measured.

#### Bulk RNA extraction and sequencing

*Skin*: On the day of tissue harvest, fur was shaved, back skin was removed, minced, snap frozen and stored at −80°C until further processing. RNA was extracted from skin using the same method as described above in preparation for qPCR. *Small intestine*: On the day of tissue harvest, 1 cm of distal ileum was snap frozen and stored at −80°C until further processing. Tissue was homogenized in tubes with metal beads using TRIzol extraction as detailed previously. *Liver*: On the day of tissue harvest, liver tissue was snap frozen and stored at −80°C until further processing. RNA was extracted from tissue using TRIzol extraction as detailed previously.

Quality control of RNA was performed using a Qubit fluorometer (ThermoFisher Qubit 2.0 Fluorometer) for quantification and Bioanalyzer (Agilent 2100 Bioanalyzer Instrument) or TapeStation (Agilent 4200) for RNA quality. *Skin*: cDNA libraries were prepared using the Illumina Stranded Total RNA Prep with Ribo-Zero Plus Kit (Illumina 20040529) with IDT for Illumina RNA UD Indexes, Set A (Illumina 20040553) and sequenced on a NovaSeq 6000 using a NovaSeq 6000 SP Reagent Kit v1.5 (100 cycles) (Illumina 20028401). *Small intestine*: Libraries were prepared using the Illumina Stranded mRNA Prep, Ligation kit according to the manufacturer’s instructions. Unique Illumina TruSeq dual indices were used for sample identification. Library pool was sequenced on an Illumina NextSeq 550 instrument using 75 cycles, single-end. *Liver*: mRNA-sequencing libraries were generated using Illumina stranded mRNA kit as per manufacturer’s instructions. Paired-end sequencing was performed using Illumina NextSeq 1000. Data were mapped using RSEM and normalized using transcripts per million (tpm).

#### Egg collection, *in vitro* fertilization, and embryo culture and transfer

Eggs were retrieved from the ampullae of 4- to 6-week-old female mice following superovulation as previously described.^85^ For egg collection for small RNA sequencing, cumulus oocyte complexes (COCs) were incubated in hyaluronidase (1 mg/mL) to dissociate cumulus cells from eggs. Eggs were washed through six droplets of KSOM to remove any residual cumulus cells and collected in 1×TCL buffer (supplemented with 1% β-mercaptoethanol). For *in vitro* fertilization (IVF), spermatozoa were collected and capacitated as previously described.^85^ Spermatozoa (2 × 10^5^) were added to the IVF droplet and co-incubated with eggs for 3 h at 37°C under an atmosphere of 5% O_2_, 6% CO_2_. Presumptive zygotes were washed in KSOM and cultured until 2-cell (24 h), 4-cell (46 h) and morula (72 h) stage.

Transfer of IVF generated embryos was performed at the Children’s Hospital of Philadelphia Transgenic Core. Embryos cultured to the 2-cell stage of development were transferred to the oviduct of pseudopregnant recipient females to produce live pups.

#### Embryo mRNA-sequencing

Single embryos, sired by control, germ-free or *Rag2*^−/−^ sperm or eggs from control or GF mice were collected for single-embryo/egg RNA-sequencing. Embryos were transferred to a 96-well plate and fresh 1 × TCL buffer with 1% β-mercaptoethanol was added. RNA was size selected using RNA-Clean XP beads (Beckman Coulter A63987) and full-length polyadenylated RNA was reverse transcribed using Superscript II. Resulting cDNA was amplified using 10 cycles and the amplified product was used to construct a pool of uniquely indexed samples using the Nextera XT kit (Illumina FC-131-1096). Finally, pooled libraries were sequenced by Illumina NextSeq1000 (paired end).

### QUANTIFICATION AND STATISTICAL ANALYSIS

All data reported are represented as mean ± standard deviation. All measurements were made using distinct biological replicates and experiments characterizing individual sebaceous glands included several technical replicates per biological replicate. Prior experience in the lab on the number of mice needed to reach statistical significance in addition to mouse availability was used to determine sample sizes. All data being used in statistical comparisons were verified as normal using the Shapiro-Wilk measure of normality, and thus statistical significance was determined by a two-sided Student’s *t* test. Correlation analyses in Figure 6 were performed using a Pearson correlation. All statistical analyses were performed using the R statistical computing environment version 4.2 and RStudio version 2022.02.1. For LCM-isolated sebaceous gland transcriptional analyses, *p* values were adjusted using the Bonferroni-Hochberg method and differential expression was determined as a gene with BH-adj *p* value <0.05 and log_2_-fold change >1 or < −1. For epidermal transcriptional analysis^23^ of control, germ-free, and conventionalized mice, the gene list of DEGs comparing CONV vs. GF was used to remove any shared DEGs in the CR vs. GF DEG list, leaving a gene list of “persistent” genes in GF mice. Here, DEGs a cutoff of FDR-*p*-adjusted <0.1. For more exploratory analyses of global gene and pathway changes across generations in skin, small intestine, and liver, a less stringent cutoff was used of a non-adjusted *p* value <0.05 and log_2_-fold change >1 or < −1. Analyses using traditional adjusted *p* values are included in Figure S4. For embryonic gene expression analyses, we also used a less stringent cutoff of a non-adjusted *p* value <0.05 and log_2_-fold change >1 or < −1. All GO analyses were performed using an FDR-corrected *p*-value <0.05. All GSEA analyses were performed using a BH-corrected p value <0.05. Correlation plot in Figure 6F did not use a log_2_-fold change cut-off, to best show correlation of expression across all significant genes.

## Supplementary Material

1

## Figures and Tables

**Figure 1.**
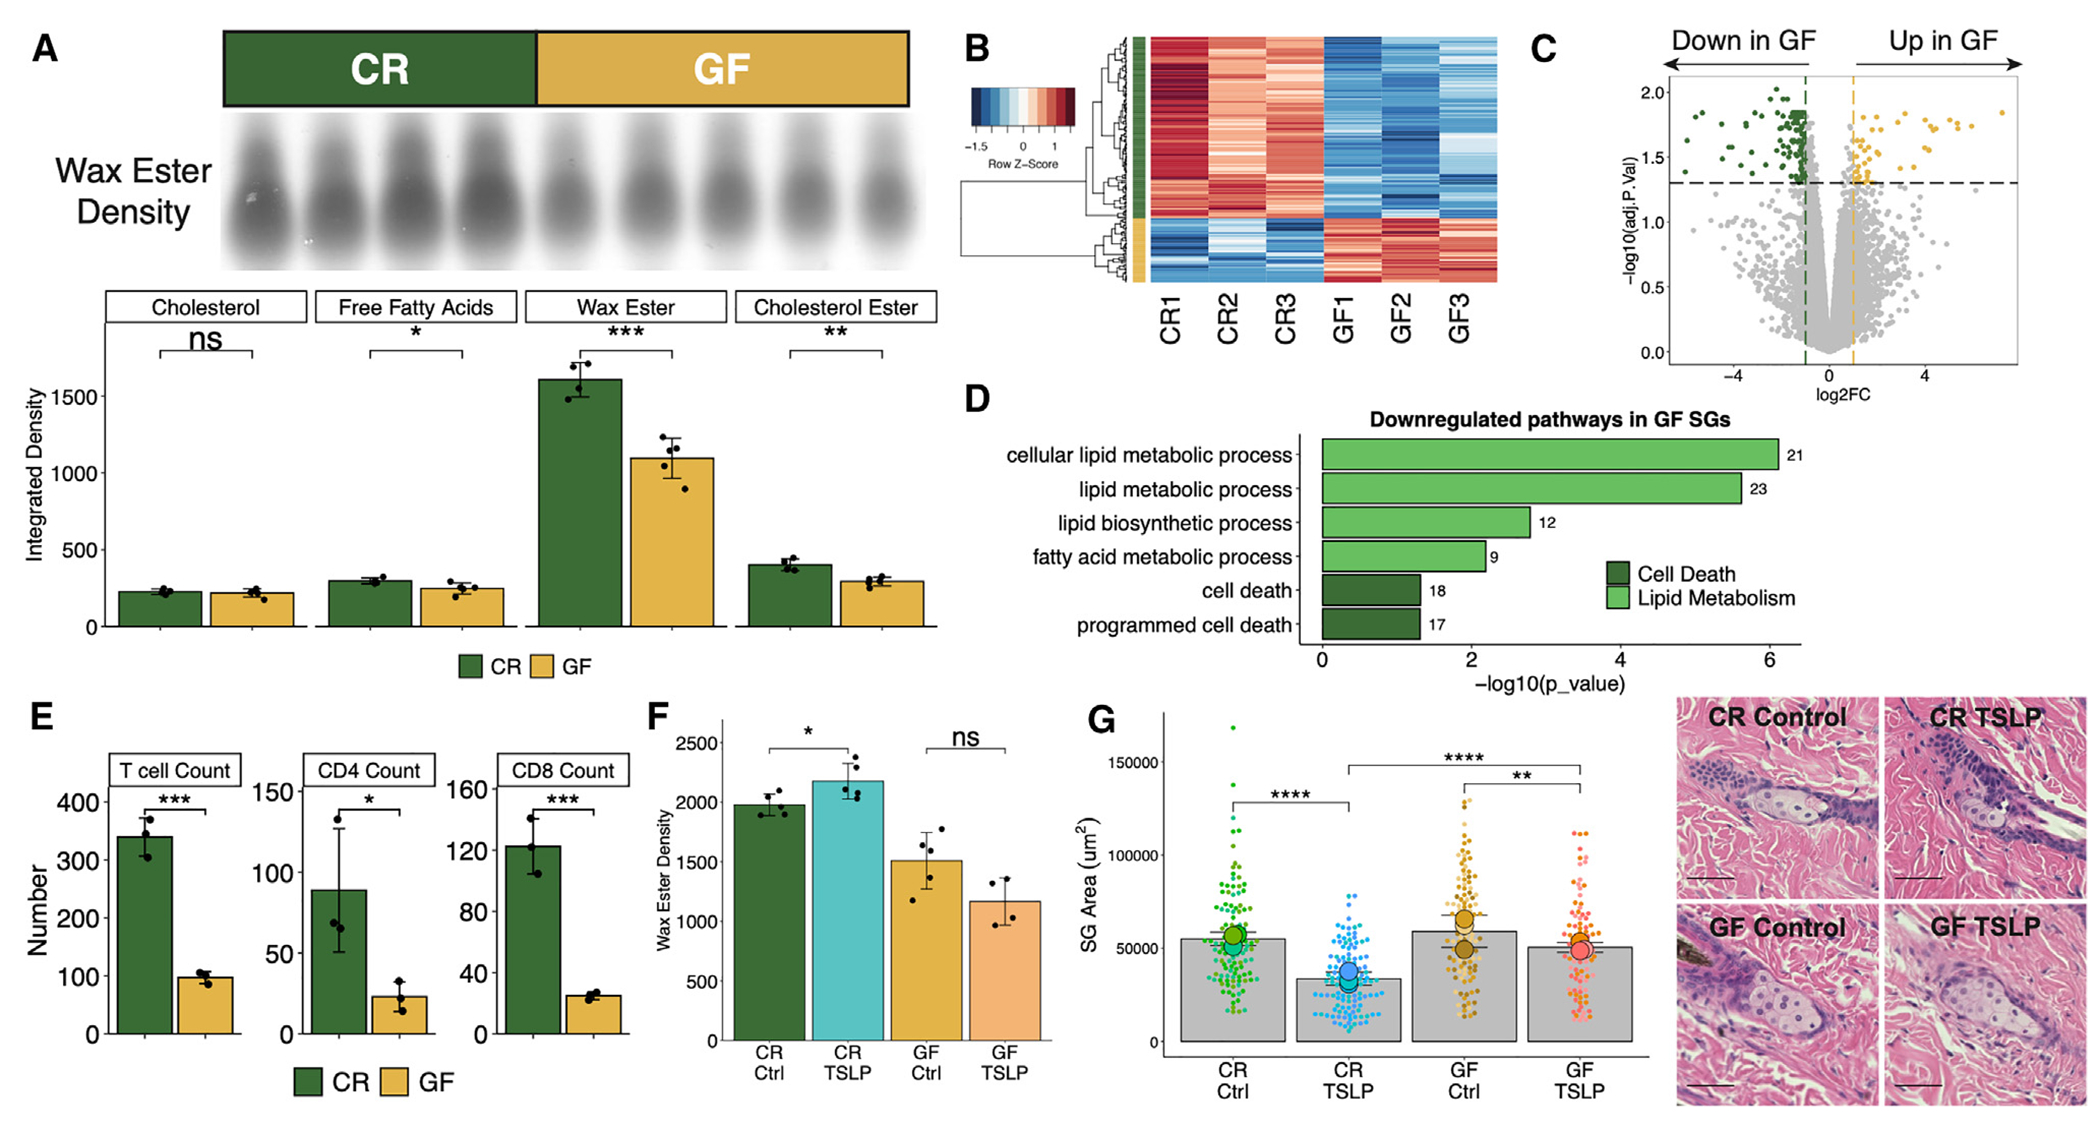
GF mice display a defective immune-sebum circuit (A) Wax ester intensity and hair sebum lipid quantification by thin-layer chromatography (TLC) (*n* = 4 or 5 mice/group). (B) Heatmap of DEGs quantitated from bulk mRNA-seq of LCM-isolated GF or CR mouse SGs (*n* = 3 mice/group). (C) Volcano plot highlighting SG genes upregulated (45 genes) and downregulated (127 genes) in GF mice. (D) Selected GO terms downregulated in GF SGs. Number of genes within the dataset within each term is listed beside the bar. (E) Number of skin T cells (*n* = 3 mice/group). (F and G) CR or GF mice treated intravenously with one dose of 5 × 10^10^ genome copies of control- or TSLP-adeno-associated virus (AAV) for 14 days (*n* = 4 or 5 mice/group). (F) TLC quantification of wax ester from hair (*n* = 4 or 5 mice/group). (G) SG area with representative H&E images (scale bars, 100 μm; *n* = 3 mice/group, *n* = 27–53 SGs/mouse). Sequencing experiments were performed once. All other experiments were performed 2–5 times. ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001 by Student’s t test. Data are shown as mean ± SD. See also Figure S1.

**Figure 2.**
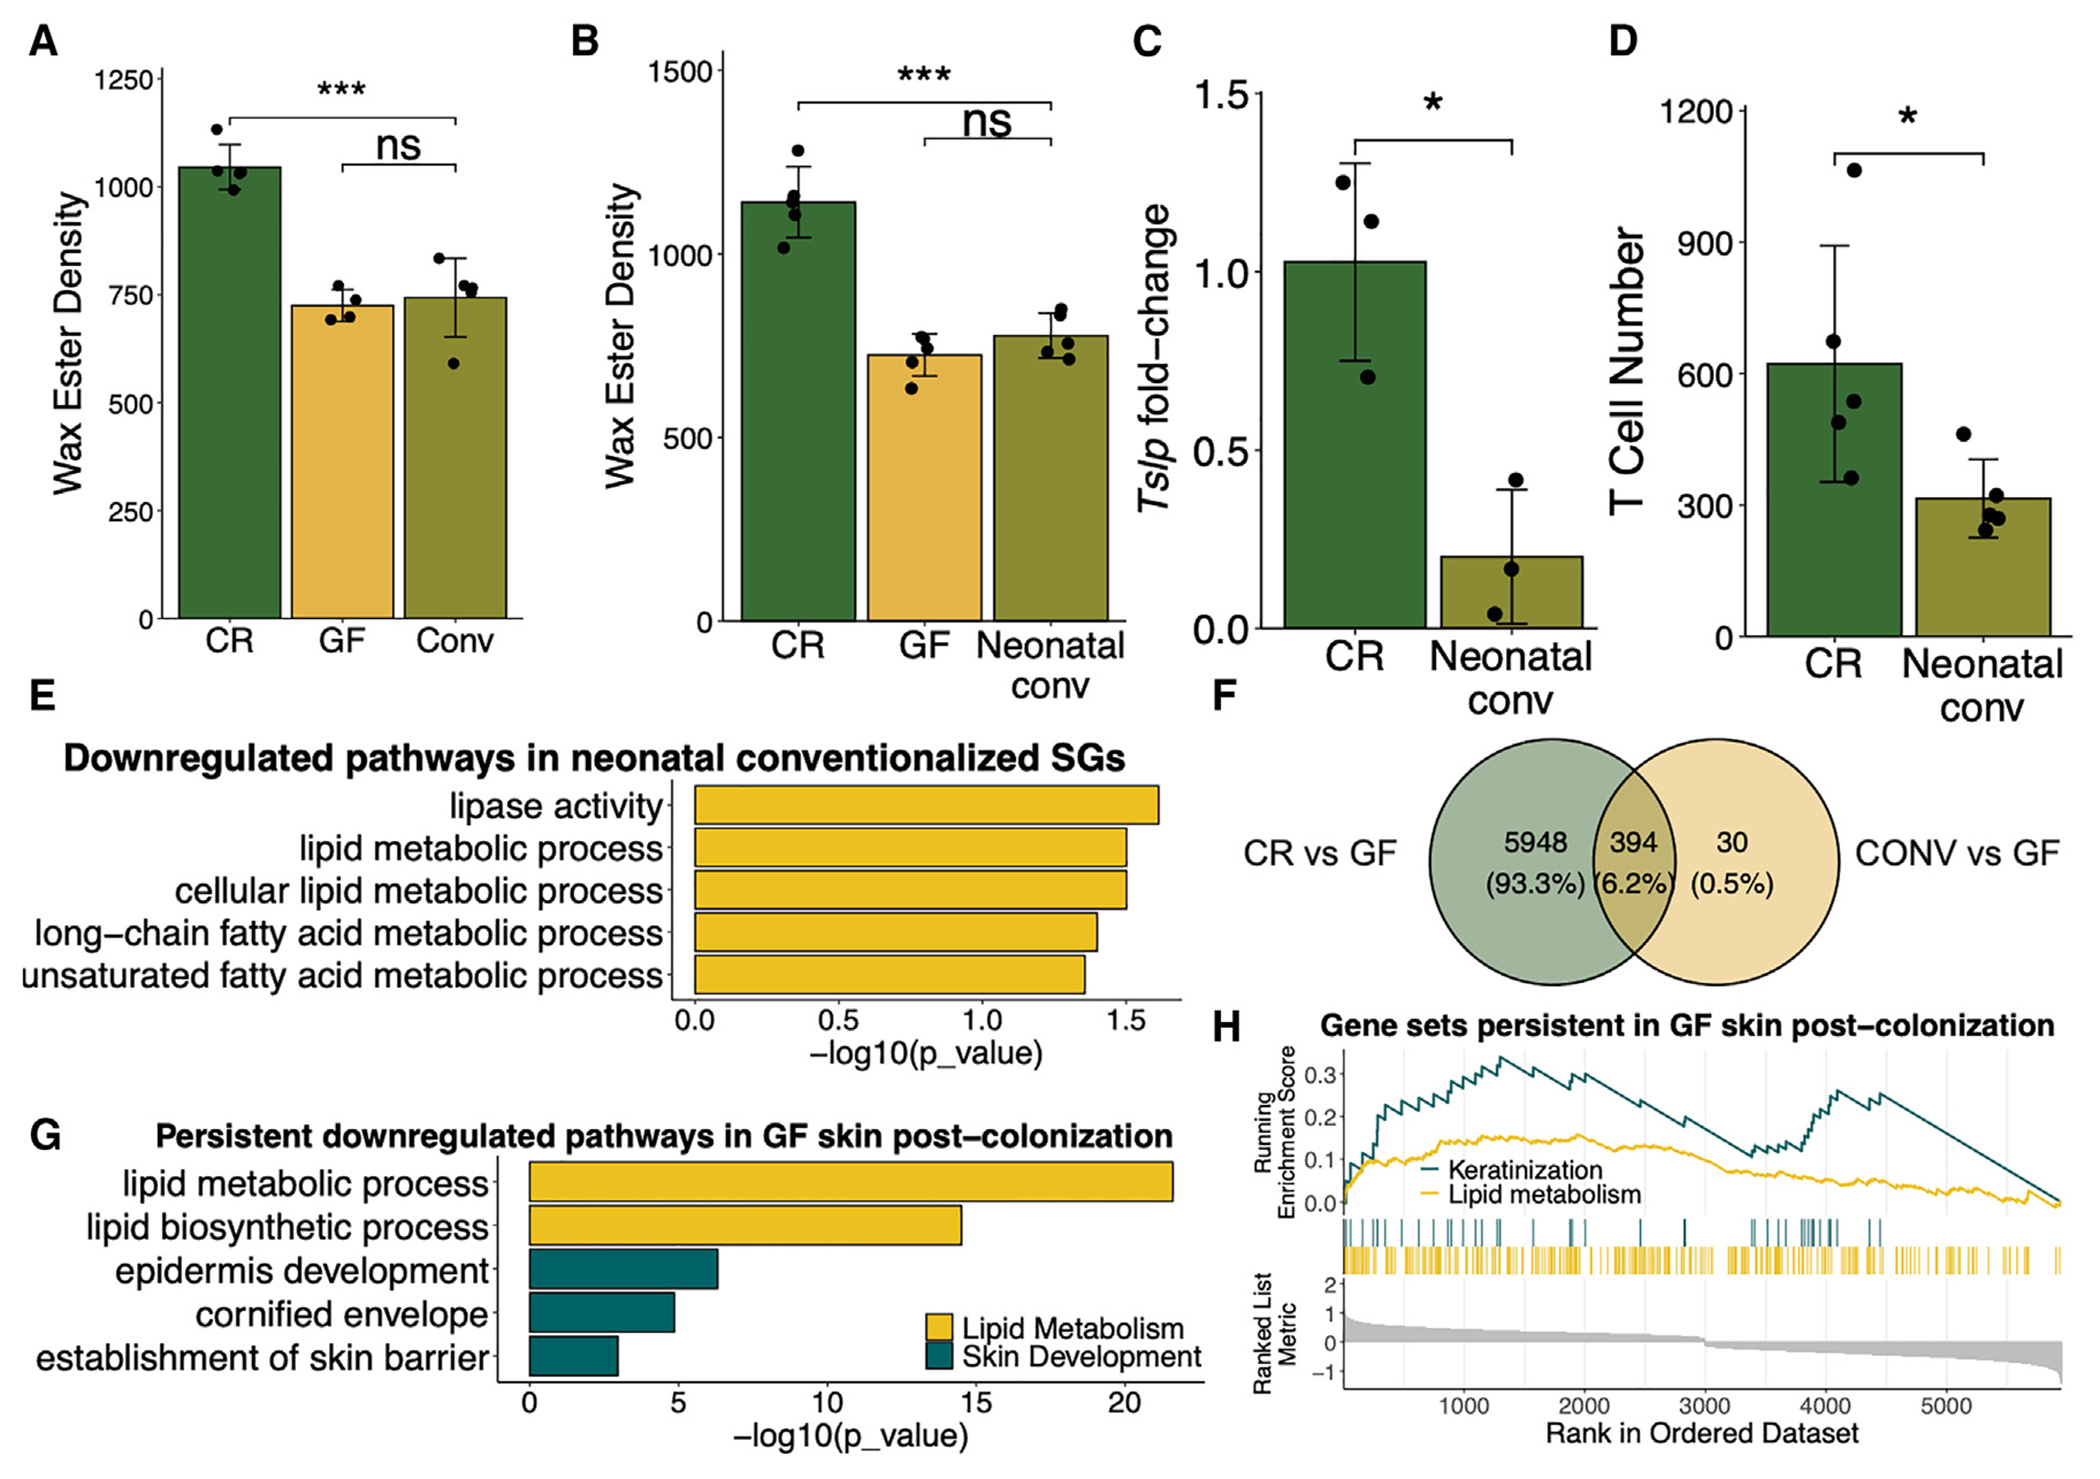
GF cutaneous phenotypes display inherent resistance to rescue via microbial conventionalization (A and B) TLC quantification of hair wax esters from CR, GF, and (A) 8 week post-conventionalized (CONV) adult GF mice (*n* = 4 or 5 mice/group) or (B) GF mice CONV from birth (*n* = 4 or 5 mice/group). (C) Skin mRNA expression of *Tslp* in mice CONV from birth compared to controls (*n* = 3 mice/group, qPCR normalized to *Gapdh* expression). (D) Number of skin T cells by flow cytometry in mice CONV from birth compared to controls (*n* = 3 mice/group). (E) Selected downregulated lipid-related GO terms as discovered by RNA-seq of control or neonatally CONV SGs (*n* = 2 or 3 mice/group). (F–H) Data from bulk RNA-seq derived from CR, GF, and CONV adult murine epidermis (*n* = 8 mice/group). (F) Distinct and overlapping DEGs from CR or CONV compared to GF epidermis. (G) Selected downregulated GO pathways, which persist in GF mice post-colonization. (H) GSEA plot displaying persistent downregulated pathways in GF epidermis post-colonization using Benjamini-Hochberg (BH)-adjusted *P* value < 0.05. Genes in GSEA plot are shown in ranked order by running enrichment scores. Sequencing experiment was performed once. All other experiments were performed 2–3 times. ns, not significant, *p < 0.05, **p < 0.01, and ***p < 0.001 by Student’s t test. Data are shown as mean ± SD. See also Figure S2.

**Figure 3.**
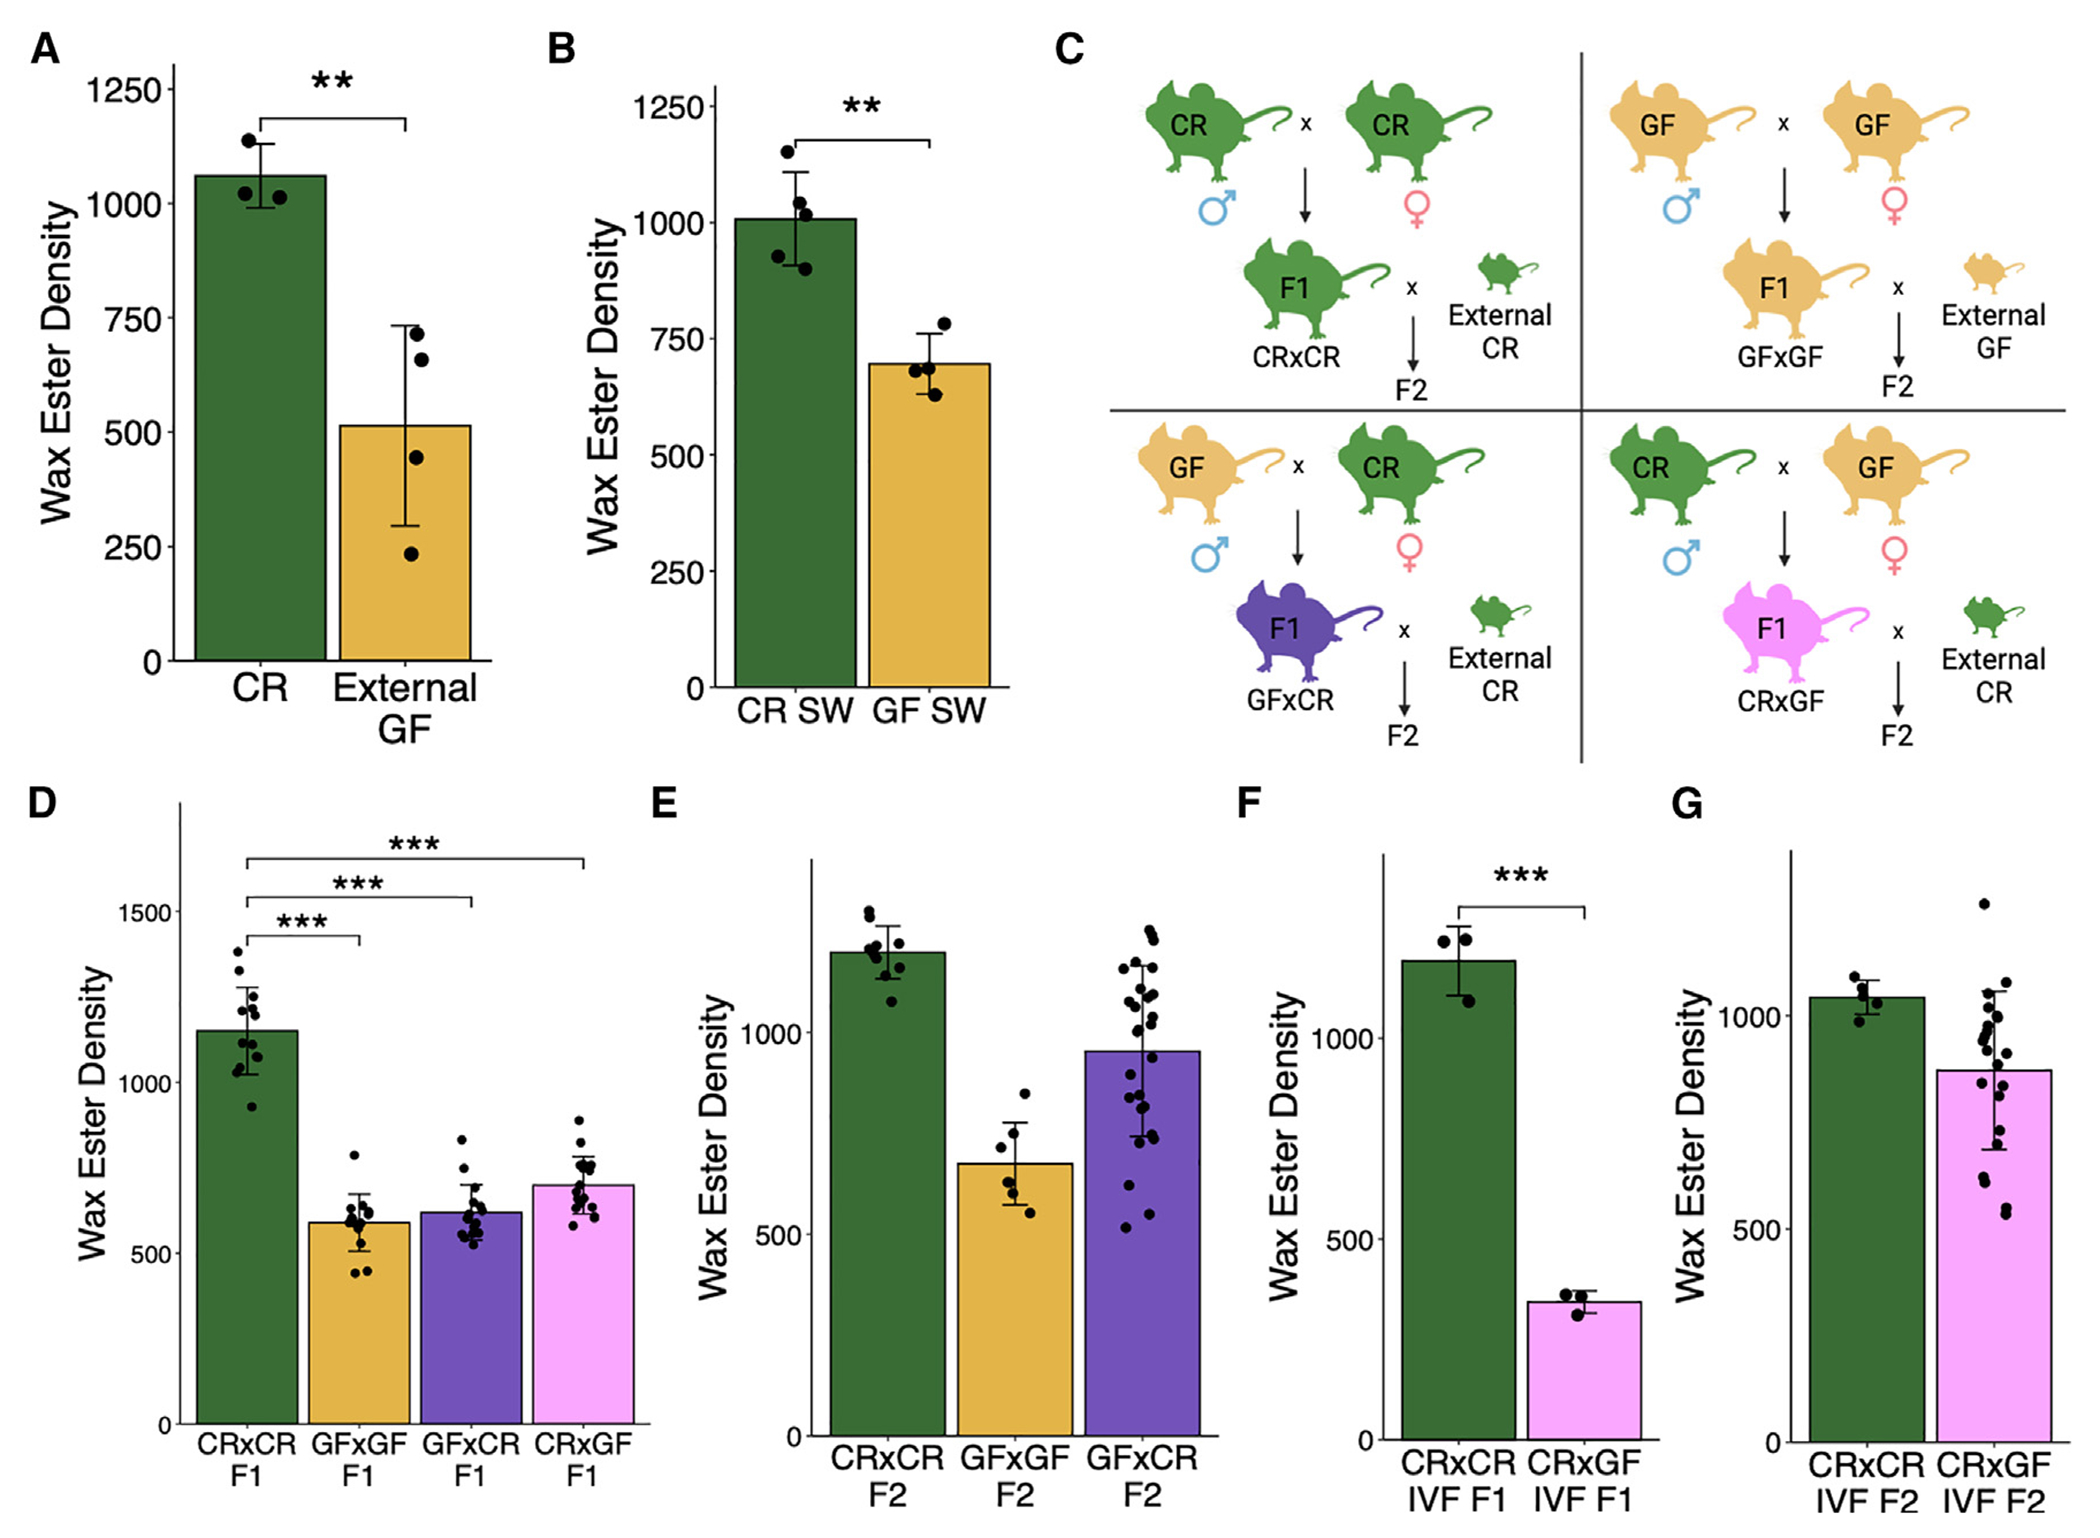
Sebum phenotypes are transmitted to progeny transgenerationally from GF mice (A and B) TLC quantification of hair wax esters from (A) CR or GF mice from the UNC gnotobiotic core (*n* = 3 or 4 mice/group) and (B) CR or GF Swiss-Webster mice (*n* = 4 or 5 mice/group). (C) Breeding scheme for transgenerational experiments. (D–G) TLC quantification of hair wax esters from the progeny of combinatorial CR and GF natural breeding in the (D) F_1_ (*n* = 13 to 17 mice/group, two F_0_ breeding pairs/group) and (E) F_2_ (*n* = 7 to 27 mice/group, two F_1_ breeding pairs/group) generations and mice derived from IVF and the resulting (F) F_1_ (*n* = 3 mice/group) and (G) F_2_ (*n* = 6 or 22 mice/group) generations. All experiments performed 2–3 times. **p < 0.01, ***p < 0.001 by Student’s *t* test. Data are shown as mean ± SD. See also Figure S3.

**Figure 4.**
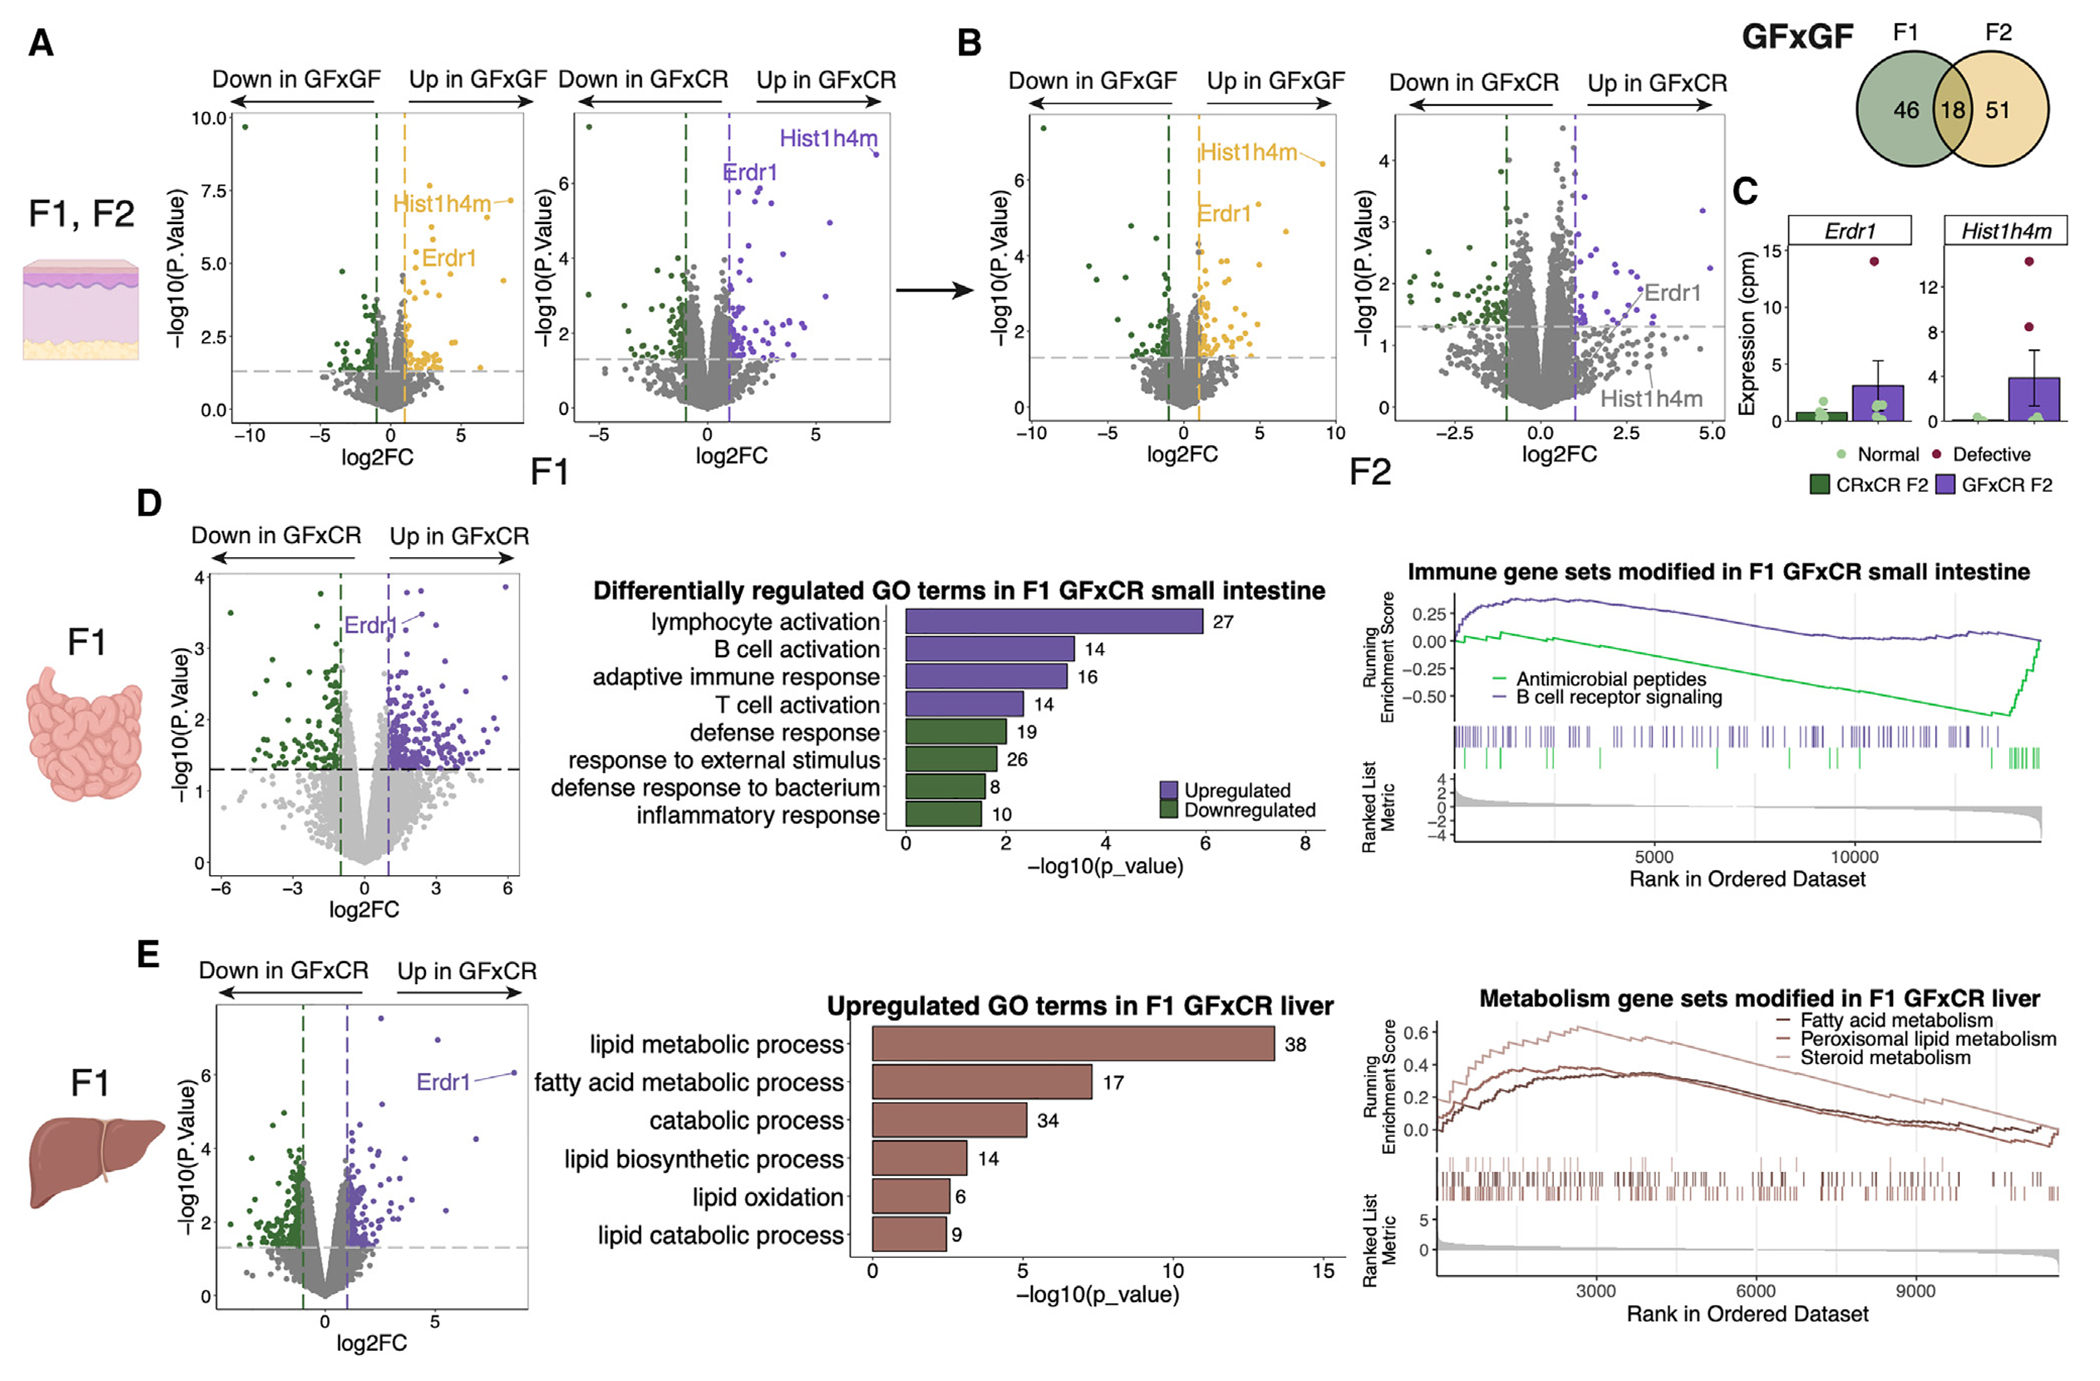
GF barrier and metabolic tissue display transgenerational transcriptional dysfunction (A–C) Gene expression by RNA-seq of F_1_ and F_2_ CR×CR, GF×GF, and GF×CR back skin (*n* = 3–6 mice/group). Volcano plots representing pairwise group comparisons of DEGs across (A) F_1_ and (B) F_2_ generations, highlighting two common genes and a Venn diagram highlighting all common genes between F_1_ and F_2_ GF×GF skin. (C) Counts per million of two F_1_ DEGs with bimodal expression in F_2_. (D) Gene expression by RNA-seq of F_1_ CR×CR and GF×CR small intestine (*n* = 3 or 4 mice/group) including DEGs, GO terms, and GSEA showing upregulated and downregulated pathways. (E) Gene expression by RNA-seq of F_1_ and CR×CR and GF×CR liver tissue (*n* = 3 or 4 mice/group) including DEGs, GO terms, and GSEA showing upregulated pathways. The number of genes within the dataset within each GO term is listed beside the bar. Genes in GSEA plot are shown in ranked order by running enrichment scores. Sequencing experiments were performed once. Data in bar plot are shown as mean ± SD. See also Figure S4.

**Figure 5.**
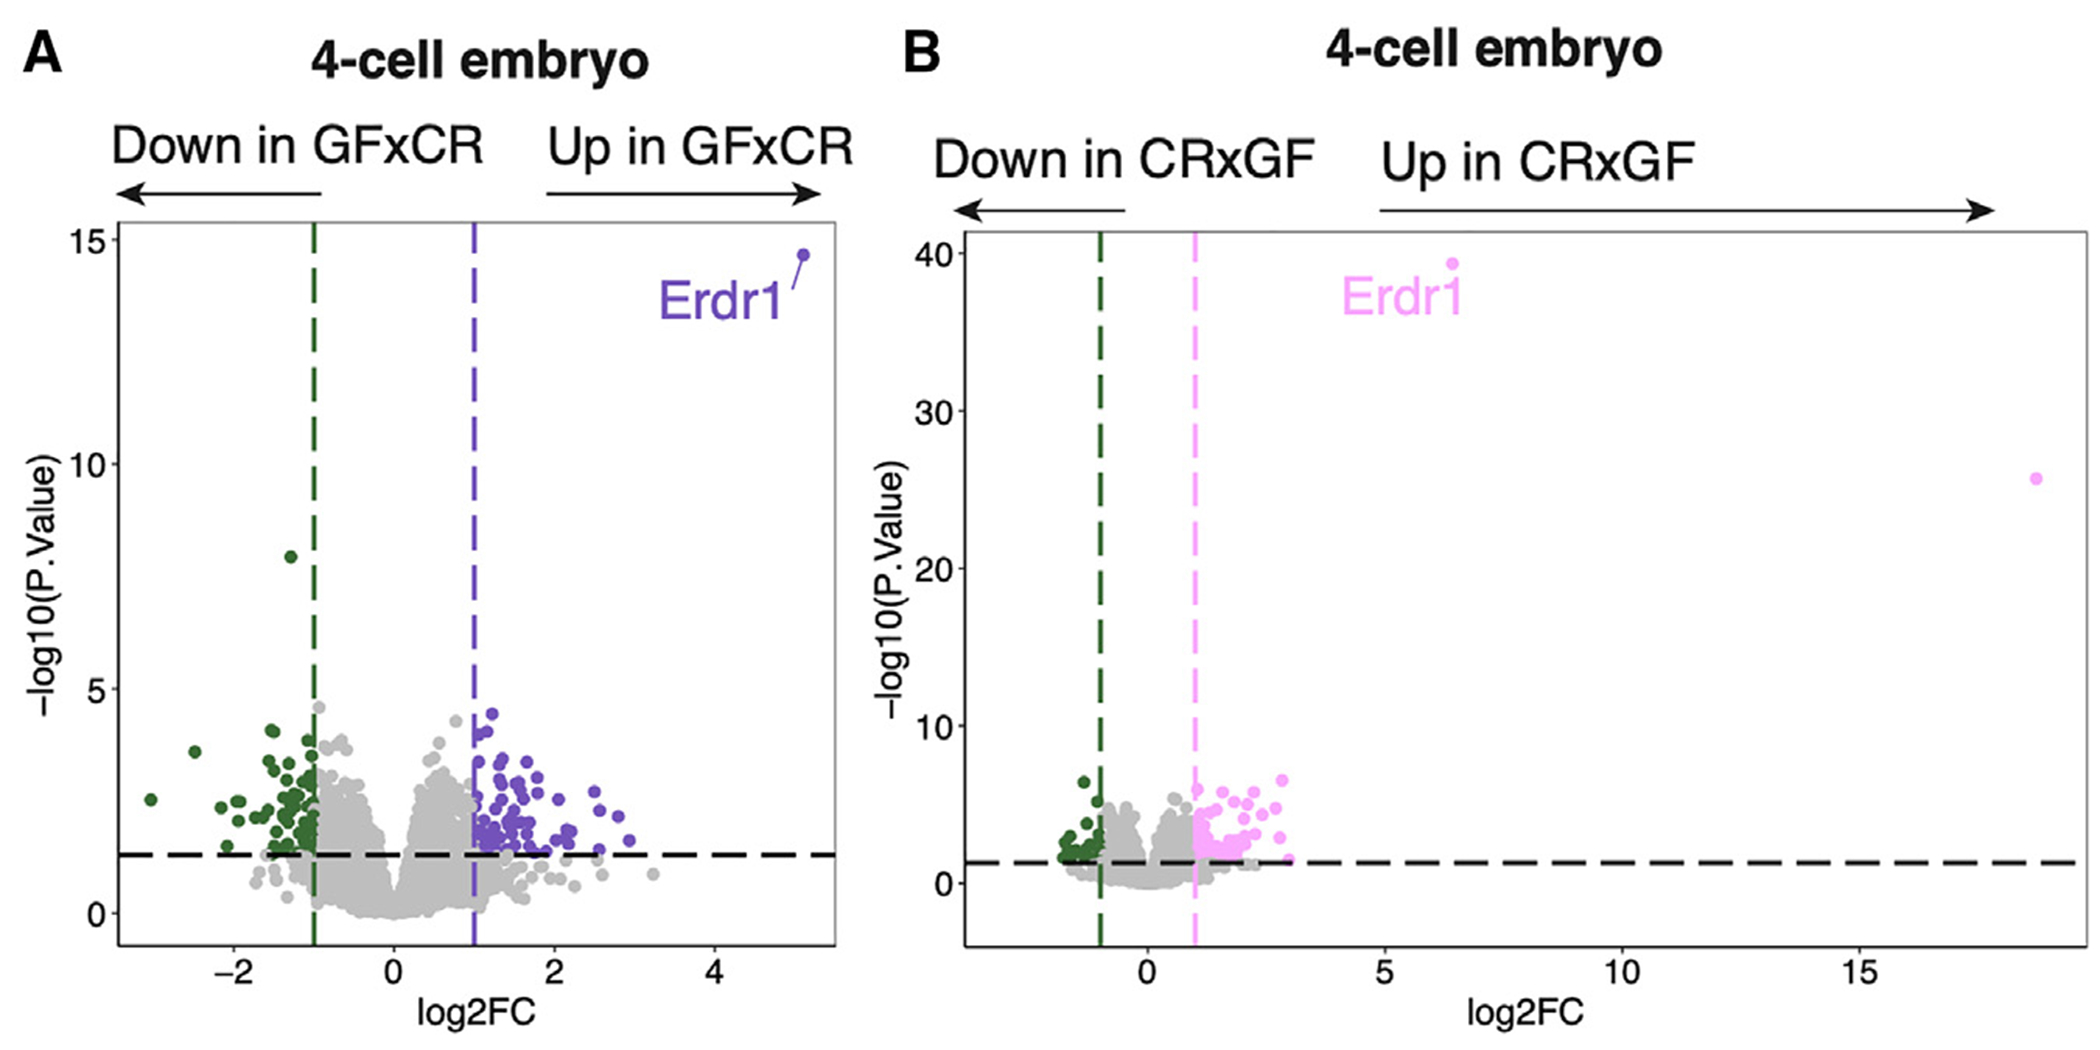
Early embryos from GF mice exhibit a distinct gene expression profile Gene expression by RNA-seq of CR×CR vs. GF×CR (A) and CR×CR vs. CR×GF (B) 4-cell embryos (*n* = 9–25 embryos/group, collected over three biological replicates of IVF). DEGs are defined as log_2_ fold change >1 or < −1, *p* < 0.05. Sequencing experiments were performed once. See also Figure S4.

**Figure 6.**
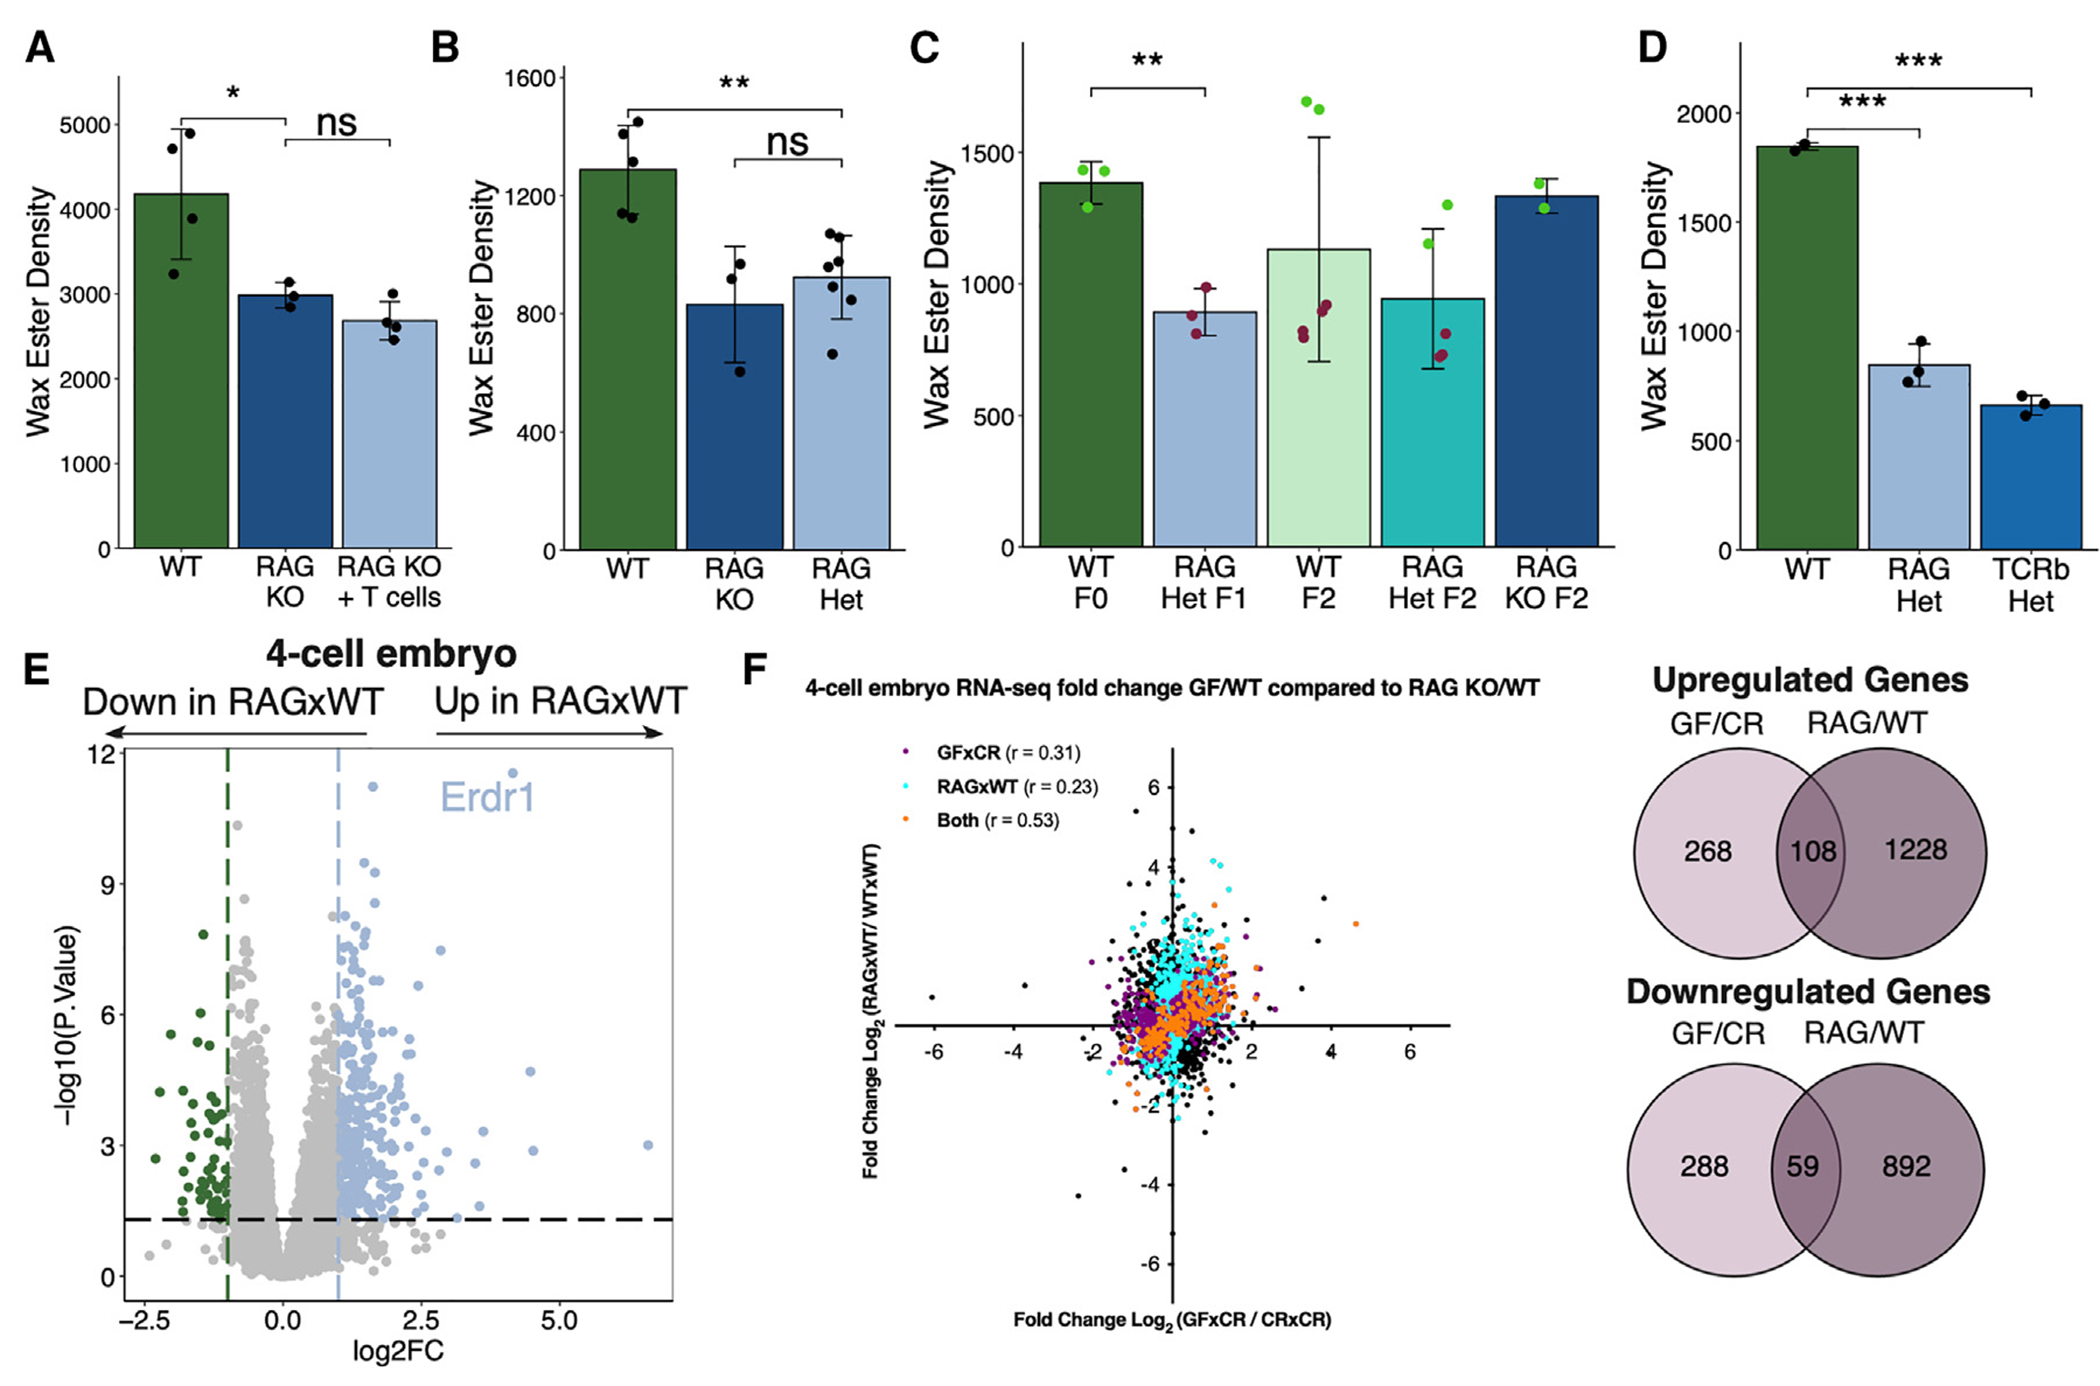
T cell-deficient mice display a sebum secretion defect that is non-genetically transmitted to progeny transgenerationally (A–D) TLC quantification of hair wax esters from (A) WT or *Rag2*^−/−^ mice with or without reconstitution by T cells (*n* = 3 or 4 mice/group). (B) WT, *Rag2*^−/−^, and F_1_ *Rag2*^+/−^ mice (*n* = 3–7 mice/group). (C) WT, F_1_ *Rag2*^+/−^, and F_2_ WT, *Rag2*^+/−^, and *Rag2*^−/−^ mice (*n* = 2–6 mice/group). Point colors represent physiologic (green) or defective (red) levels of sebum secretion. (D) F_1_ WT, *Rag2*^+/−^, and *TCRβ*^+/−^ mice (*n* = 3 mice/group). (E) Gene expression by RNA-seq of WT and RAG×WT 4-cell embryos (*n* = 21 or 25 embryos/group, collected over three biological replicates of IVF). (F) Pearson correlation analysis of GF vs. *Rag2*^−/−^ embryo gene expression on genes filtered for *p* value <0.05 (purple: significant only in GF-derived embryos; blue: significant only in *Rag2*^−/−^-derived embryos; orange: significant in both GF- and *Rag2*^−/−^-derived embryos), with DEGs shared between GF and *Rag2*^−/−^ embryos quantified. Sequencing experiments were performed once. All other experiments were performed 2 or 3 times. ns, not significant, *p < 0.05, **p < 0.01, and ***p < 0.001 by Student’s t test. Data are shown as mean ± SD. See also Figures S4 and S5.

**Figure 7.**
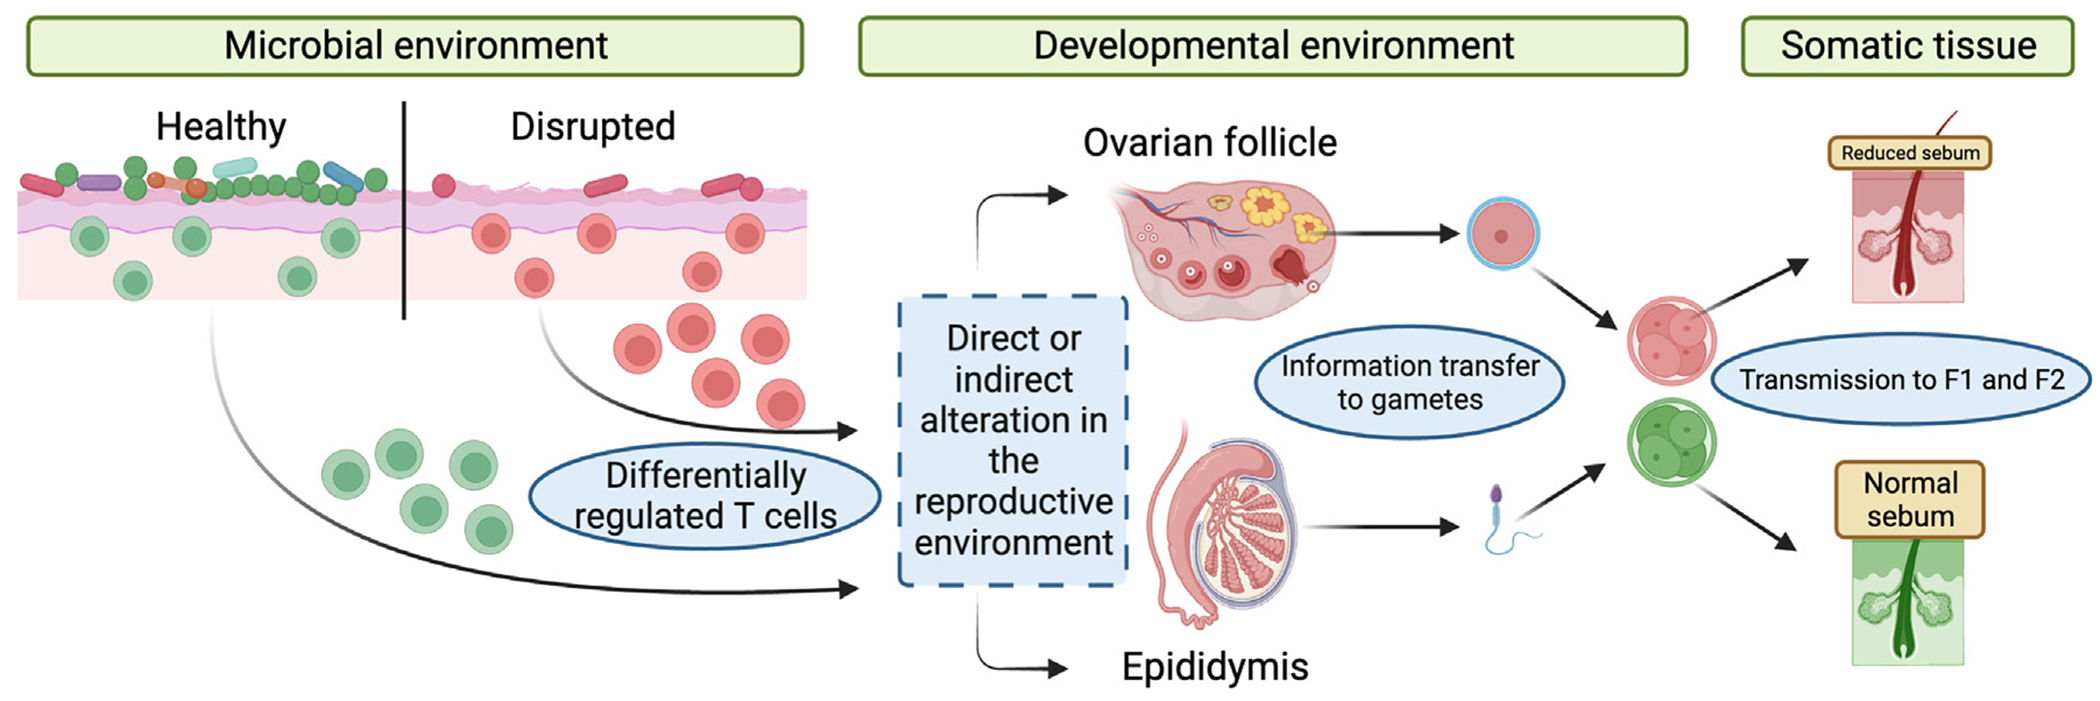
Microbial and immune alterations lead to heritable and persistent phenotypic diversity in progeny Model for microbial- and immune-mediated transgenerational epigenetic inheritance. Environmental perturbations lead to alterations in the microbiota and barrier immune cell population. These shifts affect the epigenetic information in gametes, which then lead to downstream differential embryonic gene expression and somatic phenotypes in adult mice.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
PE Mouse Anti-Mouse CD45.2	BD Biosciences	Cat#560695; RRID:AB_1727493
PE/Cyanine7 anti-mouse TCR β chain Antibody	BioLegend	Cat#109222; RRID:AB_893627
FITC anti-mouse CD4 Antibody	BioLegend	Cat#100510; RRID:AB_312713
PerCP/Cyanine5.5 anti-mouse CD8a Antibody	BioLegend	Cat#100734; RRID:AB_2075239
Chemicals, peptides, and recombinant proteins		
Chloroform	Sigma-Aldrich	Cat#288306
Methanol	Sigma-Aldrich	Cat#322415
Hexane	Sigma-Aldrich	Cat#296090
Diisopropyl ether	Sigma-Aldrich	Cat#673803
Acetic acid	Sigma-Aldrich	Cat#695092
Benzene	Sigma-Aldrich	Cat#401675
Copper (II) sulfate	Sigma-Aldrich	Cat#451657
Phosphoric acid	Sigma-Aldrich	Cat#345245
TLC non-polar lipid mixture A	Cayman Chemical	Cat#29377
TRIzol reagent	ThermoFisher	Cat#15596026
Glycogen	ThermoFisher	Cat#AM9510
Taqman Fast Advanced Master Mix	ThermoFisher	Cat#4444557
RPMI 1640 media	ThermoFisher	Cat#11875093
Fetal bovine serum	R&D Systems	Cat#S11150
Liberase TL	Roche	Cat#5401020001
Deoxyribonuclease I from bovine pancreas	Sigma-Aldrich	Cat#DN25
CompBeads Anti-Rat and Anti-Hamster Ig κ/Negative Control Compensation Particles	BD Biosciences	Cat#552845
CountBright Absolute Counting Beads	ThermoFisher	Cat#C36950
4% Paraformaldehyde	Fisher Scientific	Cat#AAJ19943K2
ReadyLyse Lysozyme solution	Biosearch Technologies	Cat#R1810M
RNAClean XP Beads	Beckman Coulter	Cat#A63987
Critical commercial assays		
SuperScript VILO cDNA Synthesis Kit	ThermoFisher	Cat#11754050
LIVE/DEAD Fixable Near-IR Dead Cell Stain Kit	ThermoFisher	Cat#L10119
AllPrep DNA/RNA FFPE Kit	Qiagen	Cat#80234
Illumina Stranded Total RNA Prep, Ligation with Ribo-Zero Plus	Illumina	Cat#20040529
IDT for Illumina RNA UD Indexes Set A, Ligation	Illumina	Cat#20040553
NextSeq 500/550 High Output Kit v2.5 (150 Cycles)	Illumina	Cat#20024907
MasterPure Yeast DNA Purification Kit	Biosearch Technologies	Cat#MPY80200
PureLink Genomic DNA Mini Kit	Invitrogen	Cat#K182002
DNeasy PowerSoil Pro Kit	Qiagen	Cat#47014
Quick-16S^™^ NGS Library Prep Kit	Zymo Research	Cat#D6400
NextSeq 1000/2000 P1 Reagents(600cycles)	Illumina	Cat#20075294
Mouse TSLP Quantikine ELISA Kit	R&D Systems	Cat#MTLP00
EasySep Mouse T cell Isolation Kit	Stemcell Technologies	Cat#19851
NovaSeq 6000 SP Reagent Kit v1.5 (100 cycles)	Illumina	Cat#20028401
Nextera XT DNA Library Preparation Kit	Illumina	Cat#FC-131-1096
Deposited data		
Generated RNA-sequencing data	Gene Expression Omnibus	GEO: GSE240797
Experimental models: Organisms/strains		
Mouse: C57BL/6 WT	Charles River	Strain #556
Mouse: Germ-free C57BL/6 UPenn	University of Pennsylvania	GF-B6
Mouse: Germ-free Swiss-Webster	University of Pennsylvania	GF-SW
Mouse: Germ-free C57BL/6 UNC	University of North Carolina-Chapel Hill	UNC GF-B6
Mouse: C57BL/6 *Rag2*^−/−^	Jackson Laboratories	Strain #008449
Mouse: C57BL/6 *TCRβ*^−/−^	Jackson Laboratories	Strain #002116
Mouse: C57BL/6 *Scd1*^−/−^	Jackson Laboratories	Strain #006201
Oligonucleotides		
Taqman *Tslp* murine assay	ThermoFisher	Mm01157588_m1
Recombinant DNA		
Control-AAV	University of Pennsylvania Vector Core	AAV8.TBG.PI.eGFP.WPRE.bGH
TSLP-AAV	University of Pennsylvania Vector Core	AAV8.TBG.PI.mTSLP.IRES.eGFP.WPRE.bGH
Software and algorithms		
Adobe Photoshop 2023	Adobe	https://www.adobe.com/products/photoshop.html
FlowJo Software version 10.10	BD Biosciences	https://www.flowjo.com/solutions/flowjo
R statistical computing environment version 4.2	R	https://www.r-project.org/
RStudio version 2022.02.1	Posit	https://posit.co/download/rstudio-desktop/
Kallisto pseudoalignment program	Bray et al.^71^	https://pachterlab.github.io/kallisto/
R package: edgeR	Robinson et al.^72^	https://bioconductor.org/packages/release/bioc/html/edgeR.html
R package: Limma	Ritchie et al.^73^	https://bioconductor.org/packages/release/bioc/html/limma.html
R package: gprofiler2	Kolberg et al.^74^	https://cran.r-project.org/web/packages/gprofiler2/index.html
R package: msigdbr	Liberzon et al.^75^	https://cran.r-project.org/web/packages/msigdbr/index.html
R package: clusterprofiler	Wu et al.^76^	https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html
QIIME 2	Boylen et al.^77^	https://qiime2.org/
DADA2	Callahan et al.^78^	https://benjjneb.github.io/dada2/
Greengenes reference database	McDonald et al.^79^	https://greengenes.secondgenome.com/
ImageJ 1.52q	NIH	N/A
Adobe Illustrator 2023	Adobe	https://www.adobe.com/products/illustrator.html
Biorender	Biorender	https://www.biorender.com/
Other		
Thin-Layer Chromatography plate	Sigma-Aldrich	Cat#100390
TissueTube TT05M XT tissue bags	Covaris	Cat#520140
cryoPREP Automated Dry Pulverizer (110V)	Covaris	Cat#CP02
ViiA7 Real-Time PCR	ThermoFisher	Cat#4453536
LSR Fortessa cell analyzer	BD Biosciences	N/A
LMD 7000 Laser Capture Microdissection system	Leica Microsystems	LMD7000
Polyethylene naphthalate LCM slides	Leica Microsystems	Cat#11505158
Qubit 2.0 Fluorometer	ThermoFisher	N/A
2100 Bioanalyzer Instrument	Agilent	N/A
NextSeq 550 System	Illumina	N/A
NextSeq 1000 System	Illumina	N/A
NextSeq 2000 System	Illumina	N/A
NovaSeq 6000 System	Illumina	N/A
6″ Sterile Standard Foam Swab w/Polystyrene Handle	Puritan	Cat#25-1506
Blood Agar (TSA with Sheep Blood) Medium	Thermo Scientific	Cat#R01200
Eppendorf Safe-Lock Tubes	Eppendorf	Cat#022600044
PowerBead Tubes, Ceramic 1.4 mm	Qiagen	Cat#13113-50
Keyence VHX-6000 digital microscope system	Keyence	VHX-6000
TapeStation 4200	Agilent	N/A

## Highlights

- Germ-free and T cell-deficient mice show defects in barrier tissue function
- Defects persist transgenerationally via non-genetic inheritance
- Immune-microbe-influenced inheritance is transmitted by the germlines of both sexes
- The microbiome and immune system impact embryonic gene expression of progeny

How the deposited data were processed for this re-analysis (not part of the article)

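RNA-seq of 208 samples in 21 groups was analysed: laser-captured SGs, back skin, distal ileum and liver of mice, and single 4-cell embryos (46 h) and morulae (72 h) after IVF. The CPM values of SGs, skin, ileum and liver are as deposited by the authors, and each sample sums to nearly 1000000. The authors assigned reads of SGs, skin and ileum with Kallisto to Ensembl genes in a pipeline under R 4.2, and their later filter at 1 CPM, scaling by trimmed means and voom are not in these values. Liver reads were mapped with RSEM, and although the methods name TPM, low liver values are multiples of 1 step per sample for genes of every length, so the authors' values were taken as CPM. The embryo values were taken as TPM, which the authors made with RSEM on mm10 and deposited under the name CPM, as every embryo sums to 1000000 and low values share no step. No version of Kallisto or RSEM is given. The analysis was designed for CPM, and the same test was used for TPM. CR×CR skin mice stand in separate tables for each comparison, and each comparison was tested within its own table. In SG and skin tables 27 genes whose names had turned into dates were left out.

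Values were tested as log2(value + 0.5) with limma 3.58.1 in R 4.3.3, with a trend of variance on mean and Benjamini-Hochberg adjustment, in 13 comparisons of 2 groups, over genes at 1 or more in as many samples as the smaller group holds. Genes at an adjusted p under 0.05 and at the study's threshold (a log2 fold change beyond 1 with p under 0.05, adjusted for SGs) were counted, and the test was checked on simulated data. Tools for read counts were not used here, since the values are CPM and TPM. Gene lists (50, each tested with at least 3 members) went through camera with a preset correlation of 0.01 and with an estimated one. The lists written about are those the paper's claims concern and those past the preset test, the latter known only after the data were seen, each with up to 4 members of smallest p. Genes named by rule are the 10 largest rises and falls at an adjusted p under 0.05 and a log2 fold change beyond 1, without overlap where groups hold up to 10 samples, filled up by smallest p, and the genes the paper names (Erdr1, Hist1h4m, Tslp, Scd1 and Rag2). Genes with a predicted name are outside the rule, and those named were chosen after their values were seen. Permutation tests of single genes were exact or used 100000 resamples, and up to 100 splits were fitted per comparison.

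Depth, estimated from the step between low CPM values, ran from about 2.6 M reads in ileum to 24.7 M in skin, so 1 CPM is about 3 reads in the smallest sample, and TPM tables give no depth. Replicate numbers were taken to pair mice where every pair correlated above 0.1, which held for ileum only (0.21 to 0.27 over 3 pairs), from the values and not from the labels. Embryos fall into 2 sets by which of Marchf2 and Mtarc2 holds the higher value, found after the data were seen, and the labels give neither the IVF experiment nor the sex. Alternatives were pseudocounts of 0.1 and 1, no filter and a filter at 5, no fold limit, median ratio scaling, quantile normalization, array quality weights, Y-linked genes as a covariate, the replicate number as a block, leaving out each mouse, all groups of a stage in 1 fit, and leaving out embryos with under 50 percent of the median number of genes. Controls of the same set and the number of genes per embryo as a covariate were added after the data were seen. Sebum, qPCR, flow cytometry and the epidermis data were not analysed here, and results for a few genes are not reported here.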

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

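Tests chosen after the result was seen are those of a variant of the GF line, of reads moved between copies, of scaling to the same total, of the share of epithelial cells, of controls from another set (GF×CR and RAG×WT embryos) and the splits of CR×CR embryos between sets, and the sets themselves were formed after the data were seen.

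Samples far from the others of their group were Hist1h4m in F1 CR×CR skin of mouse 5 (0.313 CPM, the other 4 at 0) and in F2 CR×CR skin of mouse 3 (0.347 CPM, the other 4 at 0), Erdr1 in F2 GF×CR skin of mouse 4 (14 CPM, the others from 0.116 to 1.43), and the number of genes at 1 CPM or more in F2 GF×CR skin of mouse 6 (15317, the others from 16167 to 16612). These are 4 of 20 tests of a group. Where the other 4 mice are at 0, any value above 0 is flagged, as for Hist1h4m. The rate of about 1 in 20, which holds for normally distributed values, does not apply there, so the count does not measure an excess. Groups of embryos differed from each other at an adjusted p under 0.05 (limma, Benjamini-Hochberg): GF×CR and RAG×WT 4-cell embryos in 359 genes, GF×CR and CR×GF 4-cell embryos in 2 genes (Sod1 and Tescl, both lower in GF×CR), and GF×CR and RAG×WT morulae in 3878 genes. With each group set against the CR×CR embryos of its own set, these were 0 (333 at an unadjusted p under 0.05 in limma), 2 and 494. The folds behind the 2 could not change, as GF×CR and CR×GF embryos both lie in set 1 and the same controls cancel. Called genes went from a median log2 fold change of 0.55 (median standard error 0.14) to 0.18 (0.23) for the higher and from -1.17 (0.31) to -0.38 (0.52) for the lower ones in 4-cell embryos, and from 0.45 (0.12) to 0.39 (0.17) and from -0.91 (0.25) to -0.60 (0.35) in morulae, so calls ended with smaller folds and wider errors. Gm21451, a gene the paper does not discuss, was higher in F1 GF×GF skin with a log2 fold change of 4.34.

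For each count, splits of the same samples into groups of the same sizes were fitted, and the real count, the number of splits that reach it with the real one included, and the highest count of the other splits are given in parentheses. In SGs of F0 mice 10 splits are too few for a share under 0.05 (165 genes, 1 of 10, highest other 2). The share of splits was under 0.05 for skin F1 GF×CR at an adjusted p under 0.05 (9 genes, 2 of 56, 175), skin F2 GF×GF at an adjusted p under 0.05 (7 genes, 2 of 56, 102), 4-cell embryos, GF×CR against CR×GF (2 genes, 2 of 100, 5), 4-cell CR×GF at an adjusted p under 0.05 against the CR×CR embryos of the same set (13 genes, 1 of 100, 2), morula GF×CR at an adjusted p under 0.05 against the CR×CR embryos of the same set (1270 genes, 1 of 100, 2), morula RAG×WT at an adjusted p under 0.05 against the CR×CR embryos of the same set (3 genes, 1 of 100, 1), morulae, CR×CR embryos of set 2 against set 1 (1076 genes, 1 of 100, 148). With no correction for the number of counts tested, a share of 2 of 56 or 2 of 100 does not exclude chance. For the counts with 1 of 100 no other split reached the real one, but embryos of 1 IVF experiment are taken as exchangeable there. For 4-cell CR×GF at an adjusted p under 0.05 (36 genes, 1 of 100, 2), 4-cell RAG×WT at the study's threshold (551 genes, 1 of 100, 255), 4-cell RAG×WT at an adjusted p under 0.05 (515 genes, 1 of 100, 1), morula GF×CR at the study's threshold (906 genes, 1 of 100, 210), morula GF×CR at an adjusted p under 0.05 (3287 genes, 1 of 100, 3), morula RAG×WT at the study's threshold (88 genes, 2 of 100, 107), morula RAG×WT at an adjusted p under 0.05 (281 genes, 1 of 100, 11), 4-cell embryos, GF×CR against RAG×WT (359 genes, 1 of 100, 11), morulae, GF×CR against RAG×WT (3878 genes, 1 of 100, 471), the splits mix embryos of the 2 sets while each tested group lies in 1 set, so they set chance aside for group and set together and do not part the 2; within sets the counts are 1270 for morula GF×CR, 3 for morula RAG×WT, 13 for 4-cell CR×GF, 0 for 4-cell RAG×WT (388 genes at an unadjusted p under 0.05 in limma), and, for GF×CR against RAG×WT, 494 in morulae and 0 in 4-cell embryos (333 at an unadjusted p under 0.05). The share was 0.05 or more, so that chance stays open, for skin F1 GF×GF at the study's threshold (125 genes, 11 of 56, 404), skin F1 GF×GF at an adjusted p under 0.05 (15 genes, 3 of 56, 549), skin F1 GF×CR at the study's threshold (124 genes, 8 of 56, 320), skin F2 GF×GF at the study's threshold (90 genes, 35 of 56, 527), skin F2 GF×CR at the study's threshold (38 genes, 52 of 100, 561), intestine F1 GF×CR at the study's threshold (281 genes, 14 of 35, 2304), liver F1 GF×CR at the study's threshold (454 genes, 2 of 35, 485), liver F1 GF×CR at an adjusted p under 0.05 (4 genes, 2 of 35, 7), 4-cell GF×CR at the study's threshold (207 genes, 29 of 100, 640), 4-cell CR×GF at the study's threshold (672 genes, 5 of 100, 891), 4-cell embryos, CR×CR embryos of set 2 against set 1 (1 gene, 20 of 100, 279). For skin F2 GF×CR at an adjusted p under 0.05 (0 genes, 100 of 100, 4491), intestine F1 GF×CR at an adjusted p under 0.05 (0 genes, 35 of 35, 2137), 4-cell RAG×WT at an adjusted p under 0.05 against the CR×CR embryos of the same set (0 genes, 100 of 100, 27), every split reaches a count of 0, so the splits say nothing there. For 4-cell GF×CR at an adjusted p under 0.05 (1 gene, 7 of 100, 1) and 4-cell GF×CR at an adjusted p under 0.05 against the CR×CR embryos of the same set (1 gene, 7 of 100, 2), the gene is Erdr1, and a split reaches the count whichever gene it calls, so the count says nothing about Erdr1 itself, for which 14 of 15 embryos lay above the highest control in both (permutation test with 100000 resamples, two-sided, p = 1e-05). Splits of skin and ileum that call many more genes than the real one point to a structure among the mice that is not their group. In ileum, of the 7 other splits that part all 3 pairs of mice with the same number, 2 reach the real count of 281, with a highest count of 559, while splits that part 1 pair reach 2304. The splits within a set leave out Marchf2 and Mtarc2, which define the sets, so the count for GF×CR morulae is 1270 there and 1271 with them.

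In GF×GF skin of both generations Hist1h4m, Erdr1 and Gm21451 were higher and Gm28438 and 3300005D01Rik lower. A sequence or copy number variant of the GF line may explain this, since the shift in F1 GF×CR skin was a median of 0.45 of that in F1 GF×GF skin, though Erdr1 (0.23) and Gm21451 (0.17) lie below and Gm28438 lay above every CR×CR mouse in 6 of 6 F2 GF×CR mice. Reads moved between near-identical copies also stay open for Hist1h4m, as its sum with Hist1h4n had a log2 fold change of 0.3 with overlapping values, although in F0 SGs the sum rose by 1.02 without overlap. A change of expression passed on without a variant, which the crosses were made to test, stays open too.

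On the deposited scale most genes called in GF×CR morulae were lower (2969 of 3287). With median ratio scaling 1779 were lower and 896 higher, and with quantile normalization 705 were lower and 557 higher. Controls from another set are not the whole cause of the lower values, since 1027 genes were lower against the CR×CR morulae of the same set. They may account for part of the calls: 1271 genes were called against the 21 CR×CR morulae of the same set. In 20 draws of 21 CR×CR morulae from the other set, 2940 to 3649 genes were called (median 3031). From all controls to the same set, the median log2 fold change of the called lower genes went from -0.82 to -0.69. Scaling to the same total is not the whole cause either. It shifts genes of all levels alike, while the gap between the medians of genes at 20 to 100 TPM and over 100 TPM differed by -0.21 within the set (-2.77 ± 0.25 in 17 GF×CR and -2.56 ± 0.12 in 21 CR×CR morulae, permutation test, p = 0.00048). Whether fewer genes detected per embryo account for the lower values stays undecided: the slope within CR×CR morulae gives 0.24 of the shift (0.18 for the 445 genes over 20 TPM, while the bound of 0.2 was written for all lower genes), but with that number as a covariate the calls within the set went from 1271 to 1 (1028 genes at an unadjusted p under 0.05 in limma), because their median log2 fold change fell from -0.86 to -0.39 with a median standard error of 0.25 before and after. That number is counted from the same TPM values that were tested. A true fall of many genes would lower it too, so the fit with this covariate cannot decide the question. For RAG×WT embryos, controls from another set may explain part of the calls: in morulae 3 genes passed against the same set and 1706 against the other, and from all controls to the same set the median log2 fold change of called genes went from 0.56 to 0.31 (standard errors 0.15 and 0.16) for higher and from -0.43 to -0.35 (0.12 and 0.13) for lower genes. An effect of the GF or RAG father stays open for both. The paper obtained GF, Rag2-deficient and CR mice from different sources. These embryos cannot part a father's source from his lack of microbes or lymphocytes.

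The median of B cell genes lay higher in GF×CR ileum (1.84), but their mean per mouse did not separate the groups (difference 1.65, exact permutation test, p = 0.343). This test does not use the mouse number. Among mice of the same number, the GF×CR mouse had the higher mean each time (5.76 and 1.85, 2.58 and 2.37, 7.03 and 2.53). Every GF×CR mean lay above those of CR×CR mice 1, 2 and 3, so any pairing of these mice gives the same outcome. CR×CR mouse 5, which has no partner, lay above all of these means. A different amount of follicle tissue in each piece may explain this, since the deviations of B cell and follicle genes from the group means correlated with r = 0.99 over the 7 mice, and CR×CR mouse 5 had the highest B cell mean (7.13 on the log2 scale). A lower share of epithelial cells would raise T cell, myeloid and smooth muscle genes along with B cell genes. The medians of these lists were -0.06, 0.04 and -0.87, so this rise was not seen, and enterocyte genes lay higher (0.22). The bound of 1 written for setting this explanation aside was missed, as the medians lay 0.91 apart. They lay 1.08 apart, past it, with the mouse number as a block and without CR×CR mouse 5. A change in B cells from the GF father stays open.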

How the results depend on the processing

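Tests added after the results were seen are those with CR×CR embryos of the same set, with each group set against the CR×CR embryos of its own set, and with the number of genes per embryo as a covariate. Below, "threshold" is the count of genes at the study's threshold and "adjusted" the count at an adjusted p under 0.05 in limma. Of the counts and main values recomputed under the alternatives, 504 kept their side and size, 129 moved by more than 1.5 times and 6 no longer passed; of the values of single genes 8332 kept side and direction, 762 no longer passed, 263 newly passed, 12 moved and 68 changed sign. With no fold cutoff: SG F0 threshold 327, skin F1 GF×GF threshold 1488, skin F1 GF×CR threshold 1186, skin F2 GF×GF threshold 293, skin F2 GF×CR threshold 365, intestine F1 GF×CR threshold 666, liver F1 GF×CR threshold 1846, 4-cell GF×CR threshold 508, 4-cell CR×GF threshold 1214, 4-cell RAG×WT threshold 2032, morula GF×CR threshold 4522, morula RAG×WT threshold 2026, skin GF×GF F1 and F2: shared 37, skin F1 shared 380. With no filter on low values: SG F0 threshold 49, SG F1 threshold 5, skin F1 GF×GF adjusted 7, skin F1 GF×CR adjusted 5, Erdr1: skin F1 GF×CR 2.09 (no longer passed), 4-cell CR×GF adjusted 9, 4-cell RAG×WT adjusted 309, morula RAG×WT adjusted 162, 4-cell GF×CR and RAG×WT: shared 129, 4-cell: GF×CR against RAG×WT 234. With array quality weights: SG F0 threshold 402, SG F1 threshold 51, skin F1 GF×GF threshold 357, skin F1 GF×GF adjusted 2377, skin F1 GF×CR threshold 190, skin F1 GF×CR adjusted 94, skin F2 GF×GF threshold 393, skin F2 GF×GF adjusted 662, skin F2 GF×CR threshold 136, skin F2 GF×CR adjusted 6, intestine F1 GF×CR threshold 1653, intestine F1 GF×CR adjusted 1348, liver F1 GF×CR threshold 302, liver F1 GF×CR adjusted 48, morula GF×CR threshold 375, morula RAG×WT adjusted 1214. With Y-linked genes as a covariate: SG F0 threshold 0, SG F1 threshold 0, skin F1 GF×GF adjusted 7, Erdr1: skin F1 GF×GF 3.39 (no longer passed), skin F2 GF×GF adjusted 4, 4-cell CR×GF adjusted 13, morula RAG×WT adjusted 70. With replicate block: SG F0 threshold 250, skin F1 GF×GF threshold 191, skin F1 GF×CR threshold 201, skin F1 GF×CR adjusted 129, skin F2 GF×CR threshold 70, intestine F1 GF×CR threshold 722, intestine F1 GF×CR adjusted 1, liver F1 GF×CR adjusted 239, 4-cell CR×GF adjusted 3, morula GF×CR adjusted 133, morula RAG×WT threshold 273, morula RAG×WT adjusted 1474, skin F1 shared 53. With pseudocount 0.1: skin F1 GF×GF threshold 195, skin F1 GF×CR threshold 192, 4-cell CR×GF adjusted 21, morula GF×CR threshold 1886, morula RAG×WT threshold 294. With filter at 5: skin F1 GF×GF threshold 73, skin F1 GF×CR threshold 65, skin F2 GF×GF threshold 43, skin F2 GF×CR threshold 9, intestine F1 GF×CR threshold 168, liver F1 GF×CR threshold 274, 4-cell GF×CR threshold 126. With median ratio scaling: skin F1 GF×GF threshold 81, morula GF×CR threshold 540. With quantile normalization: skin F1 GF×GF threshold 83, 4-cell CR×GF adjusted 56, 4-cell RAG×WT adjusted 285, morula GF×CR threshold 171, morula GF×CR adjusted 1262, morula RAG×WT adjusted 495. With pseudocount 1: skin F2 GF×CR threshold 22, 4-cell GF×CR threshold 129, morula GF×CR threshold 451, morula RAG×WT threshold 44. With all groups of the stage in one fit: 4-cell CR×GF adjusted 13. With CR×CR embryos of the same set only: 4-cell CR×GF adjusted 13, 4-cell RAG×WT threshold 269, 4-cell RAG×WT adjusted 0, Erdr1: 4-cell RAG×WT 1.81 (no longer passed), morula GF×CR adjusted 1271, morula RAG×WT adjusted 3, 4-cell GF×CR and RAG×WT: shared 12. With number of genes per embryo as a covariate: morula GF×CR threshold 134, morula GF×CR adjusted 2, morula RAG×WT adjusted 450. With an estimated correlation in camera, 0 gene lists passed after adjustment. With log2 fold change over 1: 4-cell GF×CR and RAG×WT: shared 29. With each group first set against the CR×CR embryos of its own set: 4-cell: GF×CR against RAG×WT 0, morula: GF×CR against RAG×WT 494. Leaving out 1 mouse gave these ranges, with the mouse named where a count moves by more than 1.5 times: Cd3d: intestine F1 GF×CR -0.95 to 0.11 (all mice -0.47), Erdr1: liver F1 GF×CR 6.1 to 6.69 (all mice 6.35), Erdr1: skin F1 GF×CR 1.98 to 2.19 (all mice 2.09), Erdr1: skin F1 GF×GF 3.47 to 4.28 (all mice 3.77), Erdr1: skin F2 GF×CR 0.59 to 1.07 (all mice 0.74), Erdr1: skin F2 GF×GF 3.85 to 4.26 (all mice 4.02), Hist1h4m: skin F1 GF×CR 4.13 to 4.33 (all mice 4.19), Hist1h4m: skin F1 GF×GF 4.72 to 4.94 (all mice 4.8), Hist1h4m: skin F2 GF×GF 5.16 to 5.61 (all mice 5.42), Lpl: skin F1 GF×GF -0.08 to 0.66 (all mice 0.27), Nnt: SG F1 -0.1 to 0.92 (all mice 0.41), Rag2: skin F1 GF×CR -0.17 to 0.18 (all mice -0.02), Rag2: skin F2 GF×CR -0.05 to 0.19 (all mice 0.03), Rag2: skin F2 GF×GF -0.07 to 0.36 (all mice 0.13), SG F0 threshold 38 without SG F0 CR replicate 1 to 412 without SG F0 GF replicate 3 (all mice 165), SG F1 threshold 2 without SG F1 CR×CR replicate 1 to 53 without SG F1 GF×GF replicate 1 (all mice 96), Scd1: skin F1 GF×CR -0.29 to 0.15 (all mice -0.11), Scd1: skin F2 GF×GF -0.16 to 0.29 (all mice 0.04), Tff3: intestine F1 GF×CR -0.8 to 0.04 (all mice -0.43), Wdfy1: SG F1 -0.18 to 0.01 (all mice -0.09), intestine F1 GF×CR adjusted 0 to 0 (all mice 0), intestine F1 GF×CR threshold 179 without intestine F1 GF×CR replicate 1 to 935 without intestine F1 GF×CR replicate 3 (all mice 281), liver F1 GF×CR adjusted 4 to 11 without liver F1 CR×CR replicate 1 (all mice 4), liver F1 GF×CR threshold 314 to 634 (all mice 454), skin F1 GF×CR adjusted 2 without skin F1 GF×CR replicate 2 to 10 (all mice 9), skin F1 GF×CR threshold 114 to 275 without skin F1 GF×CR replicate 1 (all mice 124), skin F1 GF×GF adjusted 8 without skin F1 CR×CR replicate 5 to 16 (all mice 15), skin F1 GF×GF threshold 110 to 318 without skin F1 GF×GF replicate 2 (all mice 125), skin F1 shared 24 to 38 (all mice 31), skin F2 GF×CR adjusted 0 to 1 without skin F2 GF×CR replicate 5 (all mice 0), skin F2 GF×CR threshold 36 to 65 without skin F2 CR×CR replicate 5 (all mice 38), skin F2 GF×GF adjusted 4 without skin F2 CR×CR replicate 3 to 9 (all mice 7), skin F2 GF×GF threshold 84 to 215 without skin F2 GF×GF replicate 3 (all mice 90), skin GF×GF F1 and F2: shared 14 to 22 (all mice 16). Log2 fold changes of single genes that changed sign with all mice were with Y-linked genes as a covariate, Scd1 in SG F0 0.05, Rag2 in SG F1 -0.08, Ide in SG F1 -0.19, Rag2 in skin F1 GF×GF 0.04, Rpl7l1 in skin F1 GF×GF 0.1, Hadhb in skin F1 GF×GF 0.01, Plin4 in skin F1 GF×GF 0.09, Rag2 in skin F1 GF×CR 0.03, Scd1 in skin F2 GF×GF -0.13, Rag2 in skin F2 GF×GF -0.09, Rag2 in skin F2 GF×CR -0.03, Tslp in 4-cell GF×CR 0.05. With quantile normalization, Scd1 in SG F1 0, Rag2 in skin F1 GF×GF 0.04, Plin4 in skin F1 GF×GF 0.01, Scd1 in skin F1 GF×CR 0.2, Rag2 in skin F1 GF×CR 0.12, Scd1 in skin F2 GF×GF -0.09, Tslp in 4-cell GF×CR 0.06, Tslp in 4-cell RAG×WT -0.08. With median ratio scaling, Rpl7l1 in skin F1 GF×GF 0.01, Plin4 in skin F1 GF×GF 0.05, Rag2 in skin F1 GF×CR 0.04, Tslp in 4-cell GF×CR 0.02. With array quality weights, Plin4 in skin F1 GF×GF 0.23, Rag2 in skin F1 GF×CR 0.27, Scd1 in skin F2 GF×GF -0.25, Xaf1 in skin F2 GF×GF 0.13, Usp18 in skin F2 GF×GF 0.05, Blk in skin F2 GF×GF 0.12, Cxcl10 in skin F2 GF×CR 0.09, Gbp3 in skin F2 GF×CR 0.09, Gbp2 in skin F2 GF×CR 0.1, Ifit2 in intestine F1 GF×CR -0.23, Tslp in 4-cell CR×GF -0.07, Scd1 in 4-cell CR×GF -0.06. With replicate block, Rag2 in skin F2 GF×GF -0.03, Tslp in 4-cell GF×CR 0.22, Marchf2 in morula GF×CR -0.07. With pseudocount 0.1, Tslp in 4-cell GF×CR 0. With number of genes per embryo as a covariate, Tslp in 4-cell GF×CR 0. With CR×CR embryos of the same set only, Tslp in 4-cell GF×CR 0.04, Marchf2 in 4-cell RAG×WT 0.88, Tslp in 4-cell RAG×WT -0.05, Marchf2 in morula GF×CR -0.06, Mtarc2 in morula RAG×WT -0.17, Marchf2 in morula RAG×WT 0.04, Rpl26 in morula RAG×WT 0.04. By the rule that every pair correlates above 0.1, the replicate numbers were taken to pair the mice in ileum only. There 2 of 3 mice correlated best with the mouse of their own number, and no label gives such a pairing. In the other comparisons the rule was not met, and in SG F0 2 of 3, SG F1 1 of 2, skin F1 GF×GF 1 of 3, skin F1 GF×CR 1 of 3, skin F2 GF×GF 1 of 3, skin F2 GF×CR 1 of 5, liver F1 GF×CR 1 of 3, 4-cell GF×CR 2 of 15, 4-cell CR×GF 1 of 9, 4-cell RAG×WT 1 of 21, morula GF×CR 0 of 17, morula RAG×WT 0 of 28 samples correlated best with the sample of their own number. The fit with a block holds only samples whose number occurs in both groups, and the counts that it moved are those given above. The cause was not tested, except that fewer or more genes are tested under a changed filter, and that leaving out a mouse leaves fewer samples. Depth limits the low values: with about 2.6 M reads in the smallest ileum sample and 3.7 M in the smallest SG sample, a gene at 1 CPM rests on fewer than 4 reads there.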

Differences from the paper's values

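Values against CR×CR embryos of the same set and with the number of genes per embryo as a covariate were chosen after the values were seen, and the other alternatives were set before the data were examined. Counts are at the paper's stated thresholds unless said otherwise, and a value meets the paper's when it is within 1.5 times of it.

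Genes higher in GF SGs numbered 45 in the paper and 80 here. The paper's value is met with median ratio scaling (60), quantile normalization (63), or when CR replicate 3 is left out (32), and not with the others (0 to 287). In GF×CR 4-cell embryos 48 genes were lower in the paper and 127 here. None of the alternatives (78 to 351) meets the paper's value. In CR×GF 4-cell embryos 223 genes were higher in the paper and 404 here. The paper's value is met with filter at 5 (251), quantile normalization (324), array quality weights (300), and not with the others (339 to 684). In GF×CR morulae 19 genes were higher in the paper and 10 here. The paper's value is met with pseudocount 0.1 (16), median ratio scaling (22), CR×CR embryos of the same set only (24, chosen after seeing the values), and not with the others (4 to 504). How many of the paper's own genes the same-set value drops was not tested, as no list of them was used here. Lower there were 158 in the paper and 896 here. None of the alternatives (61 to 4018) meets the paper's value. Genes shared by GF×CR and RAG×WT 4-cell embryos at an unadjusted p under 0.05 numbered 167 in the paper and 74 here. The paper's value is met with no filter on low values (129), and not with the others (12 to 97). The 74 are those with the same sign, which the paper does not ask for, and 92 genes passed in both in either direction.

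Genes called in F1 GF×GF skin but not in F2 numbered about 46 in Fig. 4B, read by eye, and 92 here, and no alternative was computed for this count. The figure gives F1 a total of about 64, read by eye, where the text has 139, so the 46 and the 92 come from unlike lists. Correlations of fold changes were about 0.31 in Fig. 6F, read by eye, for genes called in GF×CR only (0.53 here), about 0.23 in Fig. 6F, read by eye, for RAG×WT only (0.34 here), and about 0.53 in Fig. 6F, read by eye, for genes called in both (0.71 here). Against CR×CR embryos of the same set, chosen after seeing the values, they were 0.4, 0.21 and 0.25, and no other setting was computed. The log2 fold change of Erdr1 in CR×GF 4-cell embryos was about 6.4 in Fig. 5B, read by eye, and 4.26 here. None of the alternatives (3.68 to 5.49) meets the figure's value. In RAG×WT 4-cell embryos it was about 4.1 in Fig. 6E, read by eye, and 2.82 here. The figure's value is met with pseudocount 0.1 (3.65), and not with the others (1.81 to 3.14). For log2 fold changes and correlations a value meets the figure's when it differs by no more than its own error, and the correlations here carry none.

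The paper has both lipid synthesis and breakdown higher in GF×CR liver. Here the median log2 fold change was -0.10 over 18 genes of fatty acid synthesis and 0.09 over 23 of cholesterol synthesis, with Me1 (0.93) and Elovl5 (0.76) higher, and 0.43 over 32 genes of fatty acid oxidation, which goes the paper's way. Fig. 4D labels Erdr1 in small intestine, and the ileum table used here does not list this gene.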

Other observations

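No test was planned for the genes singled out here or for embryos within their set, and both were chosen after the values were seen. Gm28438 was at 0 CPM in every F1 and F2 GF×GF skin sample and, in 6 of 6 F2 GF×CR mice, above the highest CR×CR value. The sum of Hist1h4m and Hist1h4n had log2 fold changes of 1.02 in F0 SGs, 0.60 in F1 SGs, 0.30 in F1 GF×GF skin, 0.20 in F1 GF×CR skin, -0.45 in F2 GF×GF skin and -0.75 in F2 GF×CR skin, and its groups overlapped in all but F0 SGs.

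Gene sets of SGs that no claim of the paper is about, with adjusted p from limma's camera (Benjamini-Hochberg) at the preset correlation, were, in F1, nuclear genes of oxidative phosphorylation (74 genes, 3 higher and 0 lower at an adjusted p under 0.05, median 0.27, adjusted p = 1.05e-10, p = 0.0727 with an estimated correlation), histones (60 genes, 3 higher and 0 lower at an adjusted p under 0.05, median 0.35, adjusted p = 9.81e-11, p = 0.192 with an estimated correlation), MHC class II genes (7 genes, 0 higher and 0 lower at an adjusted p under 0.05, median 0.50, adjusted p = 0.0287, p = 0.0798 with an estimated correlation), epidermal genes (18 genes, 1 higher and 1 lower at an adjusted p under 0.05, median 0.23, adjusted p = 0.0287, p = 0.441 with an estimated correlation), fibroblast genes (12 genes, 0 higher and 0 lower at an adjusted p under 0.05, median -0.27, adjusted p = 0.0287, p = 0.358 with an estimated correlation), genes that differ between B6 substrains (5 genes, 1 higher and 0 lower at an adjusted p under 0.05, median 0.41, adjusted p = 0.0118, p = 0.168 with an estimated correlation). In F0 they were histones (59 genes, 2 higher and 0 lower at an adjusted p under 0.05, median 0.35, adjusted p = 0.0036, p = 0.386 with an estimated correlation), ribosomal proteins (82 genes, 0 higher and 0 lower at an adjusted p under 0.05, median 0.20, adjusted p = 0.0036, p = 0.444 with an estimated correlation). Of the substrain genes Entpd4 was 417 ± 44.7 CPM in GF×GF and 174 ± 7.4 CPM in CR×CR SGs of F1 mice (log2 fold change 1.25, adjusted p = 0.0108, limma, Benjamini-Hochberg).

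Against the CR×CR embryos of the same set, gene sets with an adjusted p under 0.05 in camera at the preset correlation (limma, Benjamini-Hochberg), of which none passed at an estimated correlation after adjustment over the lists, were replication-dependent histones in 4-cell CR×GF embryos (median 0.62, adjusted p = 0.0209, p = 0.0588 with an estimated correlation), ribosomal proteins in 4-cell CR×GF embryos (median -0.10, adjusted p = 4.3e-05, p = 0.298 with an estimated correlation), trophectoderm in 4-cell CR×GF embryos (median -0.14, adjusted p = 0.0209, p = 0.0499 with an estimated correlation), glycolysis in 4-cell CR×GF embryos (median 0.64, adjusted p = 8.75e-05, p = 0.0214 with an estimated correlation), ribosomal proteins in 4-cell RAG×WT embryos (median -0.13, adjusted p = 3.41e-07, p = 0.273 with an estimated correlation), trophectoderm in 4-cell RAG×WT embryos (median -0.58, adjusted p = 0.0234, p = 0.111 with an estimated correlation), ribosomal proteins in morula GF×CR (median -0.17, adjusted p = 0.0315, p = 0.496 with an estimated correlation), nuclear OXPHOS genes in morula GF×CR (median 0.00, adjusted p = 0.0181, p = 0.215 with an estimated correlation), pluripotency in morula GF×CR (median 0.11, adjusted p = 0.0386, p = 0.0639 with an estimated correlation), cholesterol and fatty acid synthesis in morula GF×CR (median -0.59, adjusted p = 0.0272, p = 0.32 with an estimated correlation), ribosomal proteins in morula RAG×WT (median 0.11, adjusted p = 4.02e-23, p = 0.0242 with an estimated correlation), imprinted genes in morula RAG×WT (median -0.32, adjusted p = 0.0369, p = 0.17 with an estimated correlation).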
